# Circuit-specific hippocampal ΔFosB underlies resilience to stress-induced social avoidance

**DOI:** 10.1038/s41467-020-17825-x

**Published:** 2020-09-08

**Authors:** Andrew L. Eagle, Claire E. Manning, Elizabeth S. Williams, Ryan M. Bastle, Paula A. Gajewski, Amber Garrison, Alexis J. Wirtz, Seda Akguen, Katie Brandel-Ankrapp, Wilson Endege, Frederick M. Boyce, Yoshinori N. Ohnishi, Michelle Mazei-Robison, Ian Maze, Rachel L. Neve, Alfred J. Robison

**Keywords:** Cellular neuroscience, Diseases of the nervous system, Emotion, Molecular neuroscience, Neural circuits

## Abstract

Chronic stress is a key risk factor for mood disorders like depression, but the stress-induced changes in brain circuit function and gene expression underlying depression symptoms are not completely understood, hindering development of novel treatments. Because of its projections to brain regions regulating reward and anxiety, the ventral hippocampus is uniquely poised to translate the experience of stress into altered brain function and pathological mood, though the cellular and molecular mechanisms of this process are not fully understood. Here, we use a novel method of circuit-specific gene editing to show that the transcription factor ΔFosB drives projection-specific activity of ventral hippocampus glutamatergic neurons causing behaviorally diverse responses to stress. We establish molecular, cellular, and circuit-level mechanisms for depression- and anxiety-like behavior in response to stress and use circuit-specific gene expression profiling to uncover novel downstream targets as potential sites of therapeutic intervention in depression.

## Abstract (web summary)

Chronic stress is a risk factor for mood disorders, yet the molecular and circuit mechanisms of stress-induced changes are not well understood. Here, the authors report the role of the transcription factor ΔFosB in driving activity changes in response to stress in glutamatergic neurons in the ventral hippocampus that project to nucleus accumben.

## Introduction

The ventral hippocampus (vHPC) is uniquely positioned to regulate emotional responses to stress that may underlie neuropsychiatric diseases such as depression^1,2^. Glutamatergic vHPC neurons project to regions important in stress susceptibility and mood, including the nucleus accumbens (NAc) and basolateral amygdala (BLA), and activity of NAc-projecting vHPC neurons mediates reward behavior^3^ and susceptibility to stress-induced social avoidancel^4^. We recently demonstrated that hyperexcitability of NAc-projecting vHPC neurons also underlies female-specific susceptibility to anhedonia in the subchronic variable stress model^5^, and others have recently shown that activity in this circuit is broadly predictive of stress-induced susceptibility to anxiety and social withdrawal behaviors^6^. However, we do not have a clear understanding of the molecular mechanisms in the vHPC driving its modulation of these target regions in depressive and anxiety disorders. Stress alters gene expression in vHPC neurons^7–9^, but the molecular mechanisms underlying circuit-specific vHPC gene expression and activity in response to stress are poorly understood.

ΔFosB is a remarkably stable transcription factor^10,11^ found throughout the brain and induced by chronic neuronal activity^12^. ΔFosB has a well-established role in NAc in mediating stress susceptibility^13–15^ and regulates synaptic and intrinsic properties of NAc medium spiny neurons^16^. It is also necessary in dorsal hippocampus (dHPC) for learning^17^, and regulates the excitability of dHPC CA1 neurons^18^ as well as hippocampal neurogenesis^19,20^. ΔFosB is induced throughout HPC by stress and antidepressant treatment^13,21–23^, and vHPC CA3 ΔFosB is critical for the prophylactic effects of ketamine on stress responses^23^. This indicates that ΔFosB is a critical modulator of vHPC function and may orchestrate long-term alterations in gene expression underlying depressive and anxiety disorders. Here, we use circuit-specific CRISPR gene editing to reveal a previously unknown role for ΔFosB in vHPC neurons projecting to NAc in resilience to social defeat stress-induced social avoidance. Furthermore, we show that ΔFosB regulates the excitability of this circuit and we identify potential downstream gene targets in this circuit that may underlie stress resilience.

## Results

To investigate the induction of ΔFosB in vHPC by stress, we exposed male C57Bl6/J mice to chronic social defeat stress (CSDS, Fig. S1a), which produces a variety of depressive-like symptoms, including a social avoidant phenotype in stress-susceptible mice^24–26^. Stress increased the number of ΔFosB+ dentate gyrus neurons in vHPC (Fig. S1b, c). Expanding upon our previous findings in the dHPC^21,22^, we found that ΔFosB was also induced in all subregions of the vHPC following repeated treatment with the antidepressant fluoxetine (Fig. S1d, e), a selective serotonin reuptake inhibitor. Thus, ΔFosB is induced in vHPC by both stress and antidepressants, which strongly suggests that stress-induction of ΔFosB in vHPC is a compensatory response to counteract the effects of stress, i.e., mediating stress resilience as it does in NAc^14^.

Because the excitability of afferent projections from vHPC CA1 extending to NAc mediate CSDS susceptibility^4^ and ΔFosB regulates excitability of dHPC CA1 neurons^18^, we set out to investigate the role of vHPC projection neuron ΔFosB in CSDS susceptibility to social avoidance. To label vHPC-NAc neurons, we utilized a mouse line expressing Cre-dependent GFP-L10a ribosomal subunit fusion protein (*Rosa26*^*eGFP-L10a*^), and injected into NAc a persistent, retrograde viral vector expressing Cre (HSV-hEf1ɑ-Cre). Three weeks after surgery, GFP expression can be observed in ventral CA1 of vHPC (vCA1) and in ventral subiculum (vSub) (Fig. S2). Mice were then exposed to CSDS and immunostained for ΔFosB. We found that CSDS induced ΔFosB in labeled vHPC-NAc projections (Fig. 1a, b). To provide additional quantitative assessment, we used the same mouse model but took bilateral punches containing GFP-labeled vHPC-NAc projections and processed for circuit-specific translating ribosome affinity purification (TRAP) to enrich for actively translating *FosB* and Δ*FosB* mRNA in vHPC-NAc neurons. CSDS produced a greater than fourfold change in these transcripts (Fig. S1f). These findings conclusively demonstrate that chronic stress increases ΔFosB expression in vHPC neurons projecting to NAc. Our next question then was to determine whether ΔFosB in this circuit regulates stress phenotypes.

**Fig. 1:**
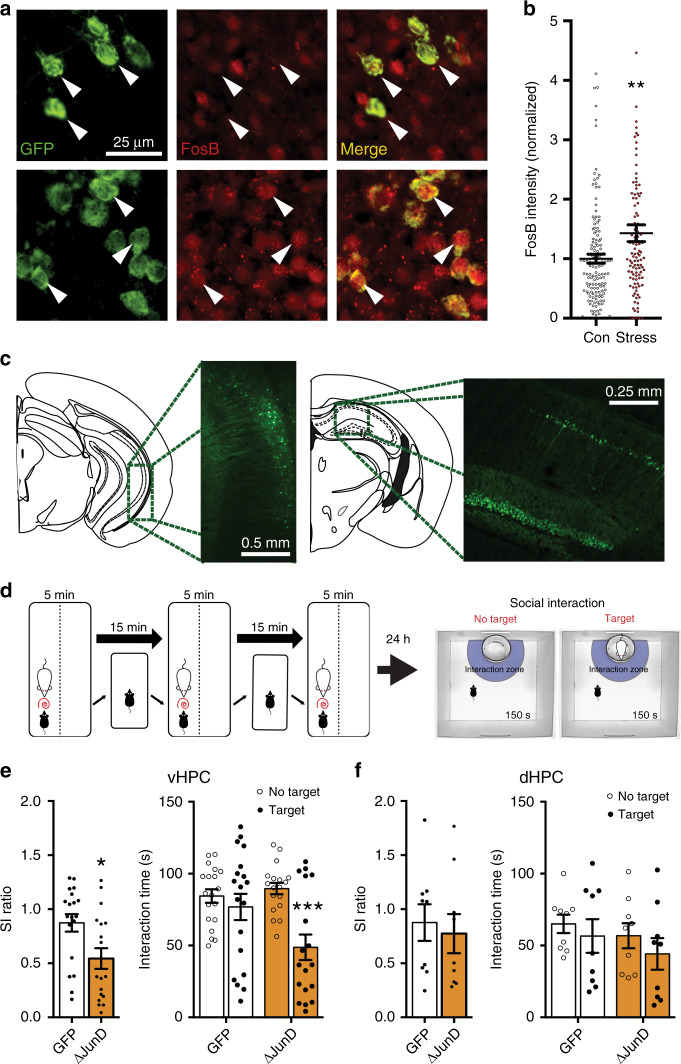
ΔFosB expression in the ventral hippocampus is necessary for CSDS resilience. **a** Representative images of vHPC CA1 coronal sections (×40) showing immunofluorescent labeling of NAc-projecting neurons expressing GFP (left), ΔFosB (red, middle) and merge (right). Stressed mice (bottom panels; *n* = 109 cells) show increased ΔFosB signal in GFP-positive cells compared to controls (top panels; *n* = 147 cells), as indicated by white arrows and quantified in (**b**). **P = 0.0048 (independent samples *t*-test compared to Control; 4 data points are outside the axis). **c** Representative figures and coronal sections showing viral-mediated GFP expression in ventral and dorsal HPC. **d** Experimental design for subthreshold defeat and social interaction (SI) test. **e** ΔJunD inhibition of ΔFosB in vHPC reduced SI ratio (left) and decreased investigation time of the social target (right). *P = 0.0125, ***P < 0.0001 (*n* = 19 GFP, *n* = 18 ΔJunD; SI ratio: independent samples *t*-test compared to GFP; investigation time: two-way mixed ANOVA with Holm–Sidak post-test GFP No Target vs Target). **f** ΔJunD expression in dHPC did not affect stress-induced social avoidance (*n* = 9 mice/group). All graphs are represented as mean ± SEM.

We first probed whether ΔFosB-mediated transcriptional regulation in vHPC is critical in resilience to stress-induced social avoidance. We virally overexpressed ΔJunD, a transcriptional inhibitor of ΔFosB^14^, in either the vHPC or dHPC (Fig. 1c) and exposed mice to a subthreshold microdefeat stress (Fig. 1d) which produces a social avoidant phenotype only in mice sensitized to stress^24,25^. Transcriptional inhibition of ΔFosB in vHPC reduced social interaction (SI) (Fig. 1e): ΔJunD mice spent less time interacting with a social target. Conversely, inhibition of ΔFosB in dHPC did not produce a stress-susceptible phenotype (Fig. 1f). Furthermore, vHPC ΔFosB inhibition but did not affect baseline (unstressed) anxiety or locomotor activity (Fig. S3). Thus, ΔFosB function in vHPC is necessary for resilience to stress, but its circuit-specific role remained unknown.

Because tools to test the circuit-specific role of an individual gene have not previously been described, we developed an innovative CRISPR-Cas9 viral toolset to manipulate ΔFosB expression in a circuit-specific manner (Figs. S4, S5; Suppl. Methods). Using CRISPR, we developed and screened guide RNAs (gRNA) specific to the *FosB* gene, which encodes ΔFosB, and tested these in cultured mouse neuroblastoma (Neuro2A) cells. Transfection of cells with Cas9 and gRNA specific to exon I of the *FosB* gene reduced ΔFosB expression (Fig. S4). To confirm this in vivo, an HSV expressing both Cas9 and the gRNA was infused into dHPC of adult mice. Infected dHPC neurons had significantly reduced ΔFosB expression compared to GFP only controls (Fig. S4d, e), indicating that the CRISPR-Cas9 vector successfully mutated the *FosB gene* and silenced expression of ΔFosB protein (*FosB* KO). Previously, we have shown that ΔFosB transcriptional inhibition (via ΔJunD) in dHPC impairs learning and memory, including novel object recognition^17^. In keeping with our previous findings, infusion of CRISPR *FosB* KO vector in dHPC also impaired recognition memory (Fig. S4f).

To produce a circuit-specific tool to efficiently target ΔFosB in only vHPC afferent neurons, we split the CRISPR constructs (Cas9 and gRNA) into two separate viral vectors to allow a circuit-specific intersection approach (Fig. S5a). Thus, we injected a retrograde viral vector into a projection target region and a locally expressing vector into the somatic region. Retrograde virus encoded a Cre-dependent Cas9 (HSV-hEf1α-LS1L-Cas9) and was injected into NAc; mice were allowed to recover for 3 weeks for maximal retrograde expression. We then injected into the vCA1/vSub an HSV that locally expresses Cre and *FosB* gRNA (HSV-IE4/5-TB-gRNA-eYFP-CMV-IRES-Cre), or control HSV (HSV-IE4/5-TB-eYFP-CMV-IRES-Cre). Similar to our finding with the single-vector CRISPR strategy, the dual-vector approach specifically reduces the expression of ΔFosB in co-labeled GFP and Cas9 vHPC cells, i.e., in NAc-projecting vHPC neurons (Fig. S5b–d).

Our tool produced a circuit-specific, CRISPR-mediated silencing of the *FosB* gene (*FosB* KO) leading to reduced ΔFosB protein expression in vHPC cells projecting to NAc, allowing us to interrogate the circuit-specific effects of ΔFosB on stress susceptibility. Adult mice that received *FosB* KO in the vHPC-NAc circuit (Fig. 2a) were subjected to CSDS and assayed for social avoidance. *FosB* KO in vHPC-NAc enhanced stress-induced social avoidance (Fig. 2b) and caused a small decrease in locomotor activity (Fig. S6a). These findings suggest that ΔFosB likely regulates locomotor activity and stress susceptibility through the vHPC-NAc circuit. This is consistent with previous reports showing that vHPC afferents to NAc regulate locomotor activity^27,28^. It is critical to note that this manipulation of *FosB* in vHPC-NAc neurons did not affect passive avoidance learning (Fig. 2c) or baseline anxiety (Fig. 2d), behaviors not associated with vHPC-NAc projections. We also observed stress effects in allodynia and anxiety, but vHPC-NAc FosB KO did not alter these behaviors (Fig. S6c–f). Therefore, ΔFosB expression in vHPC-NAc afferents appears to be critical for a normal response to stress, and in its absence, mice are sensitized specifically to the social aspects of this stress response.

**Fig. 2:**
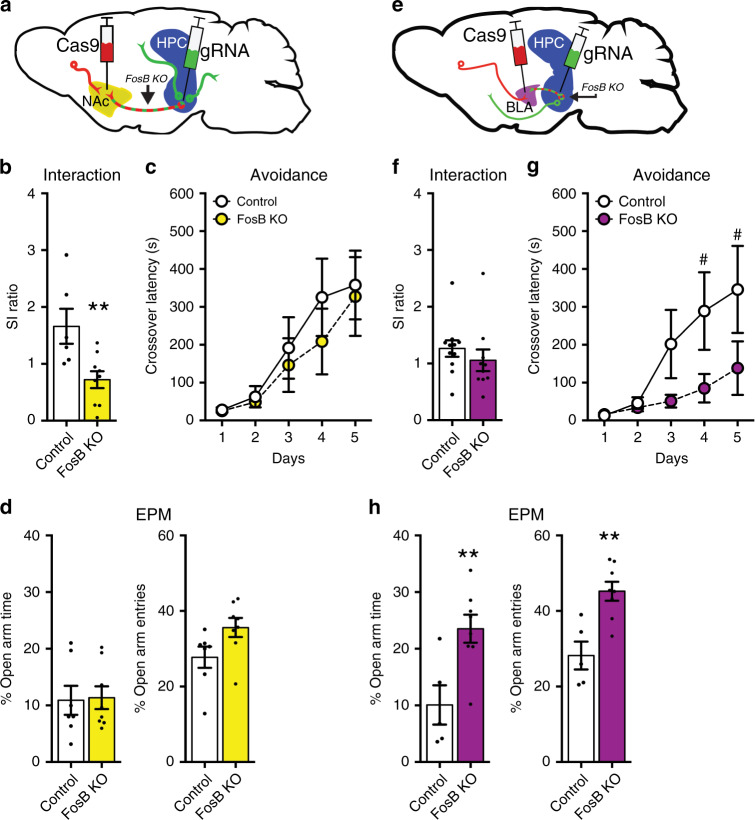
Circuit-specific silencing of *FosB* gene in ventral hippocampal projection neurons. **a** Schematic of dual-vector CRISPR tool to silence *FosB* in vHPC-NAc afferent neurons. Retrograde vector expressing Cre-dependent Cas9 (Cas9; red) is injected into NAc while local vector expressing Cre and *FosB* guide RNA (gRNA; green) is injected into vHPC. *FosB* silencing (*FosB* KO) occurs only in co-transduced vHPC-NAc neurons. **b** *FosB* silencing in vHPC-NAc neurons heightens stress-induced social avoidance. **P = 0.0092 (*n* = 6 control, *n* = 9 FosB KO; independent samples *t*-test compared to control). **c** *FosB* silencing in vHPC-NAc does not affect crossover latency in the passive avoidance learning paradigm (*n* = 7 control, *n* = 8 FosB KO), or **d** anxiety-like behavior in the elevated plus maze (EPM). **e** Schematic of dual-vector CRISPR silencing *FosB* in vHPC-BLA neurons. **f** *FosB* silencing in vHPC-BLA does not affect stress-induced social avoidance (*n* = 11 control, *n* = 10 FosB KO). **g** *FosB* silencing in vHPC-BLA impairs avoidance learning. ^#^*P* = 0.0614 (*n* = 6 control, *n* = 8 FosB KO; two-way mixed ANOVA with Holm–Sidak post-tests compared to control). **h** *FosB* silencing in vHPC-BLA decreases anxiety-like behavior in the EPM, increasing time spent and entries into the open arms. **P = 0.0079 for time spent and **P = 0.0022 for entries (*n* = 5 control, *n* = 8 FosB KO; independent samples *t*-test compared to control). All graphs are represented as mean ± SEM.

vHPC sends projections to other brain regions implicated in stress responses, including BLA, an area important in fear learning and anxiety^29–31^. In order to determine the circuit-specificity of our ΔFosB manipulations, we also assessed stress-induced social avoidance after *FosB* KO in the vHPC-BLA circuit (Fig. 2e). *FosB* KO in vHPC-BLA did not impair stress-induced social avoidance (Fig. 2f). Interestingly, however, it significantly impaired passive avoidance learning (Fig. 2g) and reduced anxiety-like behavior (Fig. 2h), with no change in locomotor activity (Fig. S6b). Similar observations, e.g. decreased anxiety, fear expression, and fear extinction, have been shown after vHPC lesions^2,31,32^, which suggests that ΔFosB in vHPC-BLA projections is necessary for the expression of fear and anxiety and that knockout of ΔFosB in this circuit is anxiolytic. While vHPC projections to NAc do send collaterals to other regions^3^, we have found that these rarely overlap and the majority of NAc and BLA projections are separate populations (Fig. S7). Taken together, these data reveal that vHPC *FosB* gene products regulate phenotypes in a circuit-specific manner and provide rationale for previously dissonant findings about vHPC’s role in stress behaviors.

The *FosB* gene encodes at least 3 isoforms, including full-length FosB, ΔFosB, and Δ2ΔFosB, and neuronal activity induces all of these isoforms^12,33–35^. It is therefore possible that any or all of these isoforms are important for the functional effects of *FosB* silencing in vHPC-NAc projections on stress-induced social avoidance. To investigate the specific role of ΔFosB in vHPC projections to NAc in stress-induced behaviors, we developed an additional intersecting viral strategy that would allow us to overexpress recombinant ΔFosB back into the same circuit in which we use CRISPR to silence *FosB* gene expression (Fig. 3a). These tools cause retrograde Cre-dependent ΔFosB and Cas9 expression (Resc) or Cre-dependent Cas9 expression alone (KO). We injected these into NAc, and subsequently injected local HSV expressing Cre and the FosB gRNA into vHPC of adult mice (Fig. 3a). Critically, ΔFosB rescue in *FosB* KO vHPC-NAc neurons reversed the enhancement in stress-induced social avoidance (Fig. 3b). Similarly, ΔFosB rescue in *FosB* KO vHPC-BLA neurons (Fig. 3c) blocked the *FosB* KO-mediated reduction in basal anxiety (Fig. 3d) and impairment in avoidance learning (Fig. 3e). To control for the presence of CRISPR-Cas9-mediated *FosB* KO, ΔFosB was independently overexpressed in these same circuits by injecting retrograde Cre-inducible ΔFosB in NAc or BLA (HSV-hEF1α-LSIL-ΔFosB) and persistent Cre (AAV2-CMV-Cre-GFP) into vHPC (Fig. 3f, h), which produces ΔFosB overexpression specifically in vHPC-NAc-projecting cells (Fig. S8). In the absence of *FosB* KO, ΔFosB overexpression did not affect basal anxiety (Figs. 3i, S9a) or avoidance learning (Figs. 3j, S9b) in either projection. Interestingly, we found that overexpression of ΔFosB in vHPC-NAc produced a resilient phenotype to stress-induced social avoidance (Fig. 3g). Together these data elucidate a clear role for ΔFosB in vHPC projections: ΔFosB in vHPC-NAc is necessary and sufficient for resilience to stress-induced social avoidance, and ΔFosB in vHPC-BLA is necessary for the expression of fear and anxiety. Moreover, the complete behavioral rescue by ΔFosB overexpression in the same circuit in which we use the novel CRISPR system to silence the *FosB* gene indicates that our behavioral effects are indeed mediated by *FosB* knockout, and not through off-target effects of the CRISPR system. Our results demonstrate that individual genes can have disparate roles within a single brain structure based not only on heterogenous cell types but on the specific projections of the neurons in which they are expressed, which is a significant step toward illuminating the role of vHPC circuits in stress-related neuropsychiatric disease and a key finding to expand our understanding of the molecular mechanisms of complex brain functions and behaviors.

**Fig. 3:**
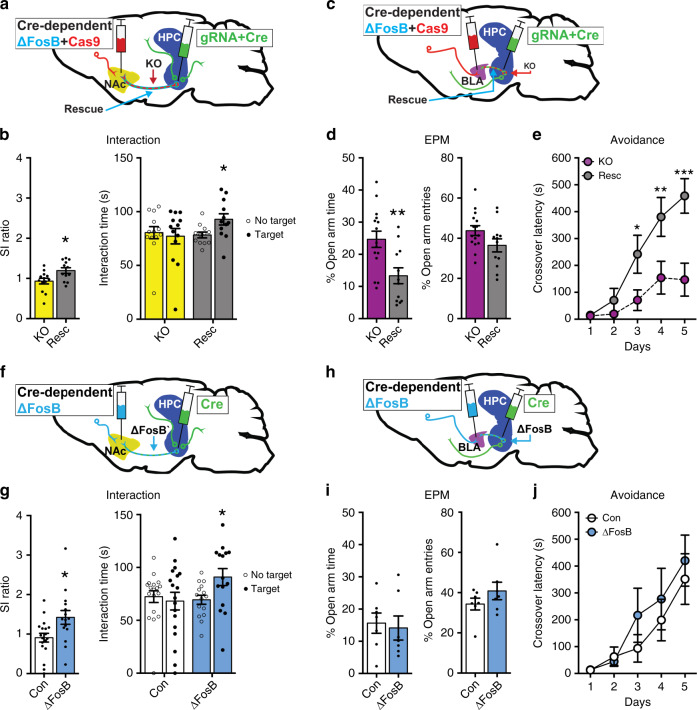
Circuit-specific vHPC ΔFosB mediates stress resilience and anxiety-like behavior. **a** Schematic of ΔFosB rescue experiments in vHPC-NAc afferent neurons. Retrograde vector expressing Cre-dependent Cas9 and ΔFosB is injected into NAc while local vector expressing Cre and *FosB* guide gRNA is injected into vHPC. *FosB* silencing (KO) occurs in co-transduced vHPC-NAc neurons, and ΔFosB overexpression is also driven by Cre in the same neurons (Rescue). **b** ΔFosB rescue (Resc) in vHPC-NAc neurons reverses stress-induced social avoidance, indicated by enhanced social interaction ratio (left) and increased investigation of a social target (right). *P = 0.0161 for SI ratio and *P = 0.0431 for interaction time (*n* = 13 KO, *n* = 12 Resc; SI ratio: independent samples *t*-test compared to KO; investigation time: two-way mixed ANOVA with Holm–Sidak post-test KO No Target vs Target). **c** Schematic of ΔFosB rescue experiments in vHPC-BLA afferent neurons. **d** ΔFosB rescue in vHPC-BLA neurons reverses the anxiolytic effects of *FosB* silencing, decreasing open arm time in the EPM. **P = 0.0042 (*n* = 15 KO, n = 12 Resc; independent samples *t*-test compared to KO). **e** ΔFosB rescue also reverses avoidance learning impairment. *P = 0.0459, **P = 0.0060, ***P < 0.0001 (*n* = 15 KO, *n* = 13 Resc; two-way mixed ANOVA with Holm–Sidak post-tests compared to KO). **f** Schematic of ΔFosB overexpression in vHPC-NAc afferent neurons. Retrograde vector expressing Cre-dependent ΔFosB is injected into NAc while local vector expressing Cre is injected into vHPC. ΔFosB overexpression is driven by Cre only in co-transduced vHPC-NAc neurons (ΔFosB). **g** ΔFosB overexpression in vHPC-NAc enhances social interaction following stress, producing a resilient phenotype. *P < 0.05 (*n* = 18 control, *n* = 12 ΔFosB; SI ratio: independent samples *t*-test compared to control; interaction time: two-way ANOVA followed by Holm–Sidak post-test ΔFosB No Target vs Target). **h** Schematic of ΔFosB overexpression in vHPC-BLA afferent neurons. **i**, **j** ΔFosB overexpression in vHPC-BLA does not alter anxiety-like behavior or avoidance learning (*n* = 7 mice/group). All graphs are represented as mean ± SEM.

As previous findings demonstrated that increased activity in vHPC-NAc neurons underlies CSDS susceptibility^4^, we next sought to ascertain the role of ΔFosB in the physiological properties of the vHPC-NAc circuit. We first examined the effects of ΔFosB overexpression in putative glutamatergic pyramidal neurons of vCA1 via whole-cell, patch-clamp electrophysiology in ex vivo slice preparations^17,18^. Viral-mediated ΔFosB overexpression reduced the excitability of vCA1 neurons, indicated by a decrease in the number of current-elicited spikes across increasing step currents (Fig. 4a, b) and an increase in rheobase (Fig. 4c). Little or no change was observed in most cellular properties (Table S1), but ΔFosB overexpression decreased outward rectification of the *I*–*V* curve (Fig. S10a, b). Moreover, ΔFosB decreased amplitude and increased half-width of evoked action potentials and decreased the frequency of spontaneous synaptic currents (Fig. S10c–f), similar to what we have previously observed in dHPC CA1 neurons^18^. This suite of observations suggests that ΔFosB expression reduces the excitability of vHPC neurons, likely via changes in intrinsic membrane properties. Importantly, in the vHPC-NAc circuit, stress-induced increases in ΔFosB could cause the decreased excitability previously shown to drive resilience to CSDS^4^, thus providing a novel molecular mechanism for this important circuit-level underpinning of stress resilience.

**Fig. 4:**
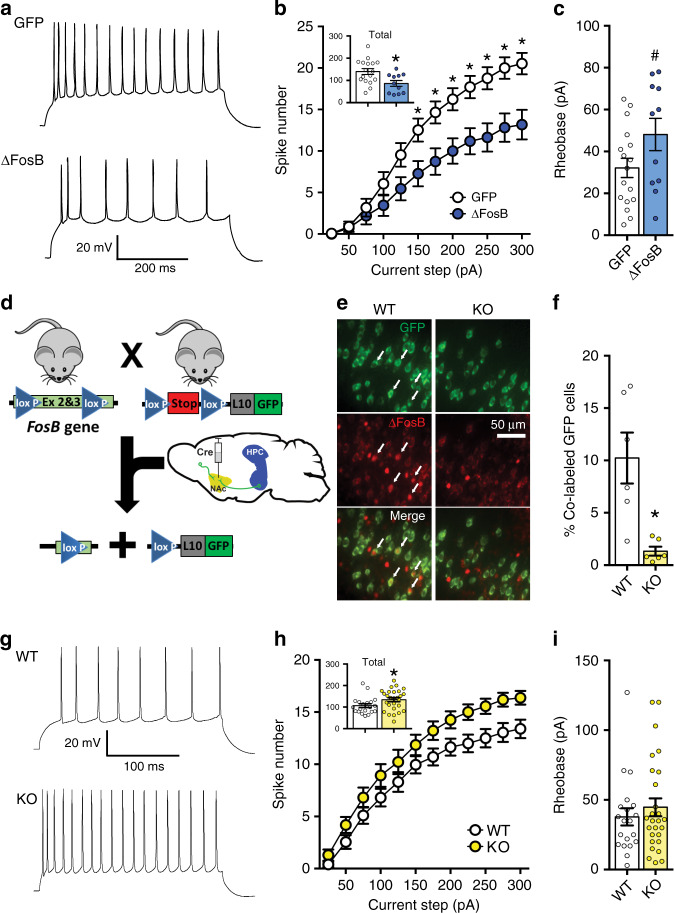
ΔFosB regulates the cellular excitability of NAc-projecting vHPC neurons. **a** Representative voltage traces from 200 pA depolarizing current injection in ventral hippocampus CA1 (vCA1) neurons expressing GFP or GFP+ΔFosB (ΔFosB). **b** ΔFosB reduces the number of elicited spikes in vCA1 neurons across increasing current steps (25–300 pA) or the total spikes for all steps (inset). *P = 0.0108 for inset; *P = 0.0345 for 150 pA, *P = 0.0135 for 175 pA, *P = 0.0088 for 200 pA, *P = 0.0058 for 225 pA, *P = 0.0020 for 250–275 pA, and *P = 0.0015 for 300 pA (*n* = 17 GFP cells, *n* = 11 ΔFosB cells; total: independent samples *t*-test; across steps: two-way mixed ANOVA with Holm–Sidak post-tests compared to GFP). **c** ΔFosB trends toward increasing rheobase. ^#^*P* = 0.0680 (independent samples *t*-test compared to GFP). **d** Schematic of *FosB* knockout in NAc-projecting neurons. *Floxed FosB* mice (*FosB*^*fl/fl*^; removal of exon 2 & 3) were crossed with mice expressing Cre-dependent GFP-L10 ribosomal fusion protein (*Rosa26*^*eGFP-L10a*^) to generate floxed FosB/GFP-L10 mice (KO) and non-floxed GFP-L10 littermate controls (WT). Retrograde Cre vector was injected in NAc to both drive GFP-L10 expression and knock out *FosB* in NAc-projecting neurons. **e** Representative coronal vHPC images (×20) showing NAc-projecting neurons expressing GFP (green, top), ΔFosB (red, middle), and merge (bottom). White arrows indicate co-labeled GFP+ ΔFosB-expressing cells. WT (left) expressed more ΔFosB co-labeled GFP projections compared to KO quantified in (**f**), KO significantly reduces the % of co-labeling of GFP+ ΔFosB-expressing vHPC-NAc neurons. *P = 0.0048 (*n* = 6 mice/group; independent samples t-test compared to WT). **g** Representative voltage traces from 200 pA depolarizing current injection in NAc-projecting GFP-labeled vCA1 neurons from WT and KO mice. **h** KO of *FosB* increases the number of elicited spikes in NAc-projecting vCA1 neurons across increasing current steps (25–300 pA) or the total spikes for all steps (inset). *P = 0.0418 for inset (*n* = 20 WT cells, *n* = 27 KO cells; total: independent samples *t*-test; across steps: two-way mixed ANOVA with Holm–Sidak post-tests versus WT). **i** No difference in rheobase was observed between WT and KO neurons (*n* = 20 WT cells, *n* = 27 KO cells). All graphs are represented as mean ± SEM.

In order to determine whether ΔFosB regulates excitability of vHPC-NAc projection neurons specifically, we crossed *floxed FosB* mice (*FosB*^*fl/fl*^)^36^ with the GFP-L10a line to generate floxed FosB/GFP-L10a mice (*FosB* KO) and non-floxed GFP-L10a littermate controls (WT). We used the same described viral retrograde Cre strategy to drive GFP-L10a expression in vHPC-NAc neurons of all mice and knock out ΔFosB expression in vHPC-NAc neurons of the KO, but not WT, mice (Fig. 4d–f and Fig. S11). This method is not circuit-specific (see Suppl Fig. S11c) thus making it unsuitable for assessment of stress-induced social avoidance (Suppl. Fig. S11d), yet it allows us to determine functional effects of ΔFosB KO on vHPC-NAc. Whole-cell ex vivo slice recordings from GFP-expressing vCA1-NAc neurons showed that *FosB* KO produces hyperexcitability in NAc-projecting vHPC neurons (Fig. 4g–i). *FosB* KO increased outward rectification of the *I*–*V* curve, increased amplitude and decreased half-width of evoked action potentials and increased the frequency but decreased amplitude of spontaneous synaptic currents (Fig. S12), essentially creating the opposite phenotype from ΔFosB overexpression (Figs. 4a–c and S10). As reduced activity in vHPC glutamatergic neurons synapsing onto NAc MSNs confers resilience to CSDS and increased activity enhances susceptibility^4^, and our results above show that vHPC-NAc ΔFosB is necessary for CSDS resilience, this work supports a model in which stress-induced ΔFosB promotes hypoexcitability of NAc-projecting vHPC neurons to drive resilience to CSDS-induced social avoidance.

In order to uncover potential mechanisms by which ΔFosB regulates vHPC-NAc excitability and related behaviors, we interrogated gene expression regulated by ΔFosB in NAc-projecting vHPC neurons using our circuit-specific TRAP strategy in WT and *FosB* KO L10-GFP mice (Fig. 5a). Purified vHPC-NAC specific mRNA was used to prepare cDNA libraries that were sequenced. 

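TRAP collects mRNA bound to ribosomes in a chosen kind of cell. The mice carried a Cre-dependent gene for L10a, a protein of the large ribosomal subunit, fused to GFP. Retrograde HSV-Cre in NAc switched this gene on in neurons whose axons reach NAc, and 3 weeks later ribosomes with the GFP tag were pulled out of vHPC tissue with anti-GFP antibodies. Each genotype had 3 pools of mice, of 3 mice each by the sample labels and of 3 to 4 by the methods. Each pool gave a TRAP library and an input library. The labels number the pools 1 to 3 in WT and 2 to 4 in KO. The authors deposited the reads counted on each gene, without normalization, after mapping to mm9 with TopHat and counting with HTSeq-count against Gencode vM1. Between 3416030 and 5614089 reads per library were counted on genes, with medians of 4320333 in WT TRAP, 4011315 in KO TRAP, 4414284 in WT input and 4592090 in KO input. Another 3438372 to 6518589 alignments per library were set aside by the counting because the read had several places in the genome, which lowers the counts of genes with near-identical copies. The methods do not give the strand setting of the counting, so genes that overlap a gene on the other strand are uncertain. Levels are given as CPM, a gene's share of the counts of its library, scaled by the TMM normalization. Before that scaling, a gene with 3 counts stood at 0.534 to 0.878 CPM, depending on the library, and this floor covers counting error only, since amplified reads are not independent molecules. Mitochondrial genome genes took 5.29% to 9.05% of the counts in the input libraries and 0.0305% to 0.130% in the TRAP libraries. WT input 1 had counts on 15678 genes, while the other 5 input libraries had counts on 17255 to 18090. Counts were normalized with edgeR's TMM method, and groups were compared with its quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over the genes that passed edgeR's expression filter. An exact permutation test of 3 pools against 3 cannot give a p under 0.10, so single-gene permutation tests between genotypes cannot reach 0.05 here. On simulated counts for 11727 genes with the means and spread of the TRAP libraries, the test called 87.3% of the genes changed 3-fold, 71.2% of those changed 2-fold and 0.0885% of the unchanged genes. Fosb, the gene targeted in the KO mice, served as a check of the labels. It stood at 45.3, 32.0 and 40.2 CPM in WT TRAP 1, 2 and 3, and at 29.4, 18.8 and 21.5 CPM in KO TRAP 2, 3 and 4. In the input libraries it stood at 30.3, 22.3 and 24.5 CPM in WT pools 1, 2 and 3, and at 17.1, 16.0 and 14.9 CPM in KO pools 2, 3 and 4. No library went against its genotype label by this measure, although WT TRAP 2 and KO TRAP 2 were close.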

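Kalrn (ENSMUSG00000061751.8), which encodes the exchange factor kalirin, lies on chromosome 16 of mm9 from 33974344 to 34573618. Actb (ENSMUSG00000029580.7), which encodes β-actin, lies on chromosome 5 from 143664794 to 143668433. Both were compared between the TRAP and input libraries that Fig. S13 shows as reads. Kalrn stood at 4515 ± 2122 CPM (SD, n = 3 pools) in WT TRAP and 716 ± 13.8 CPM (SD, n = 3) in WT input, and at 3791 ± 773 CPM (SD, n = 3) in KO TRAP and 677 ± 30.3 CPM (SD, n = 3) in KO input. Over both genotypes, its log2 ratio of TRAP to input was 2.57 (standard error 0.22, adjusted p = 1.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which ranked 7 among 13214 genes tested. The ratio within each of the 6 pools ran from 2.16 to 3.29 on the log2 scale (exact sign-flip permutation test, two-sided, p = 0.03125, the smallest p that 6 pools allow). Actb stood at 2868 ± 230 CPM (SD, n = 3) in WT TRAP and 2212 ± 97.2 CPM (SD, n = 3) in WT input, and at 2687 ± 269 CPM (SD, n = 3) in KO TRAP and 2138 ± 135 CPM (SD, n = 3) in KO input. Its log2 ratio of TRAP to input was 0.35 (standard error 0.06, adjusted p = 2.63e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and TRAP was higher in 6 of 6 pools, by 0.18 to 0.48. In separate fits, the ratio was 0.38 in WT and 0.32 in KO. Of the 75-base stretches of its exons, 20.5% have another place in the genome within 2 mismatches, so part of its reads could have been set aside. TRAP and input libraries of the same pool deviated together from their group means, with a mean correlation across genes of 0.124 in WT and 0.146 in KO. With the pool as a block, the log2 ratios were 2.51 for Kalrn and 0.35 for Actb, with adjusted p-values of 0.00069 and 8.93e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For 25 neuron-specific genes listed before the data were examined, the median log2 ratio was 0.45, and 21 were higher in TRAP (adjusted p = 2.73e-06 from limma's camera test over 20 lists, and 1.85e-06 with the pool as a block). After Kalrn, the highest of them was at 0.77. Over that list alone, as over all genes, 19 had an adjusted p under 0.05. For 24 genes common to all cells, the median was 0.36, and 19 were higher in TRAP (adjusted p = 4.09e-05 from the camera test, and 0.000142 with the pool as a block). With the inter-gene correlation estimated from the data, the adjusted p was 0.0661 for the common list and 0.0367 for the neuron-specific list. Over the common list alone, as over all genes, 18 had an adjusted p under 0.05. The medians of the lists differed by 0.09 (permutation test with 100000 permutations, two-sided, p = 0.627). The median log2 ratio was -2.79 for 16 astrocyte genes, -3.56 for 16 oligodendrocyte genes, -3.58 for 14 microglia genes and -6.26 for 21 mitochondrial genome genes, and none of these genes was higher in TRAP. It was -1.64 for 14 genes of GABA neurons, of which 13 were lower in TRAP, and 0.25 for 12 genes of glutamate neurons, of which 9 were higher. Of the 13214 genes tested, 5572 differed between TRAP and input at an adjusted p under 0.05, 2596 higher in TRAP and 2976 lower, and 5753 did with the pool as a block. The fits of each genotype gave 3096 genes in WT and 3626 in KO. Without WT replicate 3, the count in WT fell to 1289, the largest move of any alternative. The most enriched genes were Atg7, Tnrc18 and Bahcc1, with log2 ratios of 3.19, 3.04 and 3.04, and 37.9%, 2.49% and 10.1% of their exon stretches have another place in the genome. The most depleted, Gm13339, mt-Tg and AL929170.1, had at most 3 counts in any TRAP library, so no ratio is given for them.

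**Figure D1:**
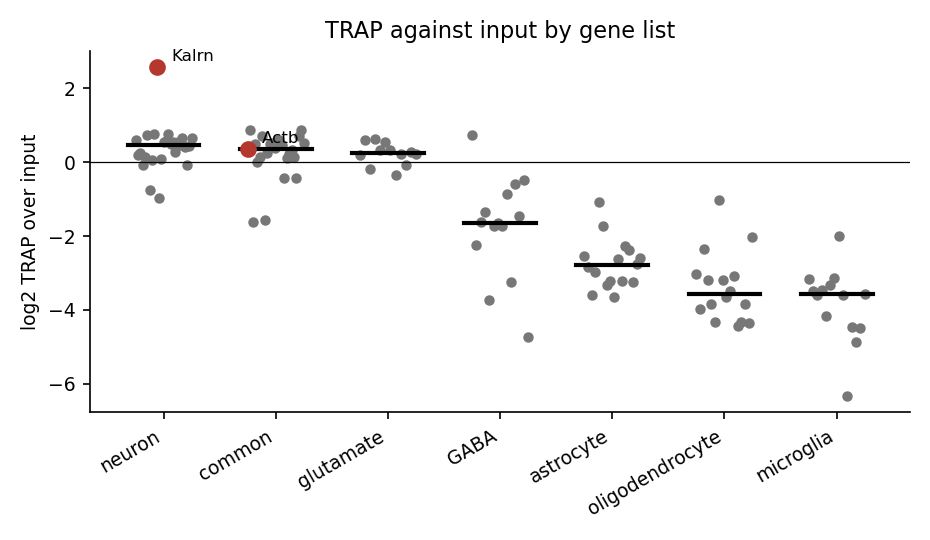
Log2 ratio of TRAP to input over both genotypes (y axis) for genes of 7 lists (x axis). Each point is a gene, bars are list medians, and Kalrn and Actb are marked in red. Kalrn at 2.57 lies above the other genes shown, while the astrocyte, oligodendrocyte and microglia genes lie below 0.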

We found that there was significant enrichment of neuron-specific mRNA (like *kalrn*) in our TRAP samples compared to input controls, with no change in enrichment of genes common to all cells (like actin; Fig. S13), indicating that our TRAP technique successfully isolated mRNA from neurons. 

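Fosb (ENSMUSG00000003545.2) lies on chromosome 7 of mm9 from 19888070 to 19895394. The deposited counts cover the whole gene, so reads of different exons, which Fig. 5b shows apart, were counted together. The paper describes a floxed allele that loses only some exons, so reads of the others can remain after excision. The KO TRAP libraries held 77 to 105 reads of Fosb each and the WT TRAP libraries 136 to 254, far above the floor of 3 counts. Fosb stood at 39.2 ± 6.67 CPM (SD, n = 3 pools) in WT TRAP and 23.2 ± 5.47 CPM (SD, n = 3) in KO TRAP. The log2 fold change was -0.76 (standard error 0.21, unadjusted p = 0.00126), which is 59.0% of the WT level (95% confidence interval 44.5% to 78.3%). Over the 11727 genes tested, its adjusted p was 0.337 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each KO library was below each WT library (exact permutation test, two-sided, p = 0.10, the smallest p that 3 pools against 3 allow). With each pool left out in turn, the log2 fold change stayed between -0.96 and -0.62. The alternative that moved it most, DESeq2 with a normal prior on fold changes and no expression filter, gave -0.44 and was added after the data were seen. In the input libraries, Fosb stood at 25.7 ± 4.12 CPM (SD, n = 3) in WT and 16.0 ± 1.12 CPM (SD, n = 3) in KO, a log2 fold change of -0.68 (standard error 0.22, unadjusted p = 0.00557). The changes in TRAP and in input did not differ by their own test (difference -0.08, standard error 0.30, unadjusted p = 0.791 from edgeR's quasi-likelihood test). Relative to input, Fosb in TRAP was higher by 0.62 in WT and by 0.52 in KO on the log2 scale. None of the 75-base stretches of its exons has another place in the genome within 2 mismatches.

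**Figure D2:**
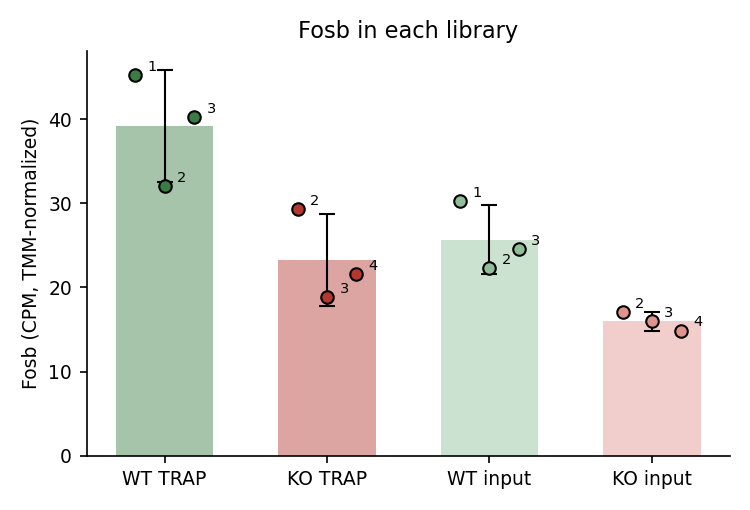
Fosb in CPM, TMM-normalized (y axis), in WT and KO TRAP and input libraries (x axis). Points are pools with their numbers, bars are means and error bars are SD (n = 3 pools). KO TRAP pools lie between 18.8 and 29.4 CPM, below the WT TRAP pools at 32.0 to 45.3 CPM.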

Compared to mRNA purified from WT controls, mRNA from *floxed FosB* mice showed a nearly complete absence of *FosB* gene expression (Fig. 5b), indicating that our purified mRNA comes from vHPC neurons projecting to NAc, as retrograde viral infection in NAc is the only source of Cre in these animals. When we compared mRNAs differentially enriched in WT vs *floxed FosB* vHPC-NAc neurons, we uncovered hundreds of potential ΔFosB gene targets (Tables S2 and S3). 

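Of 11727 genes tested between KO and WT TRAP libraries, 8 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Peg10, Gm10036, Gm11223 and Id4 were higher in KO, and Efr3b, Rps9, Calm3 and Nefm were lower. At an unadjusted p under 0.05 there were 709 genes, 314 higher and 395 lower, where 586 would be expected if no gene differed. This excess depends on the test, since DESeq2, which the paper names, gave 560 without a prior and 551 with a normal prior, both under 586. With edgeR it was lost without KO replicate 4, with 431 genes where 602.5 would be expected. It was also lost with the pool number as a block, with 480, although shared numbers stand for different mice. The other edgeR alternatives kept an excess. Of the 10 splits of the 6 TRAP libraries into 3 and 3, 3 gave at least 709 genes at an unadjusted p under 0.05, the real split included. At an adjusted p under 0.05, 3 of the 10 gave at least 8 genes. A grouping by chance can therefore not be excluded for these counts. The balance depends on the normalization, since with total counts only 432 of 707 were higher and 275 lower. Without the expression filter, the alternative that moved these counts most, 41 of 19273 genes had an adjusted p under 0.05 and 1101 an unadjusted p under 0.05. In 1391 of the 11727 genes, or 11.9%, every KO library was above or below every WT library, where chance gives 10%. Peg10 (chromosome 6, 4697306 to 4710514) rose from 44.0 ± 2.36 CPM (SD, n = 3 pools) in WT to 106 ± 5.07 CPM (SD, n = 3) in KO, a log2 fold change of 1.27 (standard error 0.13, adjusted p = 1.85e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In input it rose by 0.69 (unadjusted p = 0.000506). Nefm (chromosome 14, 68700647 to 68742903), whose annotation overlaps that of Nefl, fell by 0.49 on the log2 scale (standard error 0.09, adjusted p = 0.0298 from the same test), and by 0.14 in input (unadjusted p = 0.443). Efr3b, Rps9 and Calm3 fell in TRAP by 0.72, 0.81 and 0.47, and in input by 0.74, 0.72 and 0.42. Rps9 and Calm3 lie on chromosome 7, where Fosb lies, Calm3 within 10 Mb of it. Id4 rose by 0.84 in TRAP and by 0.42 in input. All 75-base stretches of the exons of Gm10036, and 81.1% of those of the pseudogene Gm11223, have another place in the genome within 2 mismatches, so the counts of both are uncertain, and for Rps9 and Calm3 these shares were 12.8% and 6.39%. Table S3 is the paper's list of 537 genes, 242 higher in KO and 295 lower. Of these, 512 were tested here, all with the direction given there, and 500 of the 709 genes with an unadjusted p under 0.05 were among them. By adjusted p over all genes tested, 7 of the 512 passed, and over the list alone 500 did, which shows no stability because the list comes from the same libraries. The 25 genes of Table S2 all had an unadjusted p under 0.05 and the direction given there, 13 higher and 12 lower, with log2 fold changes from -1.06 to 2.62, and 2 of them had an adjusted p under 0.05. In input, 21 of the 25 had the same direction and 4 an unadjusted p under 0.05. Of the 10 genes of Fig. 5c, 4 were higher in KO and 6 lower, all at an unadjusted p under 0.05. Cre came only from the retrograde vector in NAc, and from the loss of Fosb reads the paper reasons that the purified mRNA comes from vHPC neurons that project there (Fig. 5b). It then takes the mRNAs that differ between the genotypes as potential ΔFosB targets.

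**Figure D3:**
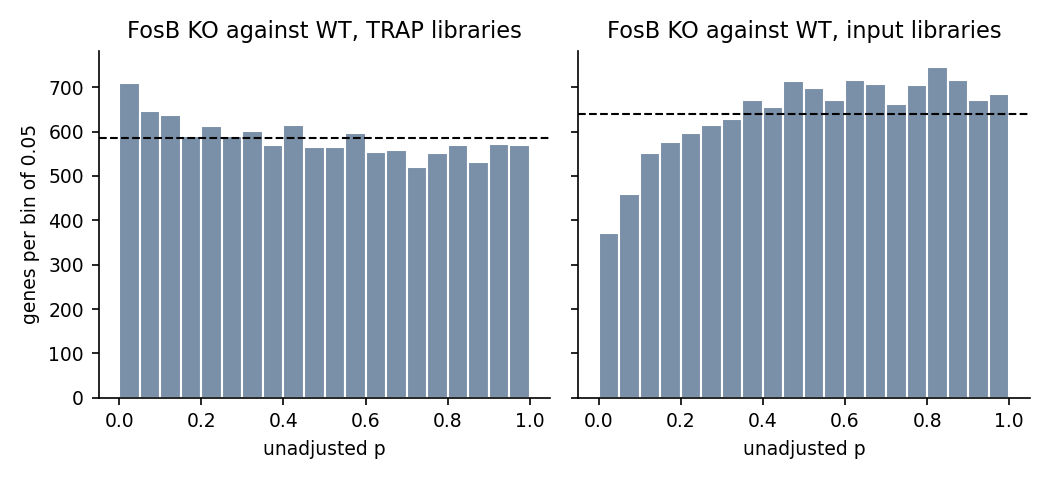
Genes (y axis) per bin of unadjusted p-value (x axis) for KO against WT in TRAP libraries (left) and input libraries (right). The dashed lines mark the count per bin expected if no gene differed. The bin under 0.05 holds 709 genes in TRAP, where 586 would be expected, and 371 in input, where 641 would be expected. Another split of the TRAP libraries gave 1105 genes in that bin, though most splits gave fewer than 709.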

In order to begin validation of some of the most interesting potential targets, we overexpressed ΔFosB in Neuro2a cells and used qPCR to assess expression of target genes (Fig. 5c). ΔFosB overexpression in cell culture regulated a number of genes identified in the vHPC-NAc TRAP-Seq, including *Nefm* and *Prkcb*. We chose to examine *Adra2a*, which encodes the α2a adrenergic receptor (α2AAR), a gene upregulated in the vHPC-NAc TRAP (Fig. S13) to highlight our approach to possible interrogation of downstream targets. 

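Adra2a (ENSMUSG00000033717.5) lies on chromosome 19 of mm9 from 54119672 to 54123472. It stood at 22.4 ± 4.50 CPM (SD, n = 3 pools) in WT TRAP, from 65 to 134 reads per library, and at 36.4 ± 6.54 CPM (SD, n = 3) in KO TRAP, from 119 to 171 reads. The log2 fold change of KO against WT was 0.70 (standard error 0.21, unadjusted p = 0.00299). Over all genes tested, its adjusted p was 0.444 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each KO TRAP library was above each WT TRAP library (exact permutation test, two-sided, p = 0.10, the smallest p possible). With each pool left out in turn, the log2 fold change stayed between 0.55 and 0.83. In input, Adra2a stood at 24.1 ± 12.2 CPM (SD, n = 3) in WT and 20.7 ± 0.77 CPM (SD, n = 3) in KO. The log2 fold change in input was -0.20 (standard error 0.28, unadjusted p = 0.482), and without WT replicate 1 it was 0.28. The difference between the changes in TRAP and in input was 0.90 (standard error 0.37, unadjusted p = 0.0214), with an adjusted p of 1.00 over 13214 genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each pool left out in turn, this difference ran from 0.43 to 1.23, and over all 14 alternatives its unadjusted p rose above 0.05 in 3. Against input, TRAP was higher by 0.80 in KO (adjusted p = 0.00267 from the same test and adjustment) and changed by -0.08 in WT.

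**Figure D4:**
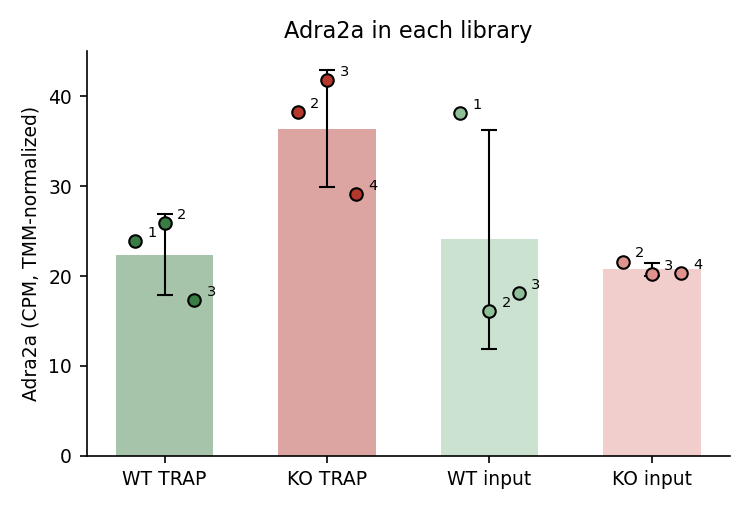
Adra2a in CPM, TMM-normalized (y axis), in WT and KO TRAP and input libraries (x axis). Points are pools with their numbers, bars are means and error bars are SD (n = 3 pools). KO TRAP pools lie between 29.1 and 41.8 CPM, above the WT TRAP pools at 17.3 to 25.9 CPM.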

Norepinephrine is associated with stress-related diseases such as depression^37^, as are α2AARs^38,39^, and α2AAR density is increased in the hippocampus of depressed patients^38,40^ and mediates the effects of antidepressants^41,42^. Critically, α2AARs enhance the excitability of pyramidal neurons^43^. Therefore, it provided a potentially viable target that may underlie ΔFosB’s effects in this circuit. We found that *Adra2a* mRNA is downregulated in Neuro2a cells after ΔFosB overexpression (Fig. 5c), indicating that ΔFosB represses the *Adra2a* gene, as it represses other genes in dHPC^44,45^. In order to confirm this regulation, Neuro2a cells were transfected with Cas9 and FosB gRNA or the ΔFosB transcriptional repressor ΔJunD, and both conditions caused an increase in *Adra2a* mRNA (Fig. 5d), confirming that ΔFosB represses this gene in cultured cells. To validate this observation in vHPC-NAc neurons in vivo, we injected retrograde Cre in NAc of our GFP reporter animals and immunostained for α2AAR and GFP in both WT and *floxed FosB* vHPC-NAc neurons. We found that *FosB* KO increased the expression of α2AAR in vHPC-NAc projections (Fig. 5e, f), confirming that ΔFosB directly downregulates *Adra2a* in NAc-projecting vHPC neurons. Thus ΔFosB-dependent repression of α2AAR expression in vHPC-NAc could potentially be a mechanism underlying ΔFosB effects. However, considering ΔFosB also regulates a variety of gene targets, further investigation into *Adra2a* and many other genes is warranted.

**Fig. 5:**
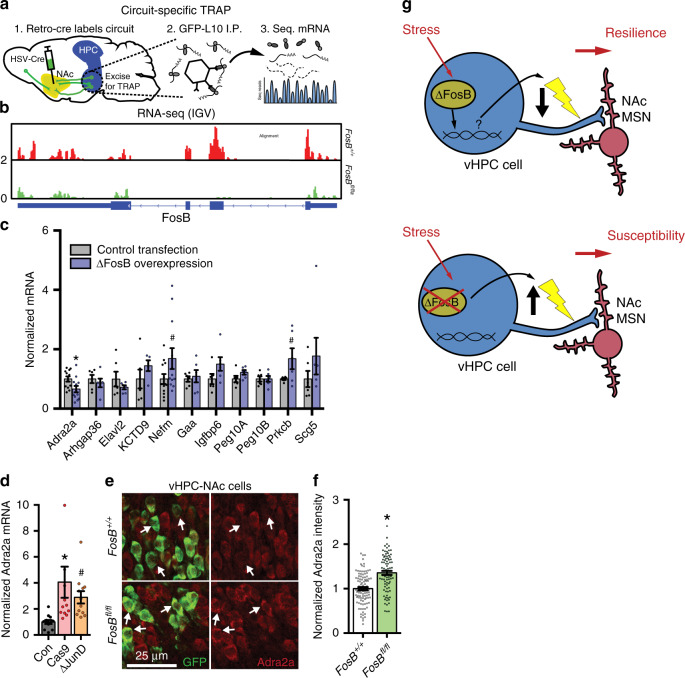
ΔFosB orchestrates gene expression in NAc-projecting vHPC neurons. **a** Experimental design for circuit-specific TRAP. Retrograde Cre vector is injected into NAc and vHPC is harvested for immunoprecipitation of ribosomes from L10-GFP-expressing NAc-projecting cells and sequencing of actively translating mRNA. **b** Sequencing reads (red or green peaks) for *FosB* gene (exons indicated by thick blue bars beneath graph) from WT (FosB^+/+^) and *FosB* KO (*FosB*^*fl/fl*^) vHPC-NAc neuron mRNA. **c** ΔFosB overexpression in Neuro2A cells regulates mRNA expression of some TRAP-identified target genes. *P = 0.0240 for *Adra2a*, ^#^*P* = 0.0914 for *Nefm*, ^#^*P* = 0.0815 for *Prkcb* (independent samples *t*-test compared to Control Transfection; *Adra2a* *n* = 12 plates/group; *Arhgap36* *n* = 6; *Elavl2* *n* = 6; *Kctd9* *n* = 5–6; *Nefm* *n* = 12; *Gaa* *n* = 6; *Igfbp6* *n* = 6; *Peg10a* *n* = 6; *Peg10b* *n* = 6; *Prkcb* *n* = 6; *Scg5* *n* = 6). **d** *Adra2a* mRNA expression is increased in Neuro2A cells transfected with ΔJunD or *FosB*-specific gRNA and Cas9 (Cas9). *P = 0.0133, ^#^*P* = 0.0822 (*n* = 12 wells/group; one-way ANOVA with Holm–Sidak post-tests versus control). **e** Representative coronal vHPC images (20X) showing NAc-projecting neurons expressing GFP (green) and α2AAR (red) in *floxed FosB* KO (*FosB*^*fl/fl*^; bottom panels) and WT (*FosB*^*+/+*^; top panels) mice. **f** Intensity of α2AAR expression in NAc-projecting GFP-labeled is decreased by *FosB* KO (*FosB*^*fl/fl*^). *P < 0.0001 (*n* = 100 *FosB*^*+/+*^ cells, *n* = 83 *FosB*^*fl/fl*^ cells; independent samples *t*-test compared to *FosB*^*+/+*^). **e** Proposed model: in resilient mice, stress strongly induces ΔFosB in vHPC-NAc neurons initiating gene expression that underlies a protective decrease in excitability of the projection; in susceptible mice, a lack of *FosB* expression allows stress-associated differential gene expression to keep vHPC-NAc excitability high, driving social avoidance. All graphs are represented as mean ± SEM.

## Discussion

The current findings indicate that ΔFosB is induced in response to stress in glutamatergic vHPC neurons projecting to NAc, altering gene expression to reduce circuit excitability and drive resilience to stress-induced social avoidance (Fig. 5g). As we observed that ΔFosB alters synaptic inputs onto vHPC-NAc neurons, it is also possible that ΔFosB may mediate stress-associated synaptic plasticity in vHPC. In keeping with this possibility, CSDS, like ΔFosB, increases the number of thin immature dendritic spines on dorsal hippocampal CA1 neurons^17,46^, and decreases AMPA receptor subunit levels at the postsynaptic density^46^. Indeed, many postsynaptic structural/signaling proteins were uncovered in our screen of vHPC-NAc ΔFosB gene targets (Tables S2 and S3), and future studies will use these data to explore the mechanisms by which stress alters both intrinsic excitability and synaptic inputs onto the vHPC-NAc and vHPC-BLA circuits. 

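A list of 124 genes for postsynaptic receptors, scaffolds and signaling proteins was written before the counts were examined but with the paper and its tables at hand, and 120 of them were tested between KO and WT TRAP libraries. Of these, 15 are in Table S3, or 12.5%, against 4.28% of the other 11607 genes tested (odds ratio 3.19, Fisher's exact test, two-sided, p = 0.000224). The list includes Adra2a, Grasp and Prkcb, which the paper names as changed. Without the genes of Table S2 and Fig. 5c, a test chosen after the result was seen, 12 of 117 are in Table S3, or 10.3%, against 4.07% of the others (odds ratio 2.70, Fisher's exact test, two-sided, p = 0.00321). Table S3 itself was at hand when the list was written, so this test does not remove a choice of genes guided by it. The comparison is not matched on expression, and highly expressed genes reach a given p-value with smaller changes. The paper's table has 8 of the 15 higher in KO and 7 lower. Those with the smallest unadjusted p-values here were Gabra2 and Grasp, which fell by 0.70 and 0.48 on the log2 scale, Prkcb, which fell by 0.39, and Grin3a, which rose by 0.53. The other 11 were Rapgef4, Adra2a, Gabra3, Gabrb2, Nlgn3, Sipa1l2 and Gria2, higher in KO, and Magi2, Cnksr2, Prkcc and Homer1, lower in KO. By the unadjusted p of the edgeR fit, 18 of the 120 were under 0.05, or 15.0%, against 5.95% of the others (odds ratio 2.79, Fisher's exact test, two-sided, p = 0.000303). None of the 120 had an adjusted p under 0.05, either over all genes tested or over the list alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The list did not shift as a set, with a median log2 fold change of 0.00, 60 genes higher and 60 lower (adjusted p = 0.989 from limma's camera test over 17 lists).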

Ventral hippocampal circuits are key regulators of a variety of emotionally driven behaviors and hold promise for future treatments of neuropsychiatric disease if we can reveal the molecular mechanisms of their regulation. In keeping with this, recent clinical studies have demonstrated that coherence of the hippocampal-amygdala circuit correlates with anxiety phenotypes in patients^47^. However, the mechanisms for differences in circuit coherence cannot yet be explored in humans, emphasizing the need for preclinical models and circuit-based tools for uncovering molecular mechanisms that could yield potential treatments. Although it is possible that drugs targeting ΔFosB could be developed, we have adopted the strategy that ΔFosB acts as an orchestrator of disease-relevant changes in gene expression, and thus uncovering the downstream targets of ΔFosB transcriptional regulation may reveal myriad druggable pathways for the systemic or circuit-specific treatment of depression, potentially for symptoms of social withdrawal.

## Methods

### Animals

All experiments were approved by the Institutional Animal Care and Use Committee at Michigan State University in accordance with AAALAC. Male C57Bl/6J mice (3–5/cage, 7–8-week old upon arrival from Jackson Labs) were allowed at least 5 d to acclimate to the facility prior to any experimental procedures. The *floxed FosB* mouse strain (FosB^*fl/fl*^)^36^ was a generous gift from the laboratory of Dr. Eric Nestler at the Icahn School of Medicine at Mount Sinai, and the Rosa26^eGFP-L10a^ mice^48^ were a generous gift from the laboratory of Dr. Gina Leinninger at Michigan State University. Male CD1 retired breeder mice (1/cage; age varies upon arrival from Charles River) were allowed at least 1 week, but more commonly 2–3 weeks, to acclimate to the facility prior to any experimental procedures. Prior to CSDS experiments, CD1 was allowed 5–7 d to acclimate to the novel housing conditions described below. Unless otherwise stated, all mice were group housed in a 12:12 h light/dark cycle with ad libitum food and water. Temperature (22 °C) and humidity (50–55%) were held constant in animal housing and behavioral testing rooms.

### Surgery and viral vectors

Stereotaxic surgery was conducted as previously described^17^. For ΔJunD experiments, viral vectors (AAV2-CMV-GFP or AAV2-CMV-ΔJunD-GFP) were bilaterally infused at two sites in the dHPC (−2.2 AP, ±2.0 ML, −2.1 and −1.9 DV relative to bregma, 10° angle) or vHPC (−3.6 AP, ±3.2 ML, −4.8 and −3.0 DV relative to bregma, 5° angle; 0.3 μL per DV site) to ensure spread of transduction throughout each structure. Experimental procedures commenced at least 4 weeks following surgery. For dual virus CRISPR/Cas9 *FosB* gene silencing experiments, Cas9-expressing retrograde vector (HSV-hEf1α-LS1L-myc-Cas9; 0.5 μL) was infused into NAc (+1.6 AP, ±1.5 ML, −4.4 DV relative to bregma, 10° angle) or BLA (−1.6 AP, ±3.4 ML, −4.5 DV relative to bregma, 0° angle). After 3 weeks, control viral vector (HSV-IE4/5-TB-eYFP-CMV-IRES-Cre) or *FosB* gRNA (HSV-IE4/5-TB-FosB gRNA-CMV-eYFP-IRES-CRE) were infused into the ventral CA1 region of vHPC (vCA1; −3.4 AP, ±3.2 ML, −4.8 DV relative to bregma, 3° angle; 0.5 μL). Experimental procedures commenced at least 2 weeks following vHPC surgeries. For rescue experiment, Cre-dependent Cas9 and ΔFosB-expressing vector (HSV-hEF1α-LSIL-ΔFosB-myc-Cas9; or Cre-dependent Cas9 alone vector as a control) was infused into NAc (0.5 μL), and following 3 weeks *FosB* gRNA vector was infused into vCA1 (0.5 μL). For ΔFosB overexpression in hippocampal circuits, Cre-dependent ΔFosB vector (HSV-hEF1α-LSIL-ΔFosB-IRES-GFP; 0.5 μL) was infused into NAc or BLA and Cre vector (AAV2-CMV-Cre-GFP; or AAV2-CMV GFP as a control) was infused into vCA1. Experimental procedures commenced at least 4 weeks following surgeries. For electrophysiology of ΔFosB-expressing vHPC neurons, viral vectors (HSV-IE4/5-ΔFosB-CMV-GFP; or HSV-CMV-GFP as control) were bilateral infused into vCA1 (0.5 μL) and experimental procedures commenced 2–4 d following surgery. For electrophysiology of *FosB* KO in vHPC-NAc neurons, Cre expressing retrograde vector (HSV-hEf1α-Cre) was bilaterally infused into NAc (0.5 μL) of *Rosa26*^*eGFP/L10*^ mice and experimental procedures commenced at least 3 weeks following surgery. AAV viral vectors were obtained from the University of North Carolina at Chapel Hill (UNC Vector Core: https://www.med.unc.edu/genetherapy/vectorcore/) and HSV viral vectors came from Massachusetts General Hospital (Dr. Rachael Neve, Gene Delivery Technology Core: https://researchcores.partners.org/mvvc/about).

### Chronic social defeat stress

CSDS was performed as previously described^21,24–26^. In brief, mice were placed into the homecage of an aggressive retired breeder CD1 mouse containing a perforated plexiglass divider placed between the walls of the cage. The experimental mice were allowed to physically interact with the CD1 for 10 min Following the aggressive encounter, the mice were placed into the other side of the divider from the CD1 aggressor mouse allowing sensory, but not physical, contact for 24 h. This protocol was repeated daily for 10 d with a new aggressor every day. Behavioral testing began the day following the final day of stress.

### Subchronic defeat stress

Also called a microdefeat, subchronic defeat is an abbreviated social defeat stress protocol^24,25^. Mice were placed in the homecage of an aggressive retired breeder CD1 mouse and allowed to interact for 3–5 min, then removed and allowed to rest in their homecage for 15 min This was repeated for a total of 3 consecutive encounters in a single day. Behavioral testing began the following day.

### Behavioral testing

Behavior was collected using a IR-CCD camera (Panasonic) and analyzed using automated videotracking software (CleverSys). Animals were transported to the behavioral testing rooms in their home cages and allowed 30 min to habituate to the room.

### Social interaction

SI testing was conducted as previously described^24,26^. Briefly, under red light conditions, mice were placed into the center of a custom-made square, opaque arena (38 cm *W* × 38 cm *L* × 35 cm *H*) containing an empty wire mesh cage (10-cm diameter) against one wall and allowed to explore for 150 s. The experimental mice were then removed from the arena and a novel CD1 mouse was placed in the wire mesh cage. Experimental mice were then reintroduced to the arena and allowed to explore for another 150 s. The time spent in proximity (7.5 cm) of the wire mesh object was defined as “interaction zone” time while the time spent in two corners (9 × 9 cm square) farthest from the object were defined as corner zone time. SI ratio was determined by calculating the time spent in the interaction zone when the CD1 was present divided by the time spent in the interaction zone when the CD1 was absent.

### Elevated plus maze (EPM)

Testing in EPM was conducted as previously described^17^. Briefly, under red light conditions, mice were placed onto the center of an EPM, with two open arms and two closed arms, and allowed to explore for 5 min. The time spent on the open arms and the number of open arm entries were recorded.

### Temporally dissociative passive avoidance (TDPA)

TDPA testing was conducted as previously described^17,49^. Briefly, mice were placed into the lit side of light dark box. After 2 min of exploration, a door allowing entry into the dark side was raised. Upon entry (full body, excluding tail) into the dark side, the door was lowered and, after 5 min, mice received a mild footshock (0.7 mA, 2 s). Mice were returned to their homecage after 30 s. Testing (all of the same conditions including footshock) was repeated daily for 5 d. The latency (s) to “cross over” from the light side to dark side was manually recorded daily.

### Open field (OF)

Testing in OF was conducted as previously described^17^. Briefly, under red light conditions, mice were placed into the center of white opaque, square custom-made OF and allowed to explore for 1 h. Time spent in the center zone (50% of the size of OF, centered) and the total distance moved (in cm) were recorded.

### von Frey test for tactile allodynia

Tactile allodynia was assessed using calibrated von Frey filaments as previously described^50^. Mice were habituated to clear plexiglass containers over a mesh floor for 1 h. The next day mice were placed back into the containers for 30 min prior to testing. A series of von Frey filaments were applied to the plantar surface of the hindpaw with sufficient force to bend the filaments for at least 6 s. A paw withdrawal or rapid flinch response was recorded. In the absence of this response, a filament of the next greater force was applied. If a response occurred, the next lower filament was applied. Paw withdrawal threshold (g) was recorded as the force that produced a 50% likelihood of withdrawal.

### Novelty-suppressed feeding

Mice were restricted from ad libitum chow for 24 h prior to testing. Mice were placed into the corner of an OF arena (see above) with one specific difference: a single chow pellet was placed into the center under light conditions. All mice were naive to the arena. Latency to feed (s) was visually recorded as a measure of novelty-induced suppression of feeding.

### Single-trial contextual avoidance

Contextual avoidance after a single conditioning trial was assessed under the same conditions as TDPA with one exception: mice were shocked immediately (1 s) after crossover into the dark side of the box. Crossover latency was manually recorded 24 h later.

### Tail suspension test

Mice were hung using standard laboratory tape from their tails. Tape was adhered to a horizontal bar. Mice were allowed to hang for 10 min Any mouse that crawled back up its tail was removed from the analysis. Immobility, defined as lack of skeletal movement for at least 1 s, was recorded for the duration of the 10 min via automated tracking software (FreezeScan, CleverSys, Inc.)

### Immunofluorescent staining for FosB-immunoreactivity

*Rosa26*^*eGFP/L10a*^ mice underwent stereotaxic surgery to infuse retrograde HSV-hEf1α-Cre into the NAc (see above). After waiting three weeks for full expression, mice were transcardially perfused with cold PBS, followed by 10% formalin. In other experiments, mice received ΔFosB overexpression (see above) and were sacrificed and perfused 4–8 weeks following surgery. Brains from all immunostaining experiments were postfixed 24 h in 10% formalin, cryopreserved in 30% sucrose, and sliced frozen on an SM2010R microtome (Leica) into 35-μm sections. Immunohistochemistry was performed using primary antibodies against FosB (ab11959; 1:1000; Abcam), GFP (ab5450; 1:1000; Abcam), and α2AAR (PA1-048; 1:1000; Invitrogen), and secondary antibodies (1:200; Jackson Immunoresearch) conjugated to fluorescent markers (AlexaFluor 488; Cy3; Cy5). Fluorescent images were visualized on an Olympus FluoView 1000 filter-based laser scanning confocal microscope. Intensity of α2AAR signal in individual cells was quantified using ImageJ software by an experimenter blinded to conditions.

### Translational ribosomal affinity purification (TRAP) and cDNA library preparation

Three weeks following injection of retrograde HSV-Cre into NAc, Cre-dependent L10-GFP-expressing mice (*Rosa26*^*eGFP/L10a*^) were sacrificed and brains were immediately dissected into 1-mm coronal sections. Transduced tissue from ventral hippocampi (vHPC) of both wild-type and *FosB*^*fl/fl*^ mice was collected using 14-gauge biopsy punches guided by a fluorescent dissecting microscope (Leica) and stored at −80 °C until processing (*n* = 3/group, 3–4 mice pooled per *n*). Polyribosome-associated RNA was affinity purified as previously described^51,52^. Briefly, tissue was homogenized in ice-cold tissue-lysis buffer (20 mM HEPES [pH 7.4], 150 mM KCl, 10 mM MgCl_2_, 0.5 mM dithiothreitol, 100 µg/ml cycloheximide, protease inhibitors, and recombinant RNase inhibitors) using a motor-driven Teflon glass homogenizer. Homogenates were centrifuged for 10 min at 2000 × *g* (4 °C), supernatant was supplemented with 1% NP-40 (AG Scientific, #P1505) and 30 mM DHPC (Avanti Polar Lipids, #850306P), and centrifuged again for 10 min at 20,000 × *g* (4 °C). Supernatant was collected and incubated with Streptavidin MyOne T1 Dynabeads (Invitrogen, #65601) that were coated with anti-GFP antibodies (Memorial Sloan-Kettering Monoclonal Antibody Facility; clone names: Htz-GFP-19F7 and Htz-GFP-19C8, 50 µg per antibody per sample) using recombinant biotinylated Protein L (Thermo Fisher Scientific, #29997) for 16–18 h on a rotator (4 °C) in low salt buffer (20 mM HEPES [pH 7.4], 350 mM KCl, 1% NP-40, 0.5 mM dithiothreitol, 100 µg/ml cycloheximide). Beads were isolated and washed with high salt buffer (20 mM HEPES [pH 7.4], 350 mM KCl, 1% NP-40, 0.5 mM dithiothreitol, 100 µg/ml cycloheximide) and RNA was purified using the RNeasy MicroKit (Qiagen, #74004). In order to increase yield, each RNA sample was initially passed through the Qiagen MinElute™ column three times. Following purification, RNA was quantified using a Qubit fluorometer (Invitrogen) and RNA quality was analyzed using a 4200 Agilent Tapestation (Agilent Technologies). cDNA libraries from 5 ng total RNA were prepared using the SMARTer® Stranded Total RNA-Seq Kit (Takara Bio USA, #635005), according to manufacturer’s instructions. cDNA libraries were pooled following Qubit measurement and TapeStation analysis, with a final concentration ~7 nM.

### Sequencing

Sequencing was performed at the Icahn School of Medicine at Mount Sinai Genomics Core Facility (https://icahn.mssm.edu/research/genomics/core-facility). Raw sequencing reads from mice were mapped to mm9 using TopHat^53^. Counts of reads mapping to genes were obtained using HTSseq-counts software^54^ against Gencode vM1 (mm9) annotation. Differential expression was done using the DESeq2 package^55^.

### Electrophysiology

Whole-cell, ex vivo slice electrophysiology was conducted as previously described^18^. All solutions were bubbled with 95% O_2_−5% CO_2_ throughout the procedure. Mice were anesthetized with isoflurane anesthesia and transcardially perfused with sucrose artificial cerebrospinal fluid (aCSF; in mM: 234 sucrose, 2.5 KCl, 1.25 NaH_2_PO_4_, 10 MgSO_4_, 0.5 CaCl, 26 NaHCO_3_, 11 glucose). Brains were rapidly removed, blocked, and placed in cold sucrose aCSF. Coronal sections (250 μM) containing vHPC were cut on a vibratome (Leica) and transferred to an incubation chamber containing aCSF (in mM: 126 NaCl, 2.5 KCl, 1.25 NaH_2_PO_4_, 2 MgCl, 2 CaCl, 26 NaHCO_3_, 10 glucose) held at 34 °C for 30 min before moving to aCSF at room temperature until used for recordings. Recordings were made from a submersion chamber perfused with aCSF (2 mL/min) held at 32 °C. Borosilicate glass electrodes (3–6 MΩ) were filled with K-gluconate internal solution (in mM: 115 potassium gluconate, 20 KCl, 1.5 MgCl, 10 phosphocreatine-Tris, 2 MgATP, 0.5 Na_3_GTP; pH 7.2–7.4; 280–285 mOsm). GFP-positive cells in the ventral CA1 region of HPC were visualized using an upright microscope (Olympus) using infrared and epifluorescent illumination. Whole-cell patch-clamp recordings were made from transfected cells using a Multiclamp 700B amplifier and Digidata 1440A digitizer (Molecular Devices) and whole-cell junction potential was not corrected. Traces were sampled (10 kHz), filtered (10 kHz), and digitally stored. Cells with membrane potential more positive than −50 mV or series resistance >20 MΩ were omitted from analysis. Rheobase was measured by giving brief (250 ms) depolarizing (5 pA) steps with 250 ms between steps. Elicited spike number was measured by issuing increasing depolarizing steps (25–300 pA, 500 ms) with 500 ms step intervals. For synaptic recordings of spontaneous excitatory postsynaptic currents (sEPSCs), cells were held at −80 mV for 2 min All electrophysiology recordings were made at approximately 30–32 °C by warming the aCSF line with a single inline heater (Warner Instruments).

### Immunohistochemistry for detection of ΔFosB following chronic stress or fluoxetine treatment

Immunohistochemistry was performed as previously described^17^, and CSDS is described above. A separate cohort of mice received once-daily intraperitoneal injections of fluoxetine (20 mg/kg; dissolved in saline) or saline. For both experiments, mice were sacrificed 24 h following the last injection or defeat episode. Animals were transcardially perfused with cold PBS, followed by 10% formalin. Brains were postfixed 24 h in 10% formalin, cryopreserved in 30% sucrose, followed by slicing on a microtome into 35-μm sections. Immunohistochemistry was performed using anti-FosB primary antibody (2251; 1:500; Cell Signaling) and biotin-conjugated secondary anti-rabbit (BA-1000; 1:1000; Vector) then visualized by 3,3′-diaminobenzidine staining (Vector Laboratories).

### Detection of ventral hippocampal afferents to NAc

mCherry expressing retrograde vector (HSV-hEf1α-mCherry) was infused into NAc and perfused coronal sections were taken at 3 weeks following surgery according to previously described protocol (see above).

### CRISPR Guide RNA design and testing

gRNAs targeting exon 2 of the *FosB* gene were designed using e-CRISP software (www.e-CRISP.org). The top four sequences were:

gRNA1: TACACCGGGAGCCGGAGTCG

gRNA2: TTACGATCTAAAACTTACCT (this gRNA was most effective and was selected for all in vivo work described in the current manuscript; also referred to as AJR4 as it was the fourth gRNA produced for our lab)

gRNA3: TCAACATCCGCTAAGGAAGA

gRNA4: CCGTCTTCCTTAGCGGATGT

Each gRNA was tested by transfection in a mammalian expression plasmid also containing Cas9. Briefly, Neuro2a cells (N2a, American Type Culture Collection) were cultured in EMEM (ATCC) supplemented with 10% heat-inactivated fetal bovine serum (ATCC) in a 5% CO_2_ humidified atmosphere at 37 °C. Cells were plated into 12-well plates, and 24 h later (when cells were ~30% confluent) cells were transiently transfected using Effectene (Qiagen) with a total of 200 ng DNA per well. Cells were transfected with empty vector, Cas9 alone, or Cas9 with a gRNA to be tested. Cells were then serum starved for 24 h, then refed for 4 h to induce *FosB* gene expression. Cells were pelleted, samples were run on gradient polyacrylamide gels and transferred to PVDF membranes, and Western blot was performed using rabbit anti-FosB antibody (2251; 1:500; Cell Signalling) and HRP conjugated anti-rabbit secondary (PI-1000; 1:40,000; Vector). Signal was detected on film and quantified using ImageJ software.

### T7 endonulease surveyor analysis

T7 surveyor analysis was performed essentially as described^56,57^. Briefly, Neuro2a cells were plated and transfected as described above, and DNA was extracted using QuickExtract solution (Epicentre Biotechnologies). A region of the *FosB* gene containing the site targeted by our gRNA was amplified by PCR using the following primers:

RB936: GCTTTTCCCGGAGACTACGA

RB937: AAACCAAAGTGCAAACCGAAC

The surveyor nuclease was then used to selectively digest mismatched duplex formed from the PCR products, allowing detection of Cas9 mutated DNA.

### Single virus CRISPR/Cas9 *FosB* KO in brain

Male C57Bl/6J mice (8–10 weeks) received surgeries in dHPC (see Methods for stereotaxic surgery above) infusing HSV expressing both Cas9 and FosB gRNA (HSV-syn-Cas9-gRNA-IRES-GFP; or HSV-CMV-GFP as a control). Mice were then tested 2 d following surgery for novel object recognition as previously described^17^. Briefly, mice were exposed for 30 min to two similar, familiar objects in an OF over 2 consecutive days. On the next day, a 5 min test for recognition was conducted, where a novel object was placed instead of one of the familiar objects. Time spent in a zone (interaction time) around the novel and familiar object was measured. Following testing, animals were sacrificed by cardiac perfusion and immunofluorescent detection of FosB and GFP expression was conducted (as above).

### Validation of dual virus CRISPR/Cas9 *FosB* KO in vHPC projections

Male C57Bl/6J mice (8–10 weeks) received surgeries in NAc or BLA (see Methods for stereotaxic surgery above) infusing HSV expressing Cre-dependent Cas9 (see Methods for stereotaxic surgery) and 3 weeks later local HSVs expressing Cre and FosB gRNA into vHPC. Four days post gRNA viral injections, mice were sacrificed according to methods for immunohistochemistry above. Coronal sections containing vHPC were stained for Cas9 (in red; 1:500 Diagenode C15200229) and FosB (in cyan; 1:500 ab11959). FosB intensity levels for each Cas9+ neuron were measured using ImageJ, and the numbers of FosB+ and FosB-Cas9-expressing neurons were quantified.

### Quantitative PCR from Neuro2A cells

Neuro2A cells were treated and harvested according to prior method (see CRISPR Guide RNA design and testing), except cells were transfected with empty vector (control), ΔFosB, Cas9 + *FosB* gRNA, or ΔJunD. After cells were harvested, RNA was isolated using TriZol (Invitrogen) homogenization and chloroform layer separation. The clear RNA layer was then processed (RNAeasy MicroKit, Qiagen #74004) and analyzed with NanoDrop. A volume of 10 μL of RNA was reverse transcribed to cDNA (High Capactiy cDNA Reverse Transcription Kits Applied BioSystens #4368814). Prior to qPCR, cDNA was diluted to 200 μL. The reaction mixture consisted of 10 μL PowerSYBR Green PCR Master Mix (Applied Biosystems; #436759), 2 μL each of forward and reverse primers and water, and 4 μL cDNA template. Samples were then heated to 95 °C for 10 min (Step 1) followed by 40 cycles of 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 15 s (Step 2), and 95 °C for 15 s, 60 °C for 15 s, 65 °C for 5 s, and 95 °C for 5 s (Step 3). Analysis was carried out using the ΔΔC(t) method^58^. Samples were normalized to *Gapdh*.

*Adra2a*

Forward: CAAGATCAACGACCAGAAGT

Reverse: GTCAAGGCTGATGGCGCACAG

*Arhgap36*

Forward: ACTTAGAGCAGTCCTTGCGG

Reverse: GGTAGAGCTCTGTCCGGCT

*Elavl2*

Forward: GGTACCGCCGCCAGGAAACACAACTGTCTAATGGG

Reverse: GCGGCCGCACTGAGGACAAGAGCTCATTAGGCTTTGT

*Gapdh*

Forward: AGGTCGGTGTGAACGGATTTG

Reverse: TGTAGACAATGTAGTTGAGGTCA

*Igfbp6*

Forward:GGTCTACAGCCCTAAGTGCG

Reverse: AGGGGCCCATCTCACTATCT

*Kctd9*

Forward: CGGGTCACGCTGTTCTTGA

Reverse: ACAGCACATCATCATCCCTGA

*Nefm*

Forward: CAGCTACCAGGACACCATCCAG

Reverse: GTGTACAGAGGCCCGGTGAT

*Peg10A*

Forward: CCGATACACGCGTTTCCAAC

Reverse: TAAAACCCGCCTGTTCCACA

*Peg10B*

Forward: AATCCTCGTGTGGAACAGGC

Reverse: TCATCATCTTCGGCGTCAGG

*Prkcb*

Forward: CAGAGATTGCCATCGGTCTGT

Reverse: CCCCTCAGAATCCAGCATCA

*Scg5*

Forward: ATCAAGGCTACCCAGACCCT

Reverse: GGATTGACACTCCTCCGCTT

### Statistics and reproducibility

For all experiments, alpha criterion was set to 0.05. SI testing was analyzed for SI ratio and interaction zone time. SI ratio was analyzed by independent samples *t*-tests between groups. Interaction time was analyzed by mixed two-way ANOVAs with Target as the within factor. Omnibus ANOVAs were followed by Holm–Sidak corrected post hoc comparisons between groups. Avoidance learning in the TDPA was analyzed using mixed two-way ANOVAs with Days as the within factor followed by Holm–Sidak corrected post hoc comparisons between groups. EPM and OF behavior was analyzed by independent samples *t*-tests between groups. For novel object recognition experiment, object interaction time was analyzed using mixed two-way ANOVAs with Object as the within factor followed by Holm–Sidak corrected post hoc comparisons within groups. For all western blotting and immunohistochemistry results, data were analyzed by independent samples *t*-tests between groups. Spike number in electrophysiology experiments was analyzed by mixed two-way ANOVAs with Current as the within factor followed by Holm–Sidak corrected post hoc comparisons between groups. *I*–*V* curves in electrophysiology experiments were analyzed by mixed two-way ANOVAs with Voltage as the within factor followed by Holm–Sidak corrected post hoc comparisons between groups. For all other electrophysiological measures: rheobase, spike amplitude, spike half-width, sEPSC amplitude, sEPSC frequency, and other cellular properties (Table S1) data were analyzed by independent samples *t*-tests between groups. Refer to Tables S4 and S5 for all omnibus statistical results.

In most cases, behavioral experiments were conducted in no less than two cohorts to ensure reproducibility. For all viral manipulation experiments, confirmation of viral targeting was conducted using antibodies to enhance native GFP signal (e.g., Fig. 1c). Data from mice lacking targeting in a brain region were removed from analyses. All representative images and electrophysiological recording traces were selected based on data representing the mean for each group. Representative micrograph displayed in Fig. 4e were reproduced in all samples (*n* = 6/group). The same is true in Fig. 5e. FosB staining micrographs displayed in Fig. S1 were replicated; and micrographs and data shown are from a second replication. Representative micrographs in Figs. S4d, S5b, and S8a were replicated in preliminary studies (two replications for S4d; four replications for S5b; one replication for S8a) and reproduced in the final data shown. Representative micrograph shown in Fig. S11b has been replicated multiple times in our lab and published^5^. In addition, all experiments using the methods proposed in Fig. S11a replicated the same pattern of expression shown in S11b.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Sequencing datasets generated during and analyzed during the current study are available in the NIH GEO repository (https://www.ncbi.nlm.nih.gov/geo/) with the accession code GSE137283. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Fanselow MS, Dong H-W (2010). Are the dorsal and ventral hippocampus functionally distinct structures?. Neuron.

[2] Bannerman DM (2004). Regional dissociations within the hippocampus—memory and anxiety. Neurosci. Biobehav Rev..

[3] LeGates TA (2018). Reward behaviour is regulated by the strength of hippocampus–nucleus accumbens synapses. Nature.

[4] Bagot RC (2015). Ventral hippocampal afferents to the nucleus accumbens regulate susceptibility to depression. Nat. Commun..

[5] Williams ES (2020). Androgen-dependent excitability of mouse ventral hippocampal afferents to nucleus accumbens underlies sex-specific susceptibility to stress. Biol. Psychiatry.

[6] Muir J (2020). Ventral-hippocampal afferents to nucleus accumbens encode both latent vulnerability and stress-induced susceptibility. Biol. Psychiatry.

[7] Floriou-Servou A (2018). Distinct proteomic, transcriptomic, and epigenetic stress responses in dorsal and ventral hippocampus. Biol. Psychiatry.

[8] Pacheco A (2017). Chronic stress triggers expression of immediate early genes and differentially affects the expression of AMPA and NMDA subunits in dorsal and ventral hippocampus of rats. Front Mol. Neurosci..

[9] Kenworthy CA (2014). Social defeat induces changes in histone acetylation and expression of histone modifying enzymes in the ventral hippocampus, prefrontal cortex, and dorsal raphe nucleus. Neuroscience.

[10] Carle TL (2007). Proteasome-dependent and -independent mechanisms for FosB destabilization: identification of FosB degron domains and implications for ΔFosB stability. Eur. J. Neurosci..

[11] Ulery PG, Rudenko G, Nestler EJ (2006). Regulation of ΔFosB stability by phosphorylation. J. Neurosci..

[12] Nestler EJ, Kelz MB, Chen J (1999). ΔFosB: a molecular mediator of long-term neural and behavioral plasticity. Brain Res..

[13] Perrotti LI (2004). Induction of ΔFosB in reward-related brain structures after chronic stress. J. Neurosci..

[14] Vialou V (2010). DeltaFosB in brain reward circuits mediates resilience to stress and antidepressant responses. Nat. Neurosci..

[15] Robison AJ, Nestler EJ (2011). Transcriptional and epigenetic mechanisms of addiction. Nat. Rev. Neurosci..

[16] Grueter BA, Robison AJ, Neve RL, Nestler EJ, Malenka RC (2013). FosB differentially modulates nucleus accumbens direct and indirect pathway function. Proc. Natl Acad. Sci. USA.

[17] Eagle AL (2015). Experience-dependent induction of hippocampal ΔFosB controls learning. J. Neurosci..

[18] Eagle AL, Williams ES, Beatty JA, Cox CL, Robison AJ (2018). ΔFosB decreases excitability of dorsal hippocampal CA1 neurons. eNeuro.

[19] Manning CE (2019). Hippocampal subgranular zone FosB expression is critical for neurogenesis and learning. Neuroscience.

[20] Yutsudo N (2013). fosB-null mice display impaired adult hippocampal neurogenesis and spontaneous epilepsy with depressive behavior. Neuropsychopharmacology.

[21] Vialou V (2015). Differential induction of FosB isoforms throughout the brain by fluoxetine and chronic stress. Neuropharmacology.

[22] Cooper SE (2017). Comparison of chronic physical and emotional social defeat stress effects on mesocorticolimbic circuit activation and voluntary consumption of morphine. Sci. Rep..

[23] Mastrodonato A (2018). Ventral CA3 activation mediates prophylactic ketamine efficacy against stress-induced depressive-like behavior. Biol. Psychiatry.

[24] Krishnan V (2007). Molecular adaptations underlying susceptibility and resistance to social defeat in brain reward regions. Cell.

[25] Golden SA, Covington HE, Berton O, Russo SJ (2011). A standardized protocol for repeated social defeat stress in mice. Nat. Protoc..

[26] Berton O (2006). Essential role of BDNF in the mesolimbic dopamine pathway in social defeat stress. Science.

[27] Blaha CD, Yang CR, Floresco SB, Barr AM, Phillips AG (1997). Stimulation of the ventral subiculum of the hippocampus evokes glutamate receptor-mediated changes in dopamine efflux in the rat nucleus accumbens. Eur. J. Neurosci..

[28] Floresco SB, Todd CL, Grace AA (2001). Glutamatergic afferents from the hippocampus to the nucleus accumbens regulate activity of ventral tegmental area dopamine neurons. J. Neurosci..

[29] Fanselow MS, LeDoux JE (1999). Why we think plasticity underlying pavlovian fear conditioning occurs in the basolateral amygdala. Neuron.

[30] Etkin A (2004). Individual differences in trait anxiety predict the response of the basolateral amygdala to unconsciously processed fearful faces. Neuron.

[31] Sierra-Mercado D, Padilla-Coreano N, Quirk GJ (2011). Dissociable roles of prelimbic and infralimbic cortices, ventral hippocampus, and basolateral amygdala in the expression and extinction of conditioned fear. Neuropsychopharmacology.

[32] Kjelstrup KG (2002). Reduced fear expression after lesions of the ventral hippocampus. Proc. Natl Acad. Sci. USA.

[33] Nakabeppu Y, Nathans D (1991). A naturally occurring truncated form of FosB that inhibits Fos/Jun transcriptional activity. Cell.

[34] Chen J, Kelz MB, Hope BT, Nakabeppu Y, Nestler EJ (1997). Chronic Fos-related antigens: stable variants of ΔFosB induced in brain by chronic treatments. J. Neurosci..

[35] Bading H (1995). N-methyl-d-aspartate receptors are critical for mediating the effects of glutamate on intracellular calcium concentration and immediate early gene expression in cultured hippocampal neurons. Neuroscience.

[36] Ohnishi, Y. N. et al. Generation and validation of a *floxed FosB* mouse line. *bioRxiv*10.1101/179309 (2017).

[37] Goddard, A. W. et al. Current perspectives of the roles of the central norepinephrine system in anxiety and depression. *Depress. Anxiety***27**, 339–350 (2010).10.1002/da.2064219960531

[38] Cottingham C, Wang Q (2012). α2 adrenergic receptor dysregulation in depressive disorders: Implications for the neurobiology of depression and antidepressant therapy. Neurosci. Biobehav Rev..

[39] Cottingham, C., Chen, H., Chen, Y., Peng, Y. & Wang, Q. in *Current Topics in Membranes* (ed. Wang, Q.) Chapter 8 (Academic Press, 2011).10.1016/B978-0-12-384921-2.00008-221771490

[40] González, A. M. et al. Autoradiographic demonstration of increased α2-adrenoceptor agonist binding iites in the hippocampus and frontal cortex of depressed suicide victims. *J. Neurochem.***63**, 256–265 (1994).10.1046/j.1471-4159.1994.63010256.x7911511

[41] Yanpallewar, S. U. et al. α2-Adrenoceptor blockade accelerates the neurogenic, neurotrophic, and behavioral effects of chronic antidepressant treatment. *J. Neurosci.***30**, 1096–1109 (2010).10.1523/JNEUROSCI.2309-09.2010PMC288049120089918

[42] Zhang H-T, Whisler LR, Huang Y, Xiang Y, O’Donnell JM (2008). Postsynaptic α-2 adrenergic receptors are critical for the antidepressant-like effects of desipramine on behavior. Neuropsychopharmacology.

[43] Carr, D. B., Andrews, G. D., Glen, W. B. & Lavin, A. α2-Noradrenergic receptors activation enhances excitability and synaptic integration in rat prefrontal cortex pyramidal neurons via inhibition of HCN currents. *J. Physiol.***584**, 437–450 (2007).10.1113/jphysiol.2007.141671PMC227717217702809

[44] You JC (2018). Genome-wide profiling reveals functional diversification of FosB gene targets in the hippocampus of an Alzheimer’s disease mouse model. PLoS ONE.

[45] You JC (2017). Epigenetic suppression of hippocampal calbindin-D28k by ΔFosB drives seizure-related cognitive deficits. Nat. Med..

[46] Iñiguez SD (2016). Social defeat stress induces depression-like behavior and alters spine morphology in the hippocampus of adolescent male C57BL/6 mice. Neurobiol. Stress.

[47] Kirkby LA (2018). An amygdala-hippocampus subnetwork that encodes variation in human mood. Cell.

[48] Brown, J. A. et al. Loss of action via neurotensin-leptin receptor neurons disrupts leptin and ghrelin-mediated control of energy balance. *Endocrinology***158**, 1271–1288 (2017).10.1210/en.2017-00122PMC546083628323938

[49] Eagle, A. L., Wang, H. & Robison, A. J. Sensitive assessment of hippocampal learning using temporally dissociated passive avoidance task. *Bio Protoc.***6**, e1821 (2016).10.21769/BioProtoc.1821PMC567262829119127

[50] Laumet G (2015). G9a is essential for epigenetic silencing of K+ channel genes in acute-to-chronic pain transition. Nat. Neurosci..

[51] Heiman M, Kulicke R, Fenster RJ, Greengard P, Heintz N (2014). Cell type-specific mRNA purification by translating ribosome affinity purification (TRAP). Nat. Protoc..

[52] Heiman M (2008). A translational profiling approach for the molecular characterization of CNS cell types. Cell.

[53] Trapnell C (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[54] Anders S, Pyl PT, Huber W (2014). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics.

[55] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[56] Vouillot L, Thelie A, Pollet N (2015). Comparison of T7E1 and surveyor mismatch cleavage assays to detect mutations triggered by engineered nucleases. G3.

[57] Guschin, D. Y. et al. in *Engineered Zinc Finger Proteins: Methods and Protocols* (eds Mackay, J.P. & Segal, D.J.) (Humana Press, 2010).

[58] Tsankova NM (2006). Sustained hippocampal chromatin regulation in a mouse model of depression and antidepressant action. Nat. Neurosci..

# Supplementary material for: Circuit-specific hippocampal ΔFosB underlies resilience to stress-induced social avoidance
**Source:** Nat Commun. 2020 Sep 8;11:4484. doi: 10.1038/s41467-020-17825-x

## Supplemental Methods

**Animals.** All experiments were approved by the Institutional Animal Care and Use Committee at Michigan State University in accordance with AAALAC. Male C57Bl/6J mice (3-5/cage; 7-8 wk old upon arrival from Jackson Labs) were allowed at least 5 d to acclimate to the facility prior to any experimental procedures. The *floxed FosB* mouse strain ( $FosB^{fl/fl}$ )<sup>1</sup> was a generous gift from the laboratory of Dr. Eric Nestler at the Icahn School of Medicine at Mount Sinai, and the Rosa26<sup>eGFP-L10a</sup> mice<sup>2</sup> were a generous gift from the laboratory of Dr. Gina Leininger at Michigan State University. Male CD-1 retired breeder mice (1/cage; age varies upon arrival from Charles River) were allowed at least one week, but more commonly two to three weeks, to acclimate to the facility prior to any experimental procedures. Prior to chronic social defeat stress experiments, CD-1 were allowed 5-7 d to acclimate to the novel housing conditions described below. Unless otherwise stated, all mice were group housed in a 12:12 h light/dark cycle with *ad libitum* food and water. Temperature (22°C) and humidity (50-55%) were held constant in animal housing and behavioral testing rooms.

**Surgery & Viral Vectors.** Stereotaxic surgery was conducted as previously described<sup>3</sup>. For  $\Delta$ JunD experiments, viral vectors (AAV2-CMV-GFP or AAV2-CMV- $\Delta$ JunD-GFP) were bilaterally infused at two sites in the dHPC (-2.2 AP,  $\pm$ 2.0 ML, -2.1 & -1.9 DV relative to bregma, 10° angle) or vHPC (-3.6 AP,  $\pm$ 3.2 ML, -4.8 & -3.0 DV relative to bregma, 5° angle; 0.3  $\mu$ L per DV site) to ensure spread of transduction throughout each structure. Experimental procedures commenced at least 4 wks following surgery. For dual virus CRISPR/Cas9 *FosB* gene silencing experiments, Cas9-expressing retrograde vector (HSV-hEf1 $\alpha$ -LS1L-myc-Cas9; 0.5  $\mu$ L) was infused into NAc (+1.6 AP,  $\pm$ 1.5 ML, -4.4 DV relative to bregma, 10° angle) or BLA (-1.6 AP,  $\pm$ 3.4 ML, -4.5 DV relative to bregma, 0° angle). After 3 wks, control viral vector (HSV-IE4/5-TB-eYFP-CMV-IRES-Cre) or *FosB* gRNA (HSV-IE4/5-TB-*FosB* gRNA-CMV-eYFP-IRES-CRE) were infused into the ventral CA1 region of vHPC (vCA1; -3.4 AP,  $\pm$ 3.2 ML, -4.8 DV relative to

bregma, 3° angle; 0.5  $\mu$ L). Experimental procedures commenced at least 2 weeks following vHPC surgeries. For rescue experiment, Cre-dependent Cas9 and  $\Delta$ FosB expressing vector (HSV-hEF1 $\alpha$ -LSIL- $\Delta$ FosB-myc-Cas9; or Cre-dependent Cas9 alone vector as a control) was infused into NAc (0.5  $\mu$ L), and following 3 weeks *FosB* gRNA vector was infused into vCA1 (0.5  $\mu$ L). For  $\Delta$ FosB overexpression in hippocampal circuits, Cre-dependent  $\Delta$ FosB vector (HSV-hEF1 $\alpha$ -LSIL- $\Delta$ FosB-IRES-GFP; 0.5  $\mu$ L) was infused into NAc or BLA and Cre vector (AAV2-CMV-Cre-GFP; or AAV2-CMV GFP as a control) was infused into vCA1. Experimental procedures commenced at least 4 weeks following surgeries. For electrophysiology of  $\Delta$ FosB-expressing vHPC neurons, viral vectors (HSV-IE4/5- $\Delta$ FosB-CMV-GFP; or HSV-CMV-GFP as control) were bilateral infused into vCA1 (0.5  $\mu$ L) and experimental procedures commenced 2-4 d following surgery. For electrophysiology of *FosB* KO in vHPC-NAc neurons, Cre expressing retrograde vector (HSV-hEF1 $\alpha$ -Cre) was bilaterally infused into NAc (0.5  $\mu$ L) of *Rosa26<sup>eGFP/L</sup>10* mice and experimental procedures commenced at least 3 weeks following surgery. AAV viral vectors were obtained from the University of North Carolina at Chapel Hill (UNC Vector Core: <https://www.med.unc.edu/genetherapy/vectorcore/>) and HSV viral vectors came from Massachusetts General Hospital (Dr. Rachael Neve, Gene Delivery Technology Core: <https://researchcores.partners.org/mvvc/about>).

**Chronic social defeat stress (CSDS).** CSDS was performed as previously described<sup>4, 5, 6, 7</sup>. In brief, mice were placed into the home cage of an aggressive retired breeder CD1 mouse containing a perforated plexiglass divider placed between the walls of the cage. The experimental mice were allowed to physically interact with the CD1 for 10 min. Following the aggressive encounter, the mice were placed into the other side of the divider from the CD1 aggressor mouse allowing sensory, but not physical, contact for 24 hours. This protocol was repeated daily for 10 d with a new aggressor every day. Behavioral testing began the day following the final day of stress.

**Subchronic defeat stress.** Also called a microdefeat, subchronic defeat is an abbreviated social defeat stress protocol<sup>4, 5</sup>. Mice were placed in the home cage of an aggressive retired breeder CD-1 mouse and allowed to interact for 3-5 min, then removed and allowed to rest in their homecage for 15 min. This was repeated for a total of 3 consecutive encounters in a single day. Behavioral testing began the following day.

**Behavioral Testing.** Behavior was collected using a IR-CCD camera (Panasonic) and analyzed using automated videotracking software (CleverSys). Animals were transported to the behavioral testing rooms in their home cages and allowed 30 min to habituate to the room.

**Social Interaction (SI).** SI testing was conducted as previously described<sup>4, 6</sup>. Briefly, under red light conditions, mice were placed into the center of a custom made square, opaque arena (38 cm W x 38 cm L x 35 cm H) containing an empty wire mesh cage (10 cm diameter) against one wall and allowed to explore for 150 s. The experimental mice were then removed from the arena and a novel CD1 mouse was placed in the wire mesh cage. Experimental mice were then reintroduced to the arena and allowed to explore for another 150 s. The time spent in proximity (7.5 cm) of the wire mesh object was defined as “interaction zone” time while the time spent in two corners (9 x 9 cm square) farthest from the object were defined as corner zone time. Social interaction (SI) ratio was determined by calculating the time spent in the interaction zone when the CD1 was present divided by the time spent in the interaction zone when the CD1 was absent.

**Elevated Plus Maze (EPM).** Testing in EPM was conducted as previously described<sup>3</sup>. Briefly, under red light conditions, mice were placed onto the center of an elevated plus maze, with two open arms and two closed arms, and allowed to explore for 5 min. The time spent on the open arms and the number of open arm entries were recorded.

**Temporally dissociative passive avoidance (TDPA).** TDPA testing was conducted as previously described<sup>3, 8</sup>. Briefly, mice were placed into the lit side of light dark box. After 2 min of exploration, a door allowing entry into the dark side was raised. Upon entry (full body, excluding tail) into the dark side, the door was lowered and, after 5 min, mice received a mild footshock (0.7 mA, 2 s). Mice were returned to their homecage after 30 s. Testing (all of the same conditions including footshock) was repeated daily for 5 d. The latency (s) to “cross over” from the light side to dark side was manually recorded daily.

**Open Field (OF).** Testing in OF was conducted as previously described<sup>3</sup>. Briefly, under red light conditions, mice were placed into the center of white opaque, square custom-made OF and allowed to explore for 1 h. Time spent in the center zone (50% of the size of OF, centered) and the total distance moved (in cm) were recorded.

#### **von Frey Test for tactile allodynia**

Tactile allodynia was assessed using calibrated von Frey filaments as previously described<sup>9</sup>. Mice were habituated to clear plexiglass containers over a mesh floor for 1 h. The next day mice were placed back into the containers for 30 min prior to testing. A series of von Frey filaments were applied to the plantar surface of the hindpaw with sufficient force to bend the filaments for at least 6 s. A paw withdrawal or rapid flinch response was recorded. In the absence of this response, a filament of the next greater force was applied. If a response occurred, the next lower filament was applied. Paw withdrawal threshold (g) was recorded as the force that produced a 50% likelihood of withdrawal.

#### **Novelty-suppressed Feeding**

Mice were restricted from ad libitum chow for 24 h prior to testing. Mice were placed into the corner of an OF arena (see above) with one specific difference: a single chow pellet was placed into the center under light conditions. All mice were naïve to the arena. Latency to feed (s) was visually recorded as a measure of novelty-induced suppression of feeding.

### Single-trial Contextual Avoidance

Contextual avoidance after a single conditioning trial was assessed under the same conditions as TDPA with one exception: mice were shocked immediately (1 s) after crossover into the dark side of the box. Crossover latency was manually recorded 24 h later.

### Tail Suspension Test

Mice were hung using standard laboratory tape from their tails. Tape was adhered to a horizontal bar. Mice were allowed to hang for 10 minutes. Any mouse that crawled back up its tail was removed from the analysis. Immobility, defined as lack of skeletal movement for at least 1 s, was recorded for the duration of the 10 minutes via automated tracking software (FreezeScan, CleverSys, Inc.)

**Immunofluorescent staining for FosB-immunoreactivity.** *Rosa26<sup>eGFP/L10a</sup>* mice underwent stereotaxic surgery to infuse retrograde HSV-hEfl $\alpha$ -Cre into the NAc (see above). After waiting three weeks for full expression, mice were transcardially perfused with cold PBS, followed by 10% formalin. In other experiments, mice received  $\Delta$ FosB overexpression (see above) and were sacrificed and perfused 4-8 weeks following surgery. Brains from all immunostaining experiments were postfixed 24 h in 10% formalin, cryopreserved in 30% sucrose, and sliced frozen on an SM2010R microtome (Leica) into 35  $\mu$ m sections. Immunohistochemistry was performed using primary antibodies against FosB (ab11959; 1:1000; Abcam), GFP (ab5450; 1:1000; Abcam), and  $\alpha$ 2AAR (PA1-048; 1:1000; Invitrogen), and secondary antibodies (1:200; Jackson ImmunoResearch) conjugated to fluorescent markers (AlexaFluor 488; Cy3; Cy5). Fluorescent images were visualized on an Olympus FluoView 1000 filter-based laser scanning confocal microscope. Intensity of  $\alpha$ 2AAR signal in individual cells was quantified using ImageJ software by an experimenter blinded to conditions.

**Translational ribosomal affinity purification (TRAP) and cDNA library preparation.** Three weeks following injection of retrograde HSV-Cre into NAc, Cre-dependent L10-GFP-expressing mice (*Rosa26<sup>eGFP/L10a</sup>*) were sacrificed and brains were immediately dissected into 1 mm coronal sections. Transduced tissue from ventral hippocampi (vHPC) of both wildtype and *FosB<sup>fl/fl</sup>* mice was collected using 14 gauge biopsy punches guided by a fluorescent dissecting microscope (Leica) and stored at -80° C until processing (*n* = 3/group, 3-4 mice pooled per *n*). Polyribosome-associated RNA was affinity purified as previously described <sup>10, 11</sup>. Briefly, tissue was homogenized in ice-cold tissue-lysis buffer (20 mM HEPES [pH 7.4], 150 mM KCl, 10 mM MgCl<sub>2</sub>, 0.5 mM dithiothreitol, 100 µg/ml cycloheximide, protease inhibitors, and recombinant RNase inhibitors) using a motor-driven Teflon glass homogenizer. Homogenates were centrifuged for 10 min at 2000 *g* (4° C), supernatant was supplemented with 1% NP-40 (AG Scientific, #P1505) and 30 mM DHPC (Avanti Polar Lipids, #850306P), and centrifuged again for 10 min at 20000 *g* (4°C). Supernatant was collected and incubated with Streptavidin MyOne T1 Dynabeads (Invitrogen, #65601) that were coated with anti-GFP antibodies (Memorial Sloan-Kettering Monoclonal Antibody Facility; clone names: Htz-GFP-19F7 and Htz-GFP-19C8, 50 ug per antibody per sample) using recombinant biotinylated Protein L (Thermo Fisher Scientific, # 29997) for 16-18 h on a rotator (4° C) in low salt buffer (20 mM HEPES [pH 7.4], 350 mM KCl, 1% NP-40, 0.5 mM dithiothreitol, 100 µg/ml cycloheximide). Beads were isolated and washed with high salt buffer (20 mM HEPES [pH 7.4], 350 mM KCl, 1% NP-40, 0.5 mM dithiothreitol, 100 µg/ml cycloheximide) and RNA was purified using the RNeasy Micro Kit (Qiagen, #74004). In order to increase yield, each RNA sample was initially passed through the Qiagen MinElute™ column 3 times. Following purification, RNA was quantified using a Qubit fluorometer (Invitrogen) and RNA quality was analyzed using a 4200 Agilent TapeStation (Agilent Technologies). cDNA libraries from 5 ng total RNA were prepared using the SMARTer® Stranded Total RNA-Seq Kit (Takara Bio USA, #635005), according to manufacturer's instructions. cDNA libraries were pooled following Qubit measurement and TapeStation analysis, with a final concentration ~7 nM.

**Sequencing.** Sequencing was performed at the Icahn School of Medicine at Mount Sinai Genomics Core Facility (<https://icahn.mssm.edu/research/genomics/core-facility>). Raw sequencing reads from mice were mapped to mm9 using TopHat<sup>12</sup>. Counts of reads mapping to genes were obtained using HTSseq-counts software<sup>13</sup> against Gencode vM1 (mm9) annotation. Differential expression was done using the DESeq2 package<sup>14</sup>.

**Electrophysiology.** Whole-cell, *ex vivo* slice electrophysiology was conducted as previously described<sup>15</sup>. All solutions were bubbled with 95% O<sub>2</sub>-5% CO<sub>2</sub> throughout the procedure. Mice were anesthetized with isoflurane anesthesia and transcardially perfused with sucrose artificial cerebrospinal fluid (aCSF; in mM: 234 sucrose, 2.5 KCl, 1.25 NaH<sub>2</sub>PO<sub>4</sub>, 10 MgSO<sub>4</sub>, 0.5 CaCl<sub>2</sub>, 26 NaHCO<sub>3</sub>, 11 glucose). Brains were rapidly removed, blocked, and placed in cold sucrose aCSF. Coronal sections (250  $\mu$ M) containing vHPC were cut on a vibratome (Leica) and transferred to an incubation chamber containing aCSF (in mM: 126 NaCl, 2.5 KCl, 1.25 NaH<sub>2</sub>PO<sub>4</sub>, 2 MgCl<sub>2</sub>, 2 CaCl<sub>2</sub>, 26 NaHCO<sub>3</sub>, 10 glucose) held at 34° C for 30 min before moving to aCSF at room temperature until used for recordings. Recordings were made from a submersion chamber perfused with aCSF (2 mL/min) held at 32° C. Borosilicate glass electrodes (3-6 M $\Omega$ ) were filled with K-gluconate internal solution (in mM: 115 potassium gluconate, 20 KCl, 1.5 MgCl<sub>2</sub>, 10 phosphocreatine-Tris, 2 MgATP, 0.5 Na<sub>3</sub>GTP; pH 7.2-7.4; 280-285 mOsm). GFP positive cells in the ventral CA1 region of HPC were visualized using an upright microscope (Olympus) using infrared and epifluorescent illumination. Whole-cell patch-clamp recordings were made from transfected cells using a Multiclamp 700B amplifier and Digidata 1440A digitizer (Molecular Devices) and whole-cell junction potential was not corrected. Traces were sampled (10 kHz), filtered (10 kHz), and digitally stored. Cells with membrane potential more positive than -50 mV or series resistance >20 M $\Omega$  were omitted from analysis. Rheobase was measured by giving brief (250 ms) depolarizing (5 pA) steps with 250 ms between steps. Elicited spike number was measured by issuing increasing depolarizing steps (25-300 pA, 500 ms) with 500 ms step intervals. For synaptic recordings of spontaneous excitatory postsynaptic

currents (sEPSCs), cells were held at -80 mV for 2 min. All electrophysiology recordings were made at approximately 30-32 °C by warming the aCSF line with a single inline heater (Warner Instruments).

#### **Immunohistochemistry for detection of $\Delta$ FosB following chronic stress or fluoxetine treatment.**

Immunohistochemistry was performed as previously described<sup>3</sup>, and CSDS is described above. A separate cohort of mice received once-daily intraperitoneal injections of fluoxetine (20 mg/kg; dissolved in saline) or saline. For both experiments, mice were sacrificed 24 h following the last injection or defeat episode. Animals were transcardially perfused with cold PBS, followed by 10% formalin. Brains were postfixed 24 h in 10% formalin, cryopreserved in 30% sucrose, followed by slicing on a microtome into 35  $\mu$ m sections. Immunohistochemistry was performed using anti-FosB primary antibody (2251; 1:500; Cell Signaling) and biotin-conjugated secondary anti-rabbit (BA-1000; 1:1000; Vector) then visualized by 3,3'-diaminobenzidine staining (Vector Laboratories).

**Detection of ventral hippocampal afferents to NAc.** mCherry expressing retrograde vector (HSV-hEf1 $\alpha$ -mCherry) was infused into NAc and perfused coronal sections were taken at 3 wks following surgery according to previously described protocol (see above).

**CRISPR Guide RNA design and testing.** gRNAs targeting exon 2 of the *FosB* gene were designed using e-CRISP software ([www.e-CRISP.org](http://www.e-CRISP.org)). The top four sequences were:

gRNA1: TACACCGGGAGCCGGAGTCG

gRNA2: TTACGATCTAAACTTACCT (this gRNA was most effective and was selected for all *in vivo* work described in the current manuscript; also referred to as AJR4 as it was the fourth gRNA produced for our lab)

gRNA3: TCAACATCCGCTAAGGAAGA

gRNA4: CCGTCTTCCTTAGCGGATGT

Each gRNA was tested by transfection in a mammalian expression plasmid also containing Cas9. Briefly, Neuro2a cells (N2a, American Type Culture Collection) were cultured in EMEM (ATCC) supplemented with 10% heat-inactivated fetal bovine serum (ATCC) in a 5% CO<sub>2</sub> humidified atmosphere at 37° C. Cells were plated into 12-well plates, and 24 h later (when cells were ~30% confluent) cells were transiently transfected using Effectene (Qiagen) with a total of 200 ng DNA per well. Cells were transfected with empty vector, Cas9 alone, or Cas9 with a gRNA to be tested. Cells were then serum starved for 24 h, then refed for 4 h to induce *FosB* gene expression. Cells were pelleted, samples were run on gradient polyacrylamide gels and transferred to PVDF membranes, and Western blot was performed using rabbit anti-FosB antibody (2251; 1:500; Cell Signalling) and HRP conjugated anti-rabbit secondary (PI-1000; 1:40,000; Vector). Signal was detected on film and quantified using ImageJ software.

#### **T7 endonuclease surveyor analysis.**

T7 surveyor analysis was performed essentially as described<sup>16, 17</sup>. Briefly, Neuro2a cells were plated and transfected as described above, and DNA was extracted using QuickExtract solution (Epicentre Biotechnologies). A region of the *FosB* gene containing the site targeted by our gRNA was amplified by PCR using the following primers:

RB936                    GCTTTTCCCGGAGACTACGA

RB937                    AAACCAAAGTGCAAACCGAAC

The surveyor nuclease was then used to selectively digest mismatched duplex formed from the PCR products, allowing detection of Cas9 mutated DNA.

**Single virus CRISPR/Cas9 *FosB* KO in brain.** Male C57Bl/6J mice (8-10 weeks) received surgeries in dHPC (see methods for stereotaxic surgery above) infusing HSV expressing both Cas9 and FosB gRNA (HSV-syn-Cas9-gRNA-IRES-GFP; or HSV-CMV-GFP as a control). Mice were then tested 2 d following surgery for novel object recognition as previously described<sup>3</sup>. Briefly, mice were exposed for 30 min to two similar, familiar objects in an open field over 2 consecutive days. On the next day, a 5 min test for recognition was conducted, where a novel object was placed instead of one of the familiar objects. Time spent in a zone (interaction time) around the novel and familiar object was measured. Following testing, animals were sacrificed by cardiac perfusion and immunofluorescent detection of FosB and GFP expression was conducted (as above).

**Validation of dual virus CRISPR/Cas9 *FosB* KO in vHPC projections.** Male C57Bl/6J mice (8-10 weeks) received surgeries in NAc or BLA (see methods for stereotaxic surgery above) infusing HSV expressing Cre-dependent Cas9 (see methods for stereotaxic surgery) and 3 weeks later local HSVs expressing Cre and FosB gRNA into vHPC. Four days post gRNA viral injections, mice were sacrificed according to methods for immunohistochemistry above. Coronal sections containing vHPC were stained for Cas9 (in red; 1:500 Diagenode C15200229) and FosB (in cyan; 1:500 ab11959). FosB intensity levels for each Cas9+ neuron were measured using ImageJ, and the numbers of FosB+ and FosB- Cas9-expressing neurons were quantified.

**Quantitative PCR from Neuro2A cells.** Neuro2A cells were treated and harvested according to prior method (see CRISPR Guide RNA design and testing), except cells were transfected with empty vector (control),  $\Delta$ FosB, Cas9 + *FosB* gRNA, or  $\Delta$ JunD. After cells were harvested, RNA was isolated using TriZol (Invitrogen) homogenization and chloroform layer separation. The clear RNA layer was then processed (RNAeasy MicroKit, Qiagen #74004) and analyzed with NanoDrop. A volume of 10uL of RNA was reverse transcribed to cDNA (High Capacity cDNA Reverse Transcription Kits Applied Biosystems #4368814). Prior to qPCR, cDNA was diluted to 200 uL. The reaction mixture consisted of 10 uL

PowerSYBR Green PCR Master Mix (Applied Biosystems; #436759), 2uL each of forward and reverse primers and water, and 4 uL cDNA template. Samples were then heated to 95 °C for 10 min (Step 1) followed by 40 cycles of 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 15 s (Step 2), and 95 °C for 15 s, 60 °C for 15 s, 65°C for 5s and 95 °C for 5s(Step 3). Analysis was carried out using the  $\Delta\Delta C(t)$  method<sup>18</sup>. Samples were normalized to *Gapdh*.

*Adra2a*

Forward: CAAGATCAACGACCAGAAGT  
Reverse: GTCAAGGCTGATGGCGCACAG

*Arhgap36*

Forward: ACTTAGAGCAGTCCTTGCGG  
Reverse: GG TAGAGCTCTGTCCGGCT

*Elavl2*

Forward: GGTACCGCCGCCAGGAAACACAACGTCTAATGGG  
Reverse: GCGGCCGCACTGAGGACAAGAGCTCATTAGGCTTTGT

*Gapdh*

Forward: AGGTCGGTGTGAACGGATTTG  
Reverse: TG TAGACAATGTAGTTGAGGTCA

*Igfbp6*

Forward:GGTCTACAGCCCTAAGTGCG  
Reverse: AGGGGCCCATCTCACTATCT

*Kctd9*

Forward: CGGGTCACGCTGTTCTTGA  
Reverse: ACAGCACATCATCATCCCTGA

*Nefm*

Forward: CAGCTACCAGGACACCATCCAG  
Reverse: GTGTACAGAGGCCCGGTGAT

*Peg10A*

Forward: CCGATACACGCGTTTCCAAC  
Reverse: TAAAACCCGCCTGTTCCACA

*Peg10B*

Forward: AATCCTCGTGTGGAACAGGC  
Reverse: TCATCATCTTCGGCGTCAGG

*Prkcb*

Forward: CAGAGATTGCCATCGGTCTGT  
Reverse: CCCCTCAGAATCCAGCATCA

Scg5

Forward: ATCAAGGCTACCCAGACCCT

Reverse: GGATTGACACTCCTCCGCTT

**Statistics and Reproducibility.** For all experiments, alpha criterion was set to 0.05. Social interaction testing was analyzed for SI ratio and interaction zone time. SI ratio was analyzed by independent samples t-tests between groups. Interaction time was analyzed by mixed two-way ANOVAs with Target as the within factor. Omnibus ANOVAs were followed by Holm-Sidak corrected post hoc comparisons between groups. Avoidance learning in the TDPA was analyzed using mixed two-way ANOVAs with Days as the within factor followed by Holm-Sidak corrected post hoc comparisons between groups. EPM and OF behavior was analyzed by independent samples t-tests between groups. For novel object recognition experiment, object interaction time was analyzed using mixed two-way ANOVAs with Object as the within factor followed by Holm-Sidak corrected post hoc comparisons within groups. For all Western blotting and immunohistochemistry results, data were analyzed by independent samples t-tests between groups. Spike number in electrophysiology experiments was analyzed by mixed two-way ANOVAs with Current as the within factor followed by Holm-Sidak corrected post hoc comparisons between groups. I-V curves in electrophysiology experiments were analyzed by mixed two-way ANOVAs with Voltage as the within factor followed by Holm-Sidak corrected post hoc comparisons between groups. For all other electrophysiological measures: rheobase, spike amplitude, spike half-width, sEPSC amplitude, sEPSC frequency, and other cellular properties (Table S1) data were analyzed by independent samples t-tests between groups. Refer to Table S4 and S5 for all omnibus statistical results.

In most cases, behavioral experiments were conducted in no less than two cohorts to ensure reproducibility. For all viral manipulation experiments, confirmation of viral targeting was conducted using antibodies to enhance native GFP signal (e.g. Fig. 1c). Data from mice lacking targeting in a brain region were removed from analyses. All representative images and electrophysiological recording traces were selected based on data representing the mean for each group. Representative micrograph displayed in

Fig. 4e were reproduced in all samples (n=6/group). The same is true in Fig. 5e. FosB staining micrographs displayed in Fig. S1 were replicated; and micrographs and data shown are from a second replication. Representative micrographs in Figs. S4d, S5b, and S8a were replicated in preliminary studies (two replications for S4d; four replications for S5b; one replication for S8a) and reproduced in the final data shown. Representative micrograph shown in Fig. S11b has been replicated multiple times in our lab and published<sup>19</sup>. In addition, all experiments using the methods proposed in Fig. S11a replicated the same pattern of expression shown in S11b.

**Data Availability.** Sequencing datasets generated during and analyzed during the current study are available in the NIH GEO repository (<https://www.ncbi.nlm.nih.gov/geo/>) with the accession code GSE137283. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

## Supplemental Bibliography

1. Ohnishi YN, *et al.* Generation and validation of a floxed FosB mouse line. *bioRxiv*, (2017).
2. Brown JA, *et al.* Loss of Action via Neurotensin-Leptin Receptor Neurons Disrupts Leptin and Ghrelin-Mediated Control of Energy Balance. *Endocrinology*, (2017).
3. Eagle AL, *et al.* Experience-dependent induction of hippocampal  $\Delta$ FosB controls learning. *J Neurosci* **35**, 13773-13783 (2015).
4. Krishnan V, *et al.* Molecular adaptations underlying susceptibility and resistance to social defeat in brain reward regions. *Cell* **131**, 391-404 (2007).
5. Golden SA, Covington HE, Berton O, Russo SJ. A standardized protocol for repeated social defeat stress in mice. *Nat Protoc* **6**, 1183-1191 (2011).
6. Berton O, *et al.* Essential role of BDNF in the mesolimbic dopamine pathway in social defeat stress. *Science* **311**, 864-868 (2006).
7. Vialou V, *et al.* Differential induction of FosB isoforms throughout the brain by fluoxetine and chronic stress. *Neuropharmacology* **99**, 28-37 (2015).
8. Eagle AL, Wang H, Robison AJ. Sensitive assessment of hippocampal learning using temporally dissociated passive avoidance task. *Bio Protoc* **6**, (2016).
9. Laumet G, *et al.* G9a is essential for epigenetic silencing of K<sup>+</sup> channel genes in acute-to-chronic pain transition. *Nat Neurosci* **18**, 1746-1755 (2015).
10. Heiman M, Kulicke R, Fenster RJ, Greengard P, Heintz N. Cell type-specific mRNA purification by translating ribosome affinity purification (TRAP). *Nat Protoc* **9**, 1282-1291 (2014).
11. Heiman M, *et al.* A translational profiling approach for the molecular characterization of CNS cell types. *Cell* **135**, 738-748 (2008).
12. Trapnell C, *et al.* Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc* **7**, 562 (2012).
13. Anders S, Pyl PT, Huber W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166-169 (2014).
14. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
15. Eagle AL, Williams ES, Beatty JA, Cox CL, Robison AJ.  $\Delta$ FosB decreases excitability of dorsal hippocampal CA1 neurons. *eNeuro* **5**, ENEURO.0104-0118.2018 (2018).
16. Vouillot L, Thelie A, Pollet N. Comparison of T7E1 and surveyor mismatch cleavage assays to detect mutations triggered by engineered nucleases. *G3 (Bethesda)* **5**, 407-415 (2015).

17. Guschin DY, Waite AJ, Katibah GE, Miller JC, Holmes MC, Rebar EJ. A Rapid and General Assay for Monitoring Endogenous Gene Modification. In: *Engineered Zinc Finger Proteins: Methods and Protocols* (eds Mackay JP, Segal DJ). Humana Press (2010).
18. Tsankova NM, Berton O, Renthal W, Kumar A, Neve RL, Nestler EJ. Sustained hippocampal chromatin regulation in a mouse model of depression and antidepressant action. *Nat Neurosci* **9**, 519-525 (2006).
19. Williams ES, *et al.* Androgen-dependent excitability of mouse ventral hippocampal afferents to nucleus accumbens underlies sex-specific susceptibility to stress. *Biological Psychiatry* **87**, 492-501 (2020).

## Supplemental Tables & Figures

**Table S1: Cellular properties of ventral hippocampal afferents to NAc.**

**Table S2: List of Top Target Genes**

**Table S3: Excel File of TRAP Results**

**Table S4: Summary of Statistics for Main Figures**

**Table S5: Summary of Statistics for Supplementary Figures**

**Fig. S1: Social defeat stress induces  $\Delta$ FosB in ventral hippocampus.**

**a**, Schematic of CSDS and social interaction test. **b**, Representative photomicrographs of coronal sections (4X) stained for  $\Delta$ FosB in vHPC from control handled and stressed mice, quantified in **c**  $\#P=0.0936$  ( $n=12$  control,  $n=8$  stress; independent samples t-test compared to control). **d**, Representative photomicrographs stained for  $\Delta$ FosB in vHPC subregions (CA1, CA3, DG) from mice treated with chronic saline or fluoxetine, quantified in **e**  $**P=0.0029$  for vDG,  $***P<0.0001$  for vCA1,  $***P=0.0002$  for vCA3 ( $n=4$  saline,  $n=4$  fluoxetine; independent samples t-tests compared to saline). **f**, Quantitative levels of *FosB* and  $\Delta$ *FosB* mRNA from circuit-specific TRAP-purified vHPC-NAc neurons exposed to CSDS (or control;  $n=1$  sample/group, pooled  $n=4-5$  mice per sample). Fold change mRNA was normalized to *Rbfox3* (which encodes for NeuN) expression.

**Fig. S2: Retrograde mCherry expression in vHPC neurons projecting to NAc.**

Schematic and coronal section (4X) showing mCherry expression in vHPC of mice infused with retrograde mCherry in NAc 3 weeks prior to sacrifice. Representative micrograph was reproduced in n=3 mice.

**Fig. S3:  $\Delta$ FosB inhibition in ventral hippocampus does not alter locomotor activity or anxiety-like behavior.**

**a**,  $\Delta$ JunD expression in vHPC caused no differences in time spent in the open arms or entries into the open arms of elevated plus maze (n=11 GFP, n=14  $\Delta$ JunD). **b**,  $\Delta$ JunD expression in vHPC did not alter time spent in the center of an open field or total distance moved (n=11 GFP, n=14  $\Delta$ JunD). All graphs are represented as mean  $\pm$ SEM.

**Fig. S4: Development of CRISPR/Cas9 tool to knockout *FosB*.**

**a**, Representative Western blot showing FosB (55 kDa) and  $\Delta$ FosB (37 kDa) and total protein stain from Neuro2A cells that were not transfected (NT) or transfected with GFP, or Cas9 plus guide RNAs specific to the FosB gene; quantified in **b**. \* $P=0.0273$  (n=4 wells/group; independent samples t-test). **c**, T7 endonuclease I surveyor analysis of Neuro2A cells from reveals indels (red line) at *FosB* gene when co-transfected with Cas9 and gRNAs 1-3. **d**, Representative images (100x) from dHPC of mice infused with HSV expressing GFP or GFP plus Cas9 and FosB gRNA2 stained for GFP and  $\Delta$ FosB. Percentage of FosB-positive cells quantified in **e**. \*\* $P=0.0099$  (n=8 GFP, n=17 FosB gRNA; independent samples t-test compared to GFP alone). **f**, Novel object recognition is impaired in mice with CRISPR/Cas9 *FosB* knockout in dorsal hippocampus. \* $P=0.0229$  (n=20 GFP, n=18 FosB gRNA; two-way ANOVA with Holm-Sidak post-tests compared to Familiar; Note: 3 data points are outside the axis). All graphs are represented as mean  $\pm$ SEM.

**Fig. S5: Validation of circuit-specific *FosB* knockout.**

**a**, Illustration of dual vector experiment design to knockout *FosB* in vHPC neurons projecting to NAc. Retrograde virus expressing Cre-dependent Cas9 is injected into NAc while local vector expressing FosB gRNA and Cre is infused into vHPC. *FosB* knockout (FosB KO, red & green) occurs in co-transduced NAc-projecting vHPC neurons. **b**, Representative images of Cas9 (red, left), FosB (cyan, middle), and merged image from vHPC of mice that receive control (no gRNA) or *FosB* KO vectors (FosB gRNA). Intensity of FosB staining quantified in **c**. \*\*\* $P < 0.001$  ( $n = 149$  control cells;  $n = 119$  FosB gRNA cells; independent samples t-test compared to control). **d**, Qualitative analysis of number of Cas9+ cells co-expressing FosB in the nucleus. All graphs are represented as mean  $\pm$  SEM.

**Fig. S6: *FosB* knockout in ventral hippocampal circuits on locomotor activity.**

**a**, Dual-vector CRISPR *FosB* knockout in vHPC-NAc neurons reduces total activity in the open field, but not time spent in the center. \* $P = 0.0253$  ( $n = 7$  control,  $n = 8$  FosB KO; independent samples t-test compared to Control). **b**, Locomotor activity was unaffected by CRISPR *FosB* knockout in vHPC-BLA neurons ( $n = 6$  control,  $n = 8$  FosB KO). **c-f** A separate cohort of mice with CRISPR *FosB* KO (or control) in vHPC-NAc was exposed to 10 d of chronic social defeat stress (control-no stress, KO-no stress, control-stress, KO-stress). **c**, Stress significantly decreased paw withdrawal threshold, suggesting that stress increases tactile allodynia, however *FosB* KO did not sensitize this response compared to control stressed mice. \* $P < 0.0122$  ( $n = 8$  per group; two-way ANOVA with Holm-Sidak comparisons compared to control-no stress) for main effect comparison between Stress vs No Stress (groups combined by stress condition). **d**, Stress also increased the latency to feed in a novel environment. \*\* $P = 0.0047$  ( $n = 12$  per group; two-way ANOVA with Holm-Sidak comparisons compared to control-no stress) for main effect comparison between Stress vs No Stress (groups combined by stress condition). **e**, Stress increased contextual avoidance following a single conditioning trial. \*\*\* $P = 0.0002$  ( $n = 12$  per group; two-way ANOVA with Holm-Sidak comparisons compared to control-no stress) for main effect comparison between Stress vs No Stress (groups combined by stress condition). **f**, No group differences were observed in immobility in the tail suspension test.  $P > 0.05$  ( $n = 9-12$  per group). All graphs are represented as mean  $\pm$  SEM.

**Fig. S7: Dual labeling of vHPC neurons projecting to NAc and BLA**

Representative coronal stained sections of hippocampus (10x) from GFP-L10 mice (n=2; top and bottom panels) receiving retrograde HSV-mCherry into BLA (red) and retrograde HSV-Cre into NAc (green). Collaterals to both regions are labeled in yellow and highlighted by white arrows.

**Fig. S8:  $\Delta$ FosB overexpression in vHPC neurons projecting to NAc.**

**a**, Representative coronal vHPC images (20X and 40X) of FosB (red, middle), GFP (green, right), and merged image (left) from vHPC of mice that receive control (GFP; top) or  $\Delta$ FosB-overexpressing vectors ( $\Delta$ FosB, bottom). White arrows indicate co-labeled GFP+  $\Delta$ FosB-expressing cells. Overexpression of  $\Delta$ FosB expressed more  $\Delta$ FosB co-labeled GFP projections compared to control quantified in **b**,  $\Delta$ FosB significantly increases the % of co-labeling of GFP+  $\Delta$ FosB-expressing vHPC-NAc neurons. \*\*\* $P < 0.0001$  (n=5 GFP, n=6  $\Delta$ FosB; independent samples t-test compared to GFP). **c**, Quantitative intensity analysis reveals greater  $\Delta$ FosB signal intensity in GFP+ vHPC-NAc neurons after  $\Delta$ FosB overexpression. \* $P = 0.0212$  (n=37 GFP cells, n=46  $\Delta$ FosB cells; independent samples t-test compared to GFP only). All graphs are represented as mean  $\pm$ SEM.

**Fig. S9:  $\Delta$ FosB overexpression in ventral hippocampal circuits on locomotor activity.**

**a, b**  $\Delta$ FosB overexpression in vHPC-NAc does not alter anxiety-like behavior or avoidance learning (n=7 control, n=8  $\Delta$ FosB). **c**, Overexpression of  $\Delta$ FosB in vHPC-NAc reduces total activity in the open field, but not time spent in the center. \* $P = 0.0333$  (n=7 control, n=8  $\Delta$ FosB; independent samples t-test compared to GFP). **d**,  $\Delta$ FosB overexpression in vHPC-BLA does not affect locomotor activity (n=7 mice/group). All graphs are represented as mean  $\pm$ SEM.

**Fig. S10: Membrane, action potential, and synapse properties of  $\Delta$ FosB overexpressing vCA1 neurons.**

**a**,  $\Delta$ FosB reduced outward rectification of current-voltage plot.  $^*P=0.0014$  at 10 mV,  $^*P<0.0001$  at 20-40 mV (n=17 GFP cells, n=11  $\Delta$ FosB cells; two-way mixed ANOVA with Holm-Sidak post-tests compared to GFP) **b**, Representative current traces of I-V curve. **c**,  $\Delta$ FosB reduces peak amplitude and half-width of evoked action potentials.  $^{***}P<0.0001$  for amplitude and  $^{***}P=0.0009$  for half-width (n=17 GFP cells, n=11  $\Delta$ FosB cells; independent samples t-test compared to GFP). **d**, Representative current traces for spikes. **e**,  $\Delta$ FosB reduces sEPSC frequency but does not affect sEPSC peak amplitude.  $^{***}P<0.0001$  (n=17 GFP cells, n=10  $\Delta$ FosB cells; independent samples t-test compared to GFP). **f**, Representative voltage traces displaying sEPSCs. All graphs are represented as mean  $\pm$ SEM.

**Fig. S11: Cre-driven GFP expression in ventral hippocampus neurons projecting to nucleus accumbens.**

**a**, Schematic of retrograde Cre vector infusion in NAc driving GFP expression in vHPC. **b**, Representative combined micrograph (4X serial combination) of Cre-dependent GFP expression in vHPC (white arrows) and VTA neurons projecting to NAc. **c**, Schematic of non-circuit-specific knockdown of *FosB*. Cross of *FosB* knockdown is present in all circuits that project to NAc, including, but not limited to, prefrontal cortex (PFC), ventral tegmental area (VTA), BLA, and vHPC. **d**, Non-circuit-specific knockdown of *FosB* did not affect stress-induced social avoidance. Retrograde Cre-driven knockdown (KD) of *FosB* in all NAc-projecting neurons in WT and heterozygous floxed *FosB* (*FosB<sup>fl/-</sup>*) mice. Non-circuit-specific *FosB* KD did not enhance stress-induced social avoidance.  $P>0.05$  compared to WT (n=7 WT, n=7 KD). All graphs are represented as mean  $\pm$ SEM.

**Fig. S12: Membrane, action potential, and synapse properties of vHPC-NAc neurons following *FosB* knockout.**

**a**, *FosB* KO increased outward rectification of current-voltage plot.. \* $P=0.0280$  at -10 mV, \* $P=0.0004$  at 0 mV, \* $P<0.0001$  at 10-40 mV (n=20 WT cells, n=27 KO cells; two-way mixed ANOVA with Holm-Sidak post-tests compared to WT). **b**, Representative current traces of I-V curve. **c**, *FosB* KO decreased half-width but had no effect on amplitude of evoked action potentials. \*\*\* $P=0.0006$  (n=20 WT cells, n=27 KO cells; independent samples t-test compared to WT; Note: 1 data point is outside the axis in left graph (amplitude), and 1 data point is outside the axis in right graph (half-width)). **d**, Representative current traces for spikes. **e**, *FosB* KO decreased amplitude and increased frequency of sEPSCs. \*\* $P=0.0051$  for frequency and \*\*\* $P=0.0004$  for amplitude (n=19 WT cells, n=27 KO cells; independent samples t-test compared to WT). **f**, Representative voltage traces displaying sEPSCs. All graphs are represented as mean  $\pm$ SEM.

**Fig. S13: Validation of TRAP-RNA sequencing in ventral hippocampus**

**a**, Visualization of mRNA reads from input and vHPC-NAc TRAP-Seq of a non neuron-specific (*Actb*) and neuron-specific (*Kalrn*) gene. **b**, Visualization of mRNA reads of *Adra2a* gene from WT (*FosB*<sup>+/+</sup>) and *floxed FosB* (*FosB*<sup>fl/fl</sup>) mice.

**Table S1: Cellular properties of ventral hippocampus neurons.**

**Groups:**

| Measure:             | GFP          | vs $\Delta$ FosB | WT           | vs <i>FosB</i> KO |
|----------------------|--------------|------------------|--------------|-------------------|
| <b>V<sub>m</sub></b> | -64.2 (3.0)  | -63.3 (0.9)      | -65.8 (0.6)  | -68.4 (1.0)       |
| <b>R<sub>m</sub></b> | 83.1 (48.9)  | 110.2 (19.6)     | 88.4 (8.2)   | 112.0 (39.3)      |
| <b>R<sub>a</sub></b> | 14.1 (3.1)   | 16.4 (1.5)       | 18.2 (1.6)   | 17.9 (0.7)        |
| <b>C<sub>m</sub></b> | 78.7 (26.9)  | 59.7 (5.7)*      | 55.9 (3.6)   | 72.7 (3.8)*       |
| <b>Sag</b>           | 0.934 (.026) | 0.961 (.005)*    | 0.898 (.012) | 0.934 (.008)*     |

**Abbreviations:** V<sub>m</sub> = resting membrane potential; R<sub>m</sub> = membrane resistance; R<sub>a</sub> = access resistance; C<sub>m</sub> = membrane capacitance; Sag = sag ratio

**All data are represented as Mean (±SEM). \*P<0.05 by independent samples t-test**

**Table S2: List of top 25 target genes from circuit-specific TRAP**

| Gene     | Ensemble Gene ID    | WT-TRAP<br>% Error | KO-TRAP<br>% Error | WT<br>Enriched? | KO<br>Enriched? | Reg  | Fold<br>Change | Sig. 

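Table S2 is drawn from the comparison of KO with WT TRAP libraries, and its fold changes are on the log2 scale, positive where a gene was higher in KO. They are the log2 fold changes of Table S3 to fewer decimals, and the paper's value for Peg10 in Table S3 is 1.00. With DESeq2 and a normal prior, which draws the fold changes of genes with few or variable counts toward 0, the values computed from the deposited counts differed from those of Table S3 by a median of 0.0044 over 512 genes. Without the prior, the median difference was 0.118. The columns on enrichment in WT and KO come without a definition in the table. In 69 of the 537 entries of Table S3, all lower in KO, the gene identifier belongs to another gene of Gencode vM1 than the symbol does. In all 69, the fold change computed from the counts lay closer to that of the symbol, with a median difference of 0.0029, than to that of the identifier, with a median difference of 0.0677. The genes of Table S3 were therefore taken by symbol, and 2 of the 69, Ier5 and Scamp4, are also in Table S2.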

(P<br>Value) |
|----------|---------------------|--------------------|--------------------|-----------------|-----------------|------|----------------|-------------------|
| Peg10    | ENSMUSG000000092035 | 3.82               | 2.00               | FALSE           | TRUE            | Up   | 1.00           | <0.001            |
| Igfbp6   | ENSMUSG000000023046 | 5.90               | 16.64              | TRUE            | FALSE           | Down | -0.54          | <0.001            |
| Scg5     | ENSMUSG000000023236 | 10.95              | 1.11               | FALSE           | TRUE            | Down | -0.52          | <0.001            |
| Siae     | ENSMUSG000000001942 | 41.37              | 8.78               | FALSE           | TRUE            | Up   | 0.51           | <0.001            |
| Arhgap36 | ENSMUSG000000036198 | 34.61              | 16.32              | FALSE           | TRUE            | Up   | 0.49           | <0.001            |
| Dusp4    | ENSMUSG000000031530 | 6.32               | 11.79              | TRUE            | FALSE           | Down | -0.47          | 0.001             |
| Zcchc12  | ENSMUSG000000036699 | 7.17               | 3.26               | FALSE           | TRUE            | Up   | 0.45           | <0.001            |
| Fosb     | ENSMUSG000000003545 | 10.33              | 14.46              | TRUE            | FALSE           | Down | -0.44          | 0.002             |
| Kcng1    | ENSMUSG000000074575 | 9.46               | 5.50               | FALSE           | TRUE            | Up   | 0.44           | <0.001            |
| Nefm     | ENSMUSG000000022054 | 7.32               | 2.81               | TRUE            | FALSE           | Down | -0.44          | <0.001            |
| Ier5     | ENSMUSG000000056999 | 11.97              | 15.58              | TRUE            | FALSE           | Down | -0.43          | 0.003             |
| Timm50   | ENSMUSG000000003438 | 4.40               | 1.68               | TRUE            | TRUE            | Down | -0.43          | 0.002             |
| Gpr101   | ENSMUSG000000036357 | 5.90               | 28.32              | FALSE           | TRUE            | Up   | 0.42           | 0.004             |
| Adra2a   | ENSMUSG000000033717 | 11.01              | 10.10              | FALSE           | TRUE            | Up   | 0.40           | 0.005             |
| Sstr1    | ENSMUSG000000035431 | 5.03               | 9.45               | FALSE           | TRUE            | Up   | 0.40           | 0.006             |
| Grp      | ENSMUSG000000024517 | 16.83              | 5.80               | TRUE            | TRUE            | Up   | 0.40           | 0.005             |
| Peli3    | ENSMUSG000000024901 | 5.87               | 2.41               | FALSE           | TRUE            | Up   | 0.40           | 0.006             |
| Poll     | ENSMUSG000000025218 | 16.57              | 26.40              | FALSE           | TRUE            | Up   | 0.40           | 0.005             |
| Pdcd6    | ENSMUSG000000021576 | 5.34               | 7.11               | TRUE            | FALSE           | Down | -0.39          | 0.004             |
| Rwdd2a   | ENSMUSG000000032417 | 9.60               | 4.95               | FALSE           | TRUE            | Up   | 0.39           | 0.004             |
| Scube1   | ENSMUSG000000016763 | 32.20              | 3.71               | TRUE            | TRUE            | Down | -0.39          | 0.008             |
| Grasp    | ENSMUSG000000000531 | 10.72              | 6.05               | TRUE            | TRUE            | Down | -0.39          | 0.001             |
| Ap2s1    | ENSMUSG000000008036 | 12.51              | 2.41               | TRUE            | TRUE            | Down | -0.38          | 0.001             |
| Scamp4   | ENSMUSG000000079020 | 8.51               | 7.92               | TRUE            | FALSE           | Down | -0.38          | 0.009             |
| Rab3b    | ENSMUSG000000003411 | 5.97               | 15.06              | FALSE           | TRUE            | Up   | 0.38           | 0.003             |

**Sig. (P Value)** was based on independent samples t-test.

**Table S4: Summary of Statistics for Main Figures**

| Figure                | Test                       | Comparison                 | Stat               | p-value    | Summary |
|-----------------------|----------------------------|----------------------------|--------------------|------------|---------|
| <b>Fig 1b</b>         | Independent samples t-test | Control vs Stress          | t (254) = 2.847    | P = 0.0048 | **      |
| <b>Fig 1e (Left)</b>  | Independent samples t-test | GFP vs ΔJunD               | t (35) = 2.632     | P = 0.0125 | *       |
| <b>Fig 1e (Right)</b> | 2-way Mixed ANOVA          | Group: GFP vs ΔJunD        | F (1, 35) = 1.790  | P = 0.1896 | NS      |
|                       |                            | Trial: No Target vs Target | F (1, 35) = 21.16  | P < 0.0001 | ***     |
|                       |                            | Group X Trial              | F (1, 35) = 9.955  | P = 0.0033 | **      |
| <b>Fig 1f (Left)</b>  | Independent samples t-test | GFP vs ΔJunD               | t (16) = 0.4163    | P = 0.6827 | NS      |
| <b>Fig 1f (Right)</b> | 2-way Mixed ANOVA          | Group: GFP vs ΔJunD        | F (1, 16) = 0.7639 | P = 0.3950 | NS      |
|                       |                            | Trial: No Target vs Target | F (1, 16) = 2.378  | P = 0.1426 | NS      |
|                       |                            | Group X Trial              | F (1, 16) = 0.0928 | P = 0.7646 | NS      |
| <b>Fig 2b</b>         | Independent samples t-test | Control vs FosB KO         | t (13) = 3.056     | P = 0.0092 | **      |
| <b>Fig 2c</b>         | 2-way Mixed ANOVA          | Group: Control vs FosB KO  | F (1, 13) = 0.343  | P = 0.5682 | NS      |
|                       |                            | Day: (1,2,3,4,5)           | F (4, 52) = 12.150 | P < 0.0001 | ***     |
|                       |                            | Group X Day                | F (4, 52) = 0.337  | P = 0.8516 | NS      |
| <b>Fig 2d (Left)</b>  | Independent samples t-test | Control vs FosB KO         | t (13) = 0.144     | P = 0.8877 | NS      |
| <b>Fig 2d (Right)</b> | Independent samples t-test | Control vs FosB KO         | t (13) = 2.082     | P = 0.0576 | NS      |
| <b>Fig 2f</b>         | Independent samples t-test | Control vs FosB KO         | t (19) = 0.872     | P = 0.3939 | NS      |
| <b>Fig 2g</b>         | 2-way Mixed ANOVA          | Group: Control vs FosB KO  | F (1, 12) = 3.896  | P = 0.0719 | NS      |
|                       |                            | Day: (1,2,3,4,5)           | F (4, 48) = 9.332  | P < 0.0001 | ***     |
|                       |                            | Group X Day                | F (4, 48) = 2.667  | P = 0.0434 | *       |
| <b>Fig 2h (Left)</b>  | Independent samples t-test | Control vs FosB KO         | t (11) = 3.241     | P = 0.0079 | **      |
| <b>Fig 2h (Right)</b> | Independent samples t-test | Control vs FosB KO         | t (11) = 3.956     | P = 0.0022 | **      |
| <b>Fig 3b (Left)</b>  | Independent samples t-test | KO vs Rescue               | t (23) = 2.597     | P = 0.0161 | *       |
| <b>Fig 3b (Right)</b> | 2-way Mixed ANOVA          | Group: KO vs Rescue        | F (1, 23) = 0.9440 | P = 0.3414 | NS      |
|                       |                            | Trial: No Target vs Target | F (1, 23) = 2.495  | P = 0.1278 | NS      |
|                       |                            | Group X Trial              | F (1, 23) = 6.452  | P = 0.0183 | *       |
| <b>Fig 3d (Left)</b>  | Independent samples t-test | KO vs Rescue               | t (25) = 3.154     | P = 0.0042 | **      |
| <b>Fig 3d (Right)</b> | Independent samples t-test | KO vs Rescue               | t (25) = 1.841     | P = 0.0776 | NS      |
| <b>Fig 3e</b>         | 2-way Mixed ANOVA          | Group: KO vs Rescue        | F (1, 26) = 10.45  | P = 0.0033 | **      |
|                       |                            | Day (1,2,3,4,5)            | F (4, 104) = 20.11 | P < 0.0001 | ***     |
|                       |                            | Group X Day                | F (4, 104) = 4.828 | P = 0.0013 | **      |
| <b>Fig 3g (Left)</b>  | Independent samples t-test | Control vs ΔFosB           | t (31) = 2.575     | P = 0.0150 | *       |
| <b>Fig 3g (Right)</b> | 2-way Mixed ANOVA          | Group: Control vs ΔFosB    | F (1, 31) = 1.703  | P = 0.2015 | NS      |
|                       |                            | Trial: No Target vs Target | F (1, 31) = 2.073  | P = 0.1600 | NS      |

|                          |                            |                                              |                     |            |     |
|--------------------------|----------------------------|----------------------------------------------|---------------------|------------|-----|
|                          |                            | Group X Trial                                | F (1, 31) = 4.533   | P = 0.0413 | *   |
| <b>Fig 3i (Left)</b>     | Independent samples t-test | Control vs $\Delta$ FosB                     | t (12) = 0.310      | P = 0.7619 | NS  |
| <b>Fig 3i (Right)</b>    | Independent samples t-test | Control vs $\Delta$ FosB                     | t (12) = 1.244      | P = 0.2371 | NS  |
| <b>Fig 3j</b>            | 2-way Mixed ANOVA          | Group: Control vs $\Delta$ FosB              | F (1, 12) = 0.5060  | P = 0.4905 | NS  |
|                          |                            | Day (1,2,3,4,5)                              | F (4, 48) = 13.91   | P < 0.0001 | *** |
|                          |                            | Group X Day                                  | F (4, 48) = 0.5236  | P = 0.7189 | NS  |
| <b>Fig 4b (main)</b>     | 2-way Mixed ANOVA          | Group: GFP vs $\Delta$ FosB                  | F (1, 26) = 7.540   | P = 0.0108 | *   |
|                          |                            | Current                                      | F (11, 286) = 145.6 | P < 0.0001 | *** |
|                          |                            | Group X Current                              | F (11, 286) = 7.590 | P < 0.0001 | *** |
| <b>Fig 4b (inset)</b>    | Independent samples t-test | GFP vs $\Delta$ FosB                         | t (26) = 2.476      | P = 0.0108 | *   |
| <b>Fig 4c</b>            | Independent samples t-test | GFP vs $\Delta$ FosB                         | t (26) = 1.905      | P = 0.0680 | NS  |
| <b>Fig 4f</b>            | Independent samples t-test | WT vs KO                                     | t (10) = 3.603      | P = 0.0048 | **  |
| <b>Fig 4h (main)</b>     | 2-way Mixed ANOVA          | Group: WT vs KO                              | F (1, 45) = 4.391   | P = 0.0418 | *   |
|                          |                            | Current                                      | F (11, 495) = 294.4 | P < 0.0001 | *** |
|                          |                            | Group X Current                              | F (11, 495) = 1.694 | P = 0.0715 | NS  |
| <b>Fig 4h (inset)</b>    | Independent samples t-test | WT vs KO                                     | t (45) = 2.095      | P = 0.0418 | *   |
| <b>Fig 4i</b>            | Independent samples t-test | WT vs KO                                     | t (45) = 0.7551     | P = 0.4541 | NS  |
| <b>Fig 5c (Adra2a)</b>   | Independent samples t-test | Control vs $\Delta$ FosB                     | t (22) = 2.4239     | P = 0.0240 | *   |
| <b>Fig 5c (Arhgap36)</b> | Independent samples t-test | Control vs $\Delta$ FosB                     | t (10) = 0.6722     | P = 0.5167 | NS  |
| <b>Fig 5c (Elavl2)</b>   | Independent samples t-test | Control vs $\Delta$ FosB                     | t (10) = 1.0636     | P = 0.3125 | NS  |
| <b>Fig 5c (KCTD9)</b>    | Independent samples t-test | Control vs $\Delta$ FosB                     | t (9) = 1.1526      | P = 0.2788 | NS  |
| <b>Fig 5c (Nefm)</b>     | Independent samples t-test | Control vs $\Delta$ FosB                     | t (22) = 1.7655     | P = 0.0914 | NS  |
| <b>Fig 5c (Gaa)</b>      | Independent samples t-test | Control vs $\Delta$ FosB                     | t (10) = 0.4133     | P = 0.6881 | NS  |
| <b>Fig 5c (Igfbp6)</b>   | Independent samples t-test | Control vs $\Delta$ FosB                     | t (10) = 1.7649     | P = 0.1081 | NS  |
| <b>Fig 5c (Peg10A)</b>   | Independent samples t-test | Control vs $\Delta$ FosB                     | t (10) = 1.7305     | P = 0.1142 | NS  |
| <b>Fig 5c (Peg10B)</b>   | Independent samples t-test | Control vs $\Delta$ FosB                     | t (10) = 0.0383     | P = 0.9702 | NS  |
| <b>Fig 5c (Prkcb)</b>    | Independent samples t-test | Control vs $\Delta$ FosB                     | t (10) = 1.9366     | P = 0.0815 | NS  |
| <b>Fig 5c (Scg5)</b>     | Independent samples t-test | Control vs $\Delta$ FosB                     | t (10) = 1.1394     | P = 0.2811 | NS  |
| <b>Fig 5d</b>            | One-way ANOVA              | Group: Control, Cas9, $\Delta$ JunD          | F (2, 33) = 4.273   | P = 0.0224 | *   |
| <b>Fig 5f</b>            | Independent samples t-test | FosB <sup>-/-</sup> vs FosB <sup>fl/fl</sup> | t (181) = 6.203     | P < 0.0001 | *** |

**Table S5: Summary of Statistics for Supplementary Figures**

| Figure                  | Test                       | Comparison                   | Stat               | p-value    | Summary |
|-------------------------|----------------------------|------------------------------|--------------------|------------|---------|
| <b>Fig S1c (Left)</b>   | Independent samples t-test | Control vs Defeat            | t (18) = 1.770     | P = 0.0936 | NS      |
| <b>Fig S1e (Left)</b>   | Independent samples t-test | Saline vs Fluoxetine         | t (10) = 3.908     | P = 0.0029 | **      |
| <b>Fig S1e (Middle)</b> | Independent samples t-test | Saline vs Fluoxetine         | t (10) = 7.951     | P < 0.0001 | ***     |
| <b>Fig S1e (Right)</b>  | Independent samples t-test | Saline vs Fluoxetine         | t (10) = 5.674     | P = 0.0002 | ***     |
| <b>Fig S3a (Left)</b>   | Independent samples t-test | GFP vs $\Delta$ JunD         | t (23) = 1.517     | P = 0.1430 | NS      |
| <b>Fig S3a (Right)</b>  | Independent samples t-test | GFP vs $\Delta$ JunD         | t (23) = 1.118     | P = 0.2750 | NS      |
| <b>Fig S3b (Left)</b>   | Independent samples t-test | GFP vs $\Delta$ JunD         | t (23) = 1.494     | P = 0.1489 | NS      |
| <b>Fig S3b (Right)</b>  | Independent samples t-test | GFP vs $\Delta$ JunD         | t (23) = 1.240     | P = 0.2275 | NS      |
| <b>Fig S4b</b>          | Independent samples t-test | NT vs GFP                    | t (6) = 0.0616     | P = 0.9529 | NS      |
| <b>Fig S4b</b>          | Independent samples t-test | NT vs gRNA1                  | t (6) = 1.529      | P = 0.1771 | NS      |
| <b>Fig S4b</b>          | Independent samples t-test | NT vs gRNA2                  | t (6) = 2.901      | P = 0.0273 | *       |
| <b>Fig S4e</b>          | Independent samples t-test | GFP vs FosB gRNA             | t (23) = 2.813     | P = 0.0099 | **      |
| <b>Fig S4f</b>          | 2-way Mixed ANOVA          | Group: GFP vs FosB gRNA      | F (1, 36) = 0.5372 | P = 0.4684 | NS      |
|                         |                            | Object: Familiar vs Novel    | F (1, 36) = 1.109  | P = 0.2993 | NS      |
|                         |                            | Group X Object               | F (1, 36) = 6.821  | P = 0.0131 | *       |
| <b>Fig S5c</b>          | Independent samples t-test | Control vs FosB gRNA         | t (266) = 5.876    | P < 0.0001 | ***     |
| <b>Fig S6a (Left)</b>   | Independent samples t-test | Control vs FosB KO           | t (13) = 1.203     | P = 0.2504 | NS      |
| <b>Fig S6a (Right)</b>  | Independent samples t-test | Control vs FosB KO           | t (13) = 2.527     | P = 0.0253 | *       |
| <b>Fig S6b (Left)</b>   | Independent samples t-test | Control vs FosB KO           | t (12) = 0.930     | P = 0.3706 | NS      |
| <b>Fig S6b (Right)</b>  | Independent samples t-test | Control vs FosB KO           | t (12) = 1.341     | P = 0.2049 | NS      |
| <b>Fig S6c</b>          | 2-way ANOVA                | Group: Control vs FosB KO    | F (1, 28) = 0.031  | P = 0.8607 | NS      |
|                         |                            | Stress: No Stress vs. Stress | F (1, 28) = 7.186  | P = 0.0122 | *       |
|                         |                            | Group X Stress               | F (1, 28) = 1.918  | P = 1.770  | NS      |
| <b>Fig S6d</b>          | 2-way ANOVA                | Group: Control vs FosB KO    | F (1, 44) = 0.120  | P = 0.7305 | NS      |
|                         |                            | Stress: No Stress vs. Stress | F (1, 44) = 8.891  | P = 0.0047 | **      |
|                         |                            | Group X Stress               | F (1, 44) = 0.4044 | P = 0.5281 | NS      |
| <b>Fig S6e</b>          | 2-way ANOVA                | Group: Control vs FosB KO    | F (1, 44) = 5.325  | P = 0.0258 | *       |
|                         |                            | Stress: No Stress vs. Stress | F (1, 44) = 16.510 | P = 0.0002 | ***     |
|                         |                            | Group X Stress               | F (1, 44) = 1.956  | P = 0.1690 | NS      |
| <b>Fig S6f</b>          | 2-way ANOVA                | Group: Control vs FosB KO    | F (1, 38) = 0.155  | P = 0.6962 | NS      |
|                         |                            | Stress: No Stress vs. Stress | F (1, 38) = 0.597  | P = 0.4447 | NS      |

|                         |                            |                                 |                     |            |     |
|-------------------------|----------------------------|---------------------------------|---------------------|------------|-----|
|                         |                            | Group X Stress                  | F (1, 38) = 0.103   | P = 0.7497 | NS  |
| <b>Fig S8b</b>          | Independent samples t-test | GFP vs $\Delta$ FosB            | t (9) = 8.407       | P < 0.0001 | *** |
| <b>Fig S8c</b>          | Independent samples t-test | GFP vs $\Delta$ FosB            | t (81) = 2.350      | P = 0.0212 | *   |
| <b>Fig S9a (Left)</b>   | Independent samples t-test | Control vs $\Delta$ FosB        | t (13) = 1.359      | P = 0.1972 | NS  |
| <b>Fig S9a (Right)</b>  | Independent samples t-test | Control vs $\Delta$ FosB        | t (13) = 0.114      | P = 0.9113 | NS  |
| <b>Fig S9b</b>          | 2-way Mixed ANOVA          | Group: Control vs $\Delta$ FosB | F (1, 13) = 1.473   | P = 0.2465 | NS  |
|                         |                            | Day (1,2,3,4,5)                 | F (4, 52) = 17.96   | P < 0.0001 | *** |
|                         |                            | Group X Day                     | F (4, 52) = 0.9139  | P = 0.4629 | NS  |
| <b>Fig S9c (Left)</b>   | Independent samples t-test | Control vs $\Delta$ FosB        | t (13) = 0.194      | P = 0.8493 | NS  |
| <b>Fig S9c (Right)</b>  | Independent samples t-test | Control vs $\Delta$ FosB        | t (13) = 2.380      | P = 0.0333 | *   |
| <b>Fig S9d (Left)</b>   | Independent samples t-test | Control vs $\Delta$ FosB        | t (12) = 0.601      | P = 0.5590 | NS  |
| <b>Fig S9d (Right)</b>  | Independent samples t-test | Control vs $\Delta$ FosB        | t (12) = 0.599      | P = 0.5603 | NS  |
| <b>Fig S10a</b>         | 2-way Mixed ANOVA          | Group: GFP vs $\Delta$ FosB     | F (1, 24) = 12.37   | P = 0.0018 | **  |
|                         |                            | Voltage                         | F (14, 336) = 100.8 | P < 0.0001 | *** |
|                         |                            | Group X Voltage                 | F (14, 336) = 10.27 | P < 0.0001 | *** |
| <b>Fig S10b (Left)</b>  | Independent samples t-test | GFP vs $\Delta$ FosB            | t (26) = 5.479      | P < 0.0001 | *** |
| <b>Fig S10b (Right)</b> | Independent samples t-test | GFP vs $\Delta$ FosB            | t (26) = 3.760      | P = 0.0009 | *** |
| <b>Fig S10c (Left)</b>  | Independent samples t-test | GFP vs $\Delta$ FosB            | t (25) = 0.3472     | P = 0.3472 | NS  |
| <b>Fig S10c (Right)</b> | Independent samples t-test | GFP vs $\Delta$ FosB            | t (25) = 5.208      | P < 0.0001 | *** |
| <b>Fig S11c</b>         | Independent samples t-test | WT vs Het                       | t (12) = 1.533      | P = 0.1511 | NS  |
| <b>Fig S12a</b>         | 2-way Mixed ANOVA          | Group: WT vs KO                 | F (1, 24) = 12.37   | P = 0.0018 | **  |
|                         |                            | Voltage                         | F (14, 336) = 100.8 | P < 0.0001 | *** |
|                         |                            | Group X Voltage                 | F (14, 336) = 10.27 | P < 0.0001 | *** |
| <b>Fig S12b (Left)</b>  | Independent samples t-test | WT vs KO                        | t (45) = 1.553      | P = 0.1275 | NS  |
| <b>Fig S12b (Right)</b> | Independent samples t-test | WT vs KO                        | t (45) = 3.265      | P = 0.0006 | *** |
| <b>Fig S12c (Left)</b>  | Independent samples t-test | WT vs KO                        | t (44) = 3.823      | P = 0.0004 | *** |
| <b>Fig S12c (Right)</b> | Independent samples t-test | WT vs KO                        | t (44) = 2.951      | P = 0.0051 | **  |

Fig. S1

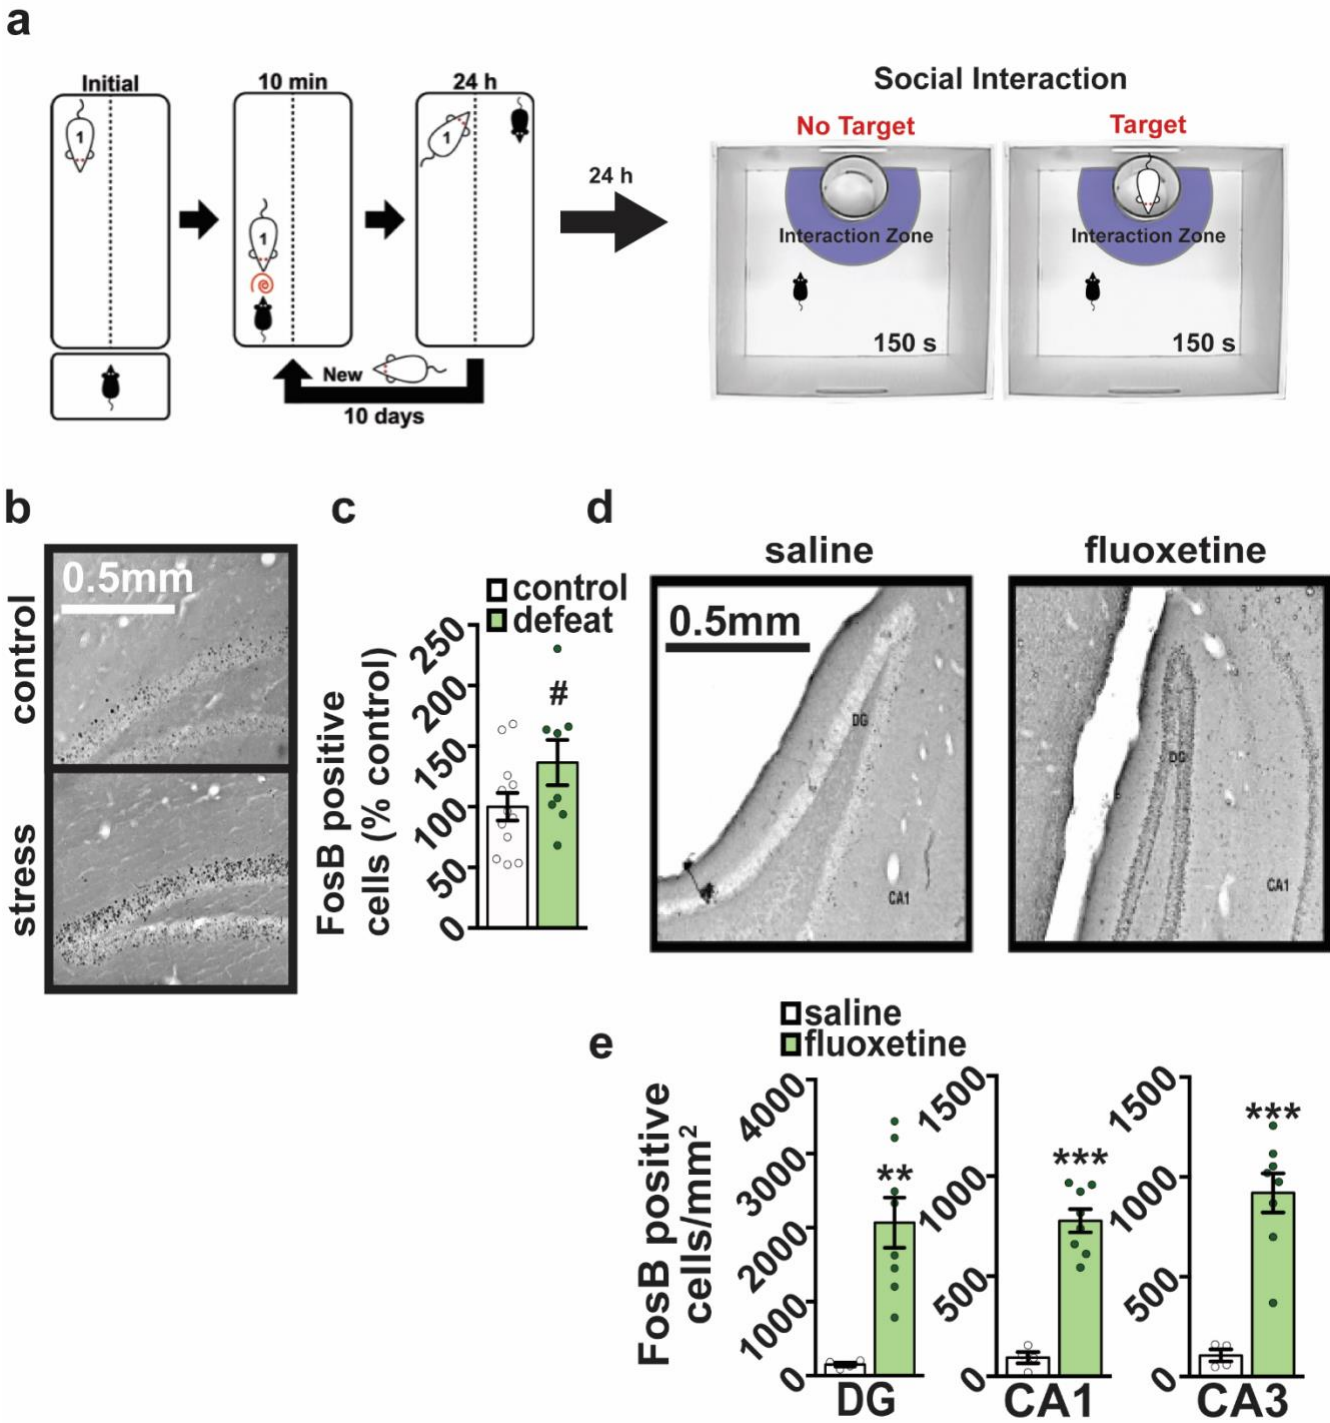

Fig. S2

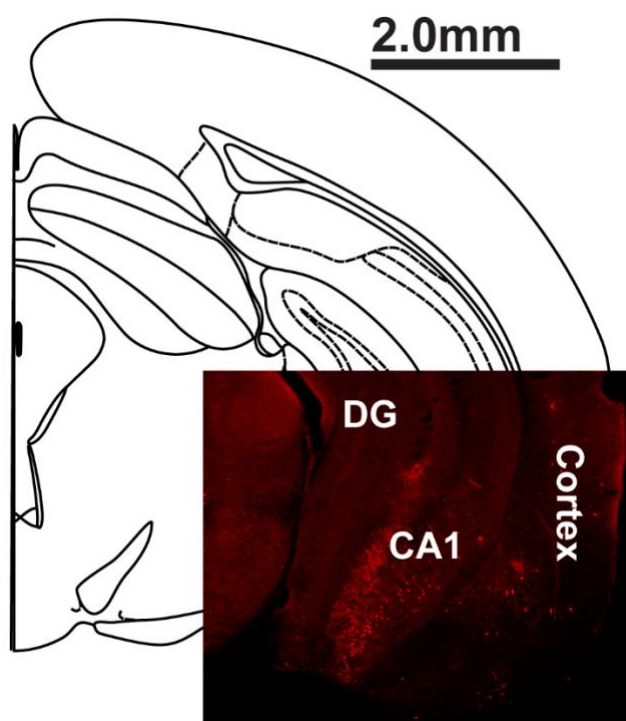

Fig. S3

Fig. S4

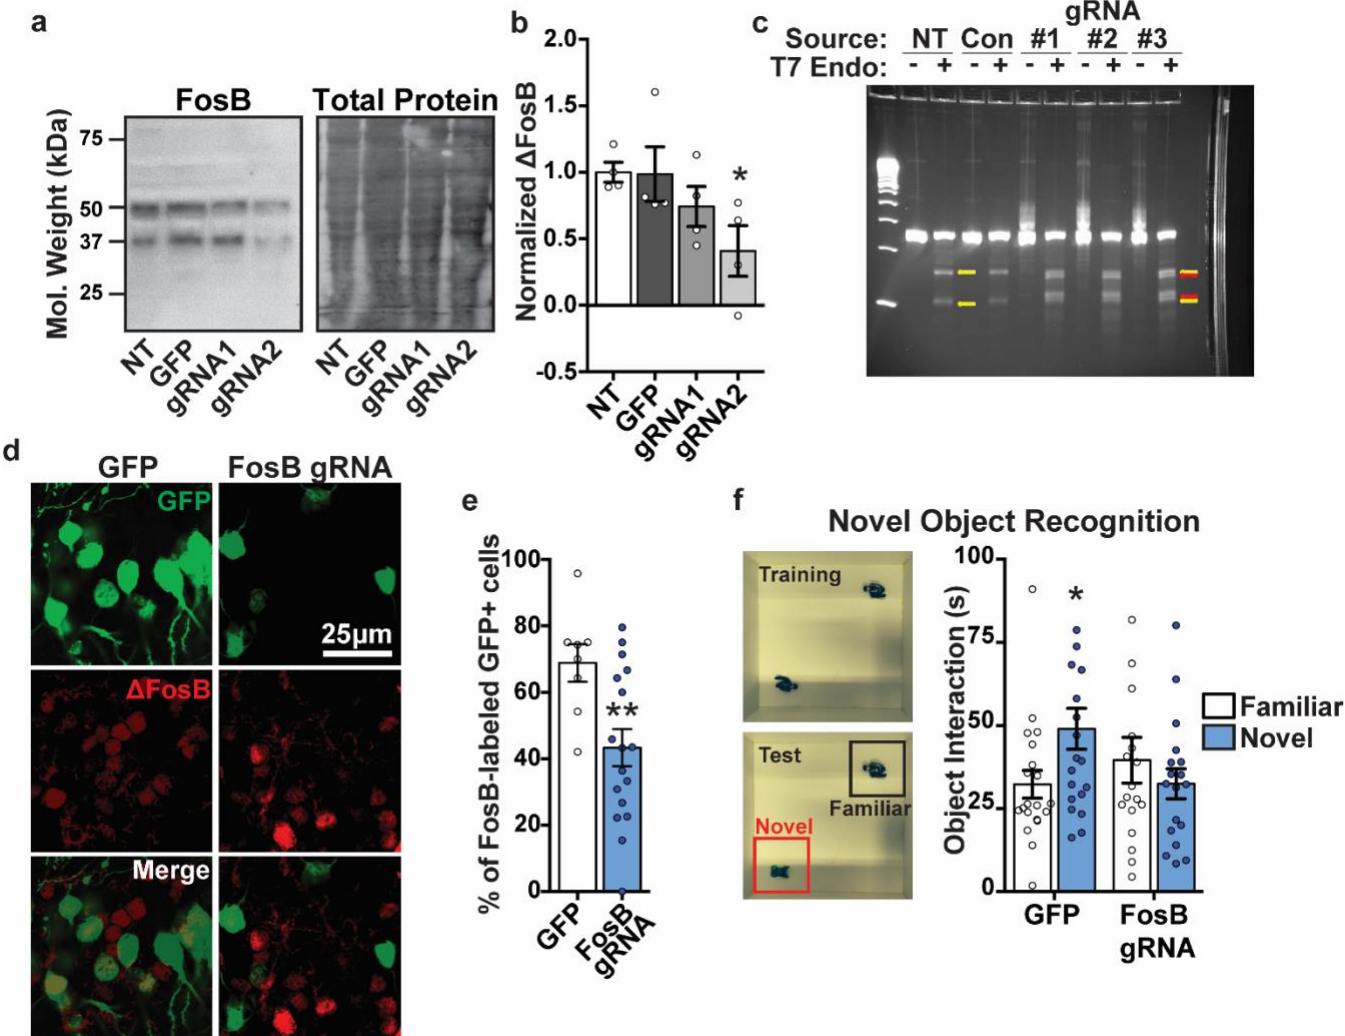

Fig. S5

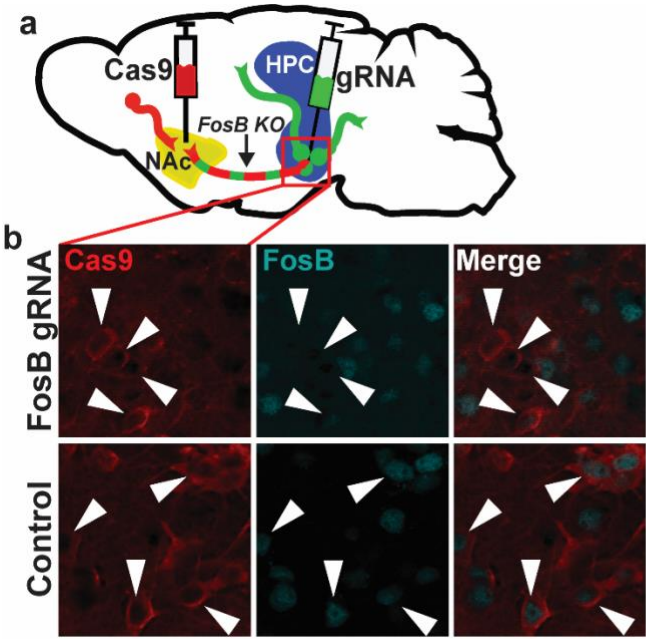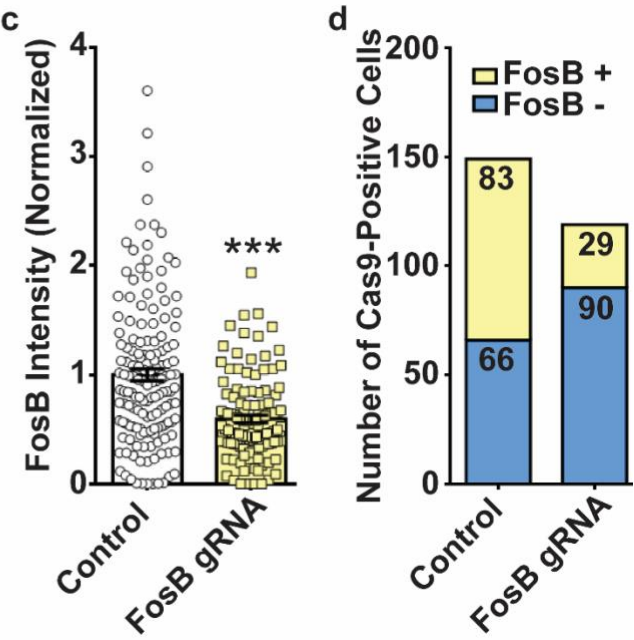

Fig. S6

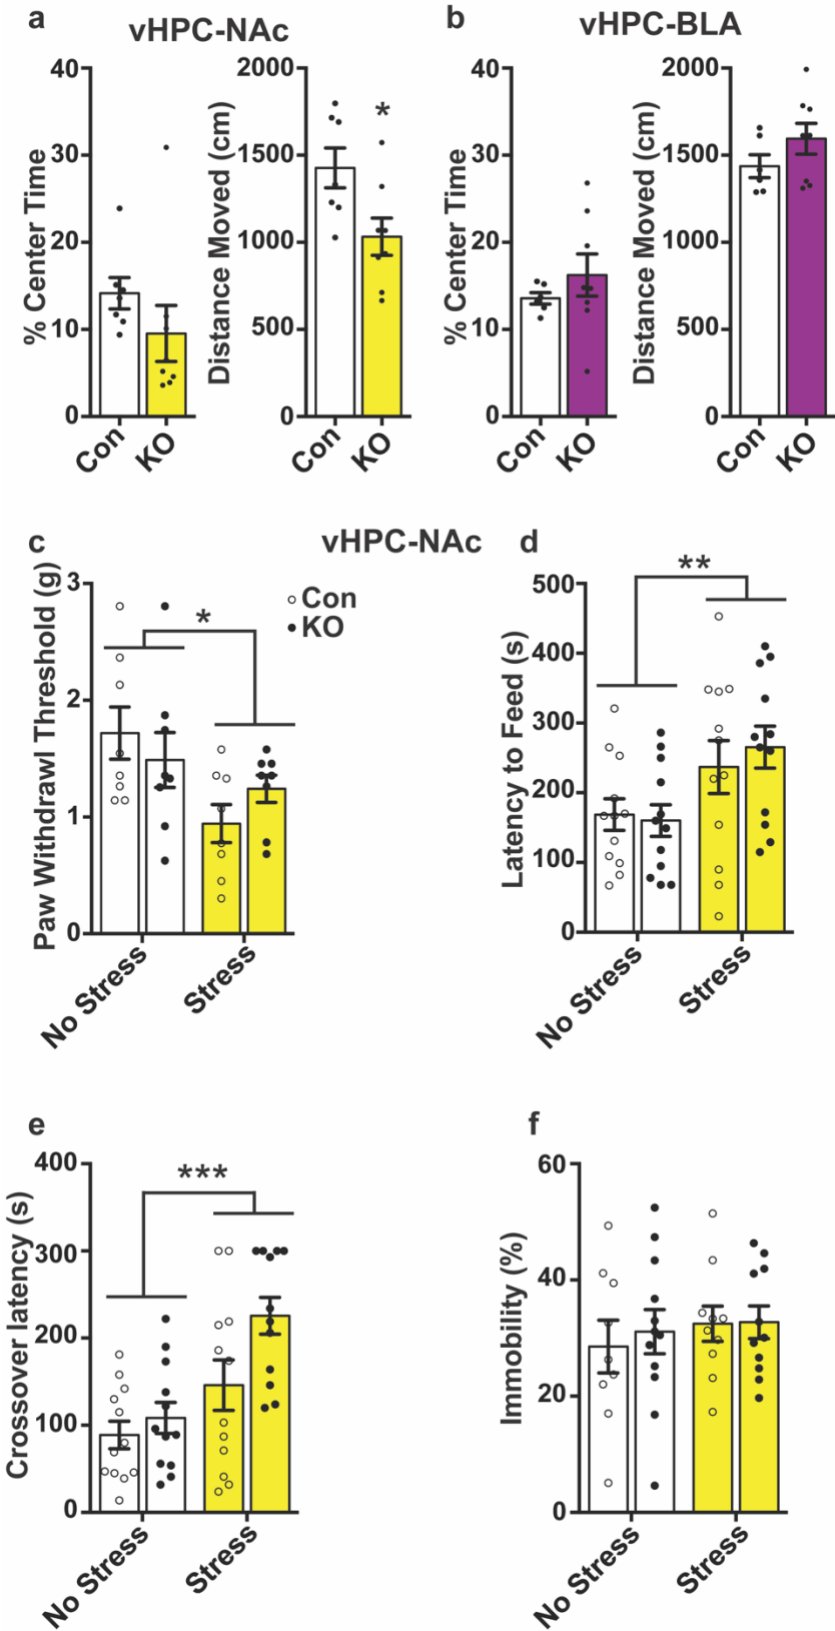

Fig. S7

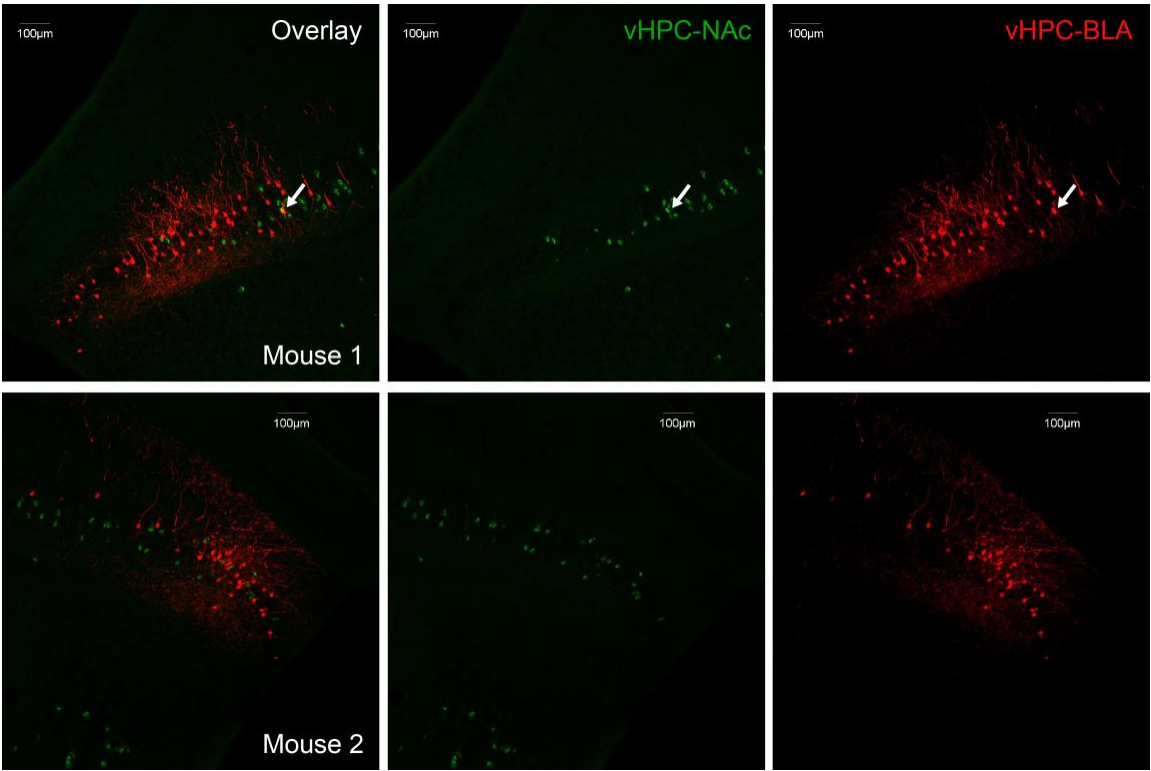

Fig. S8

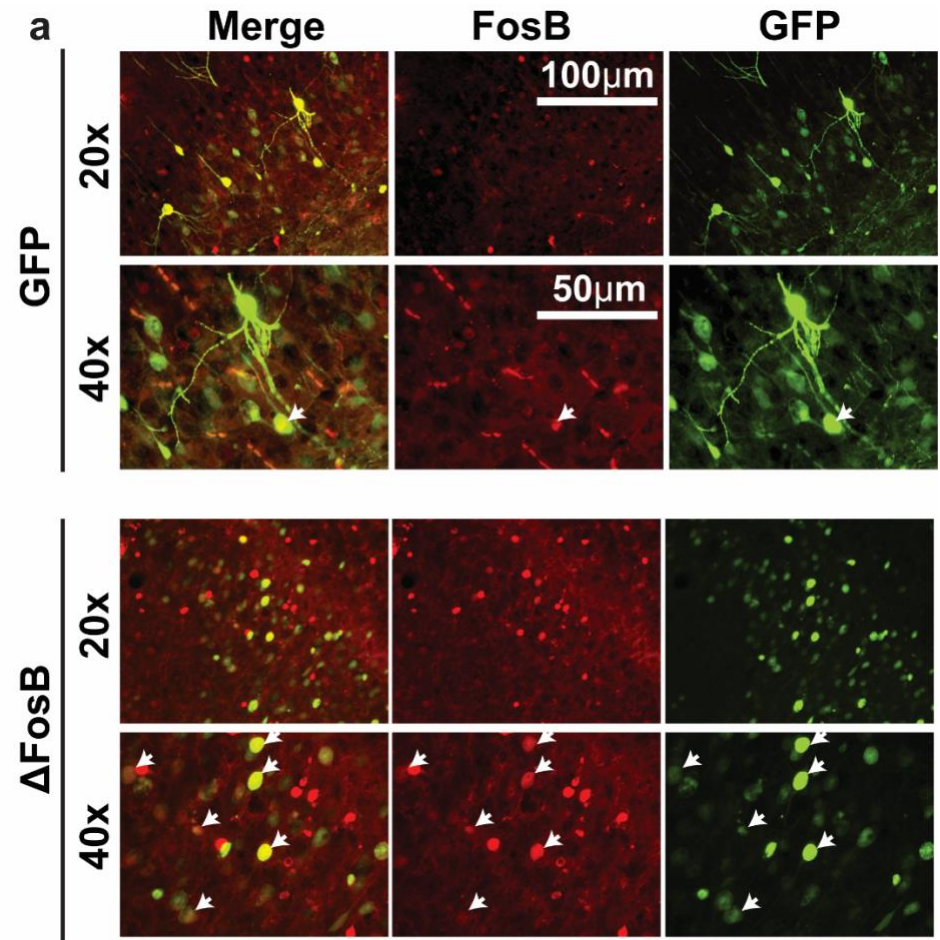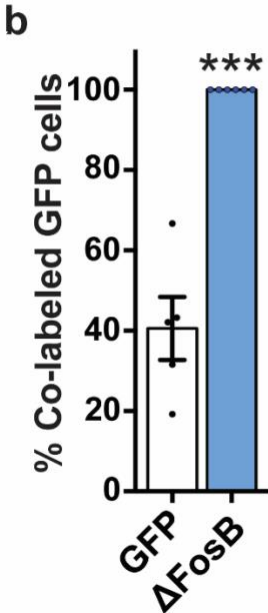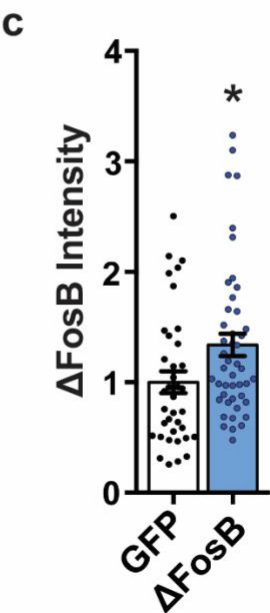

Fig. S9

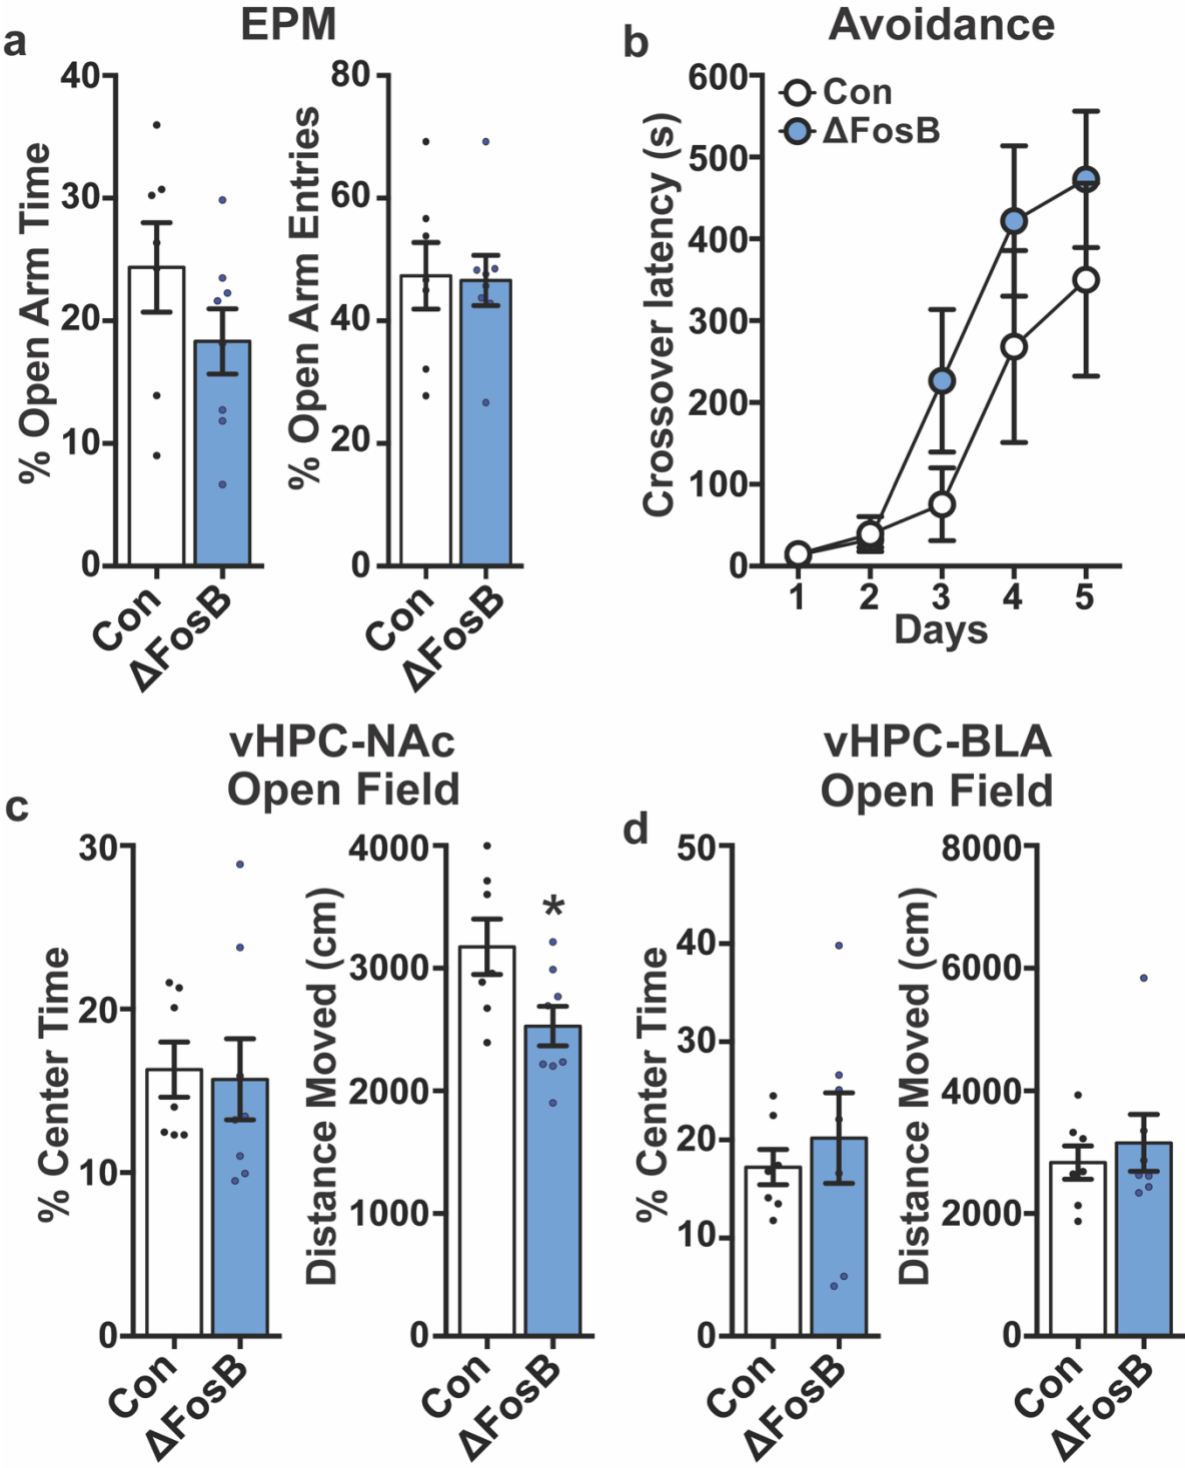

Fig. S10

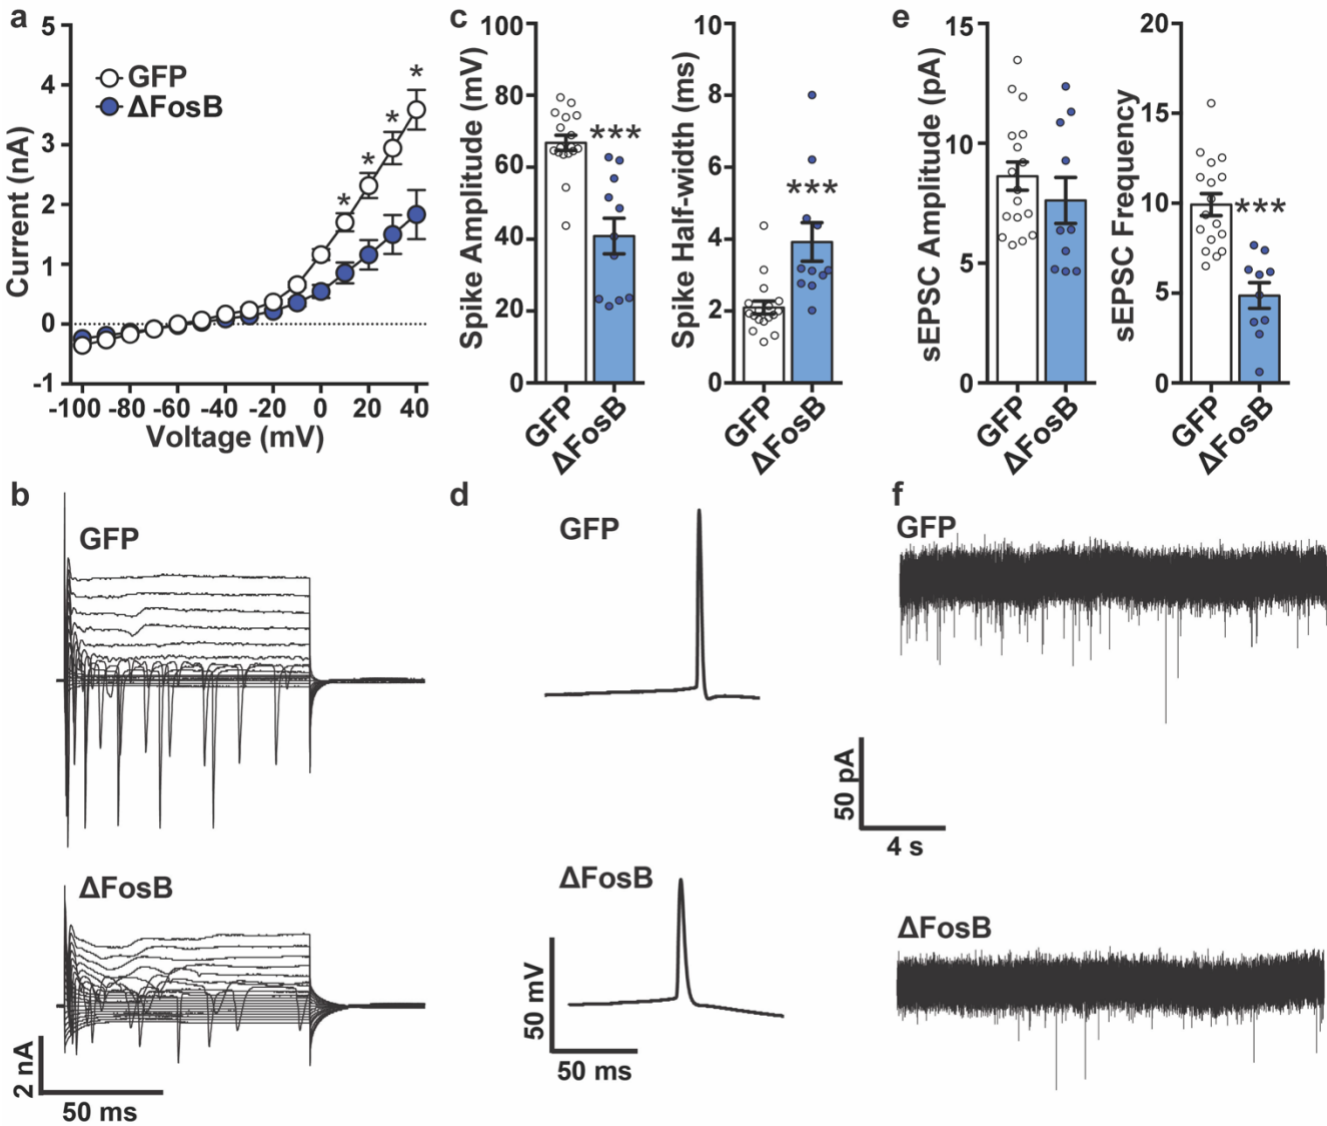

Fig. S11

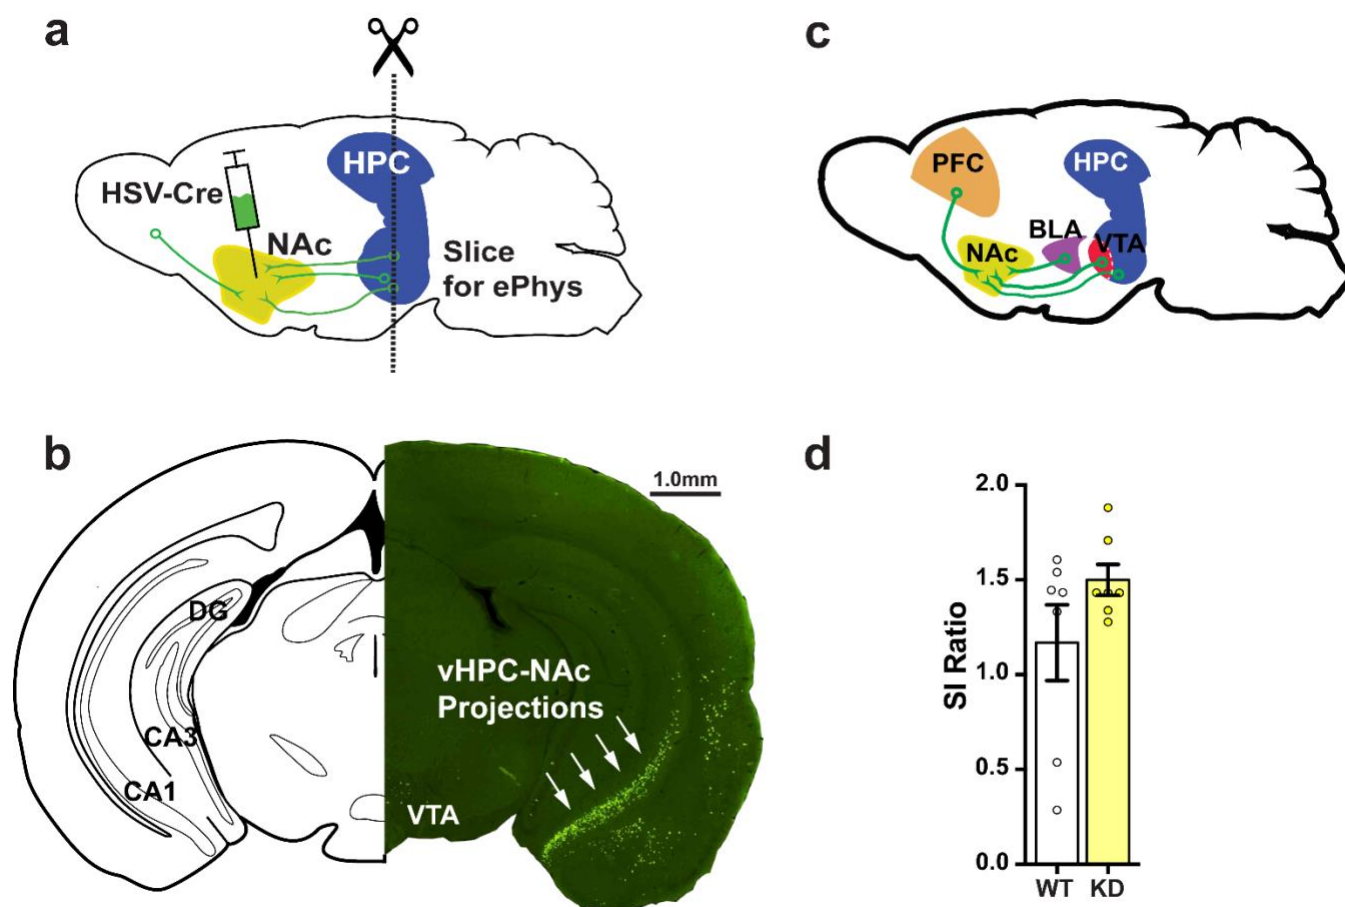

Fig. S12

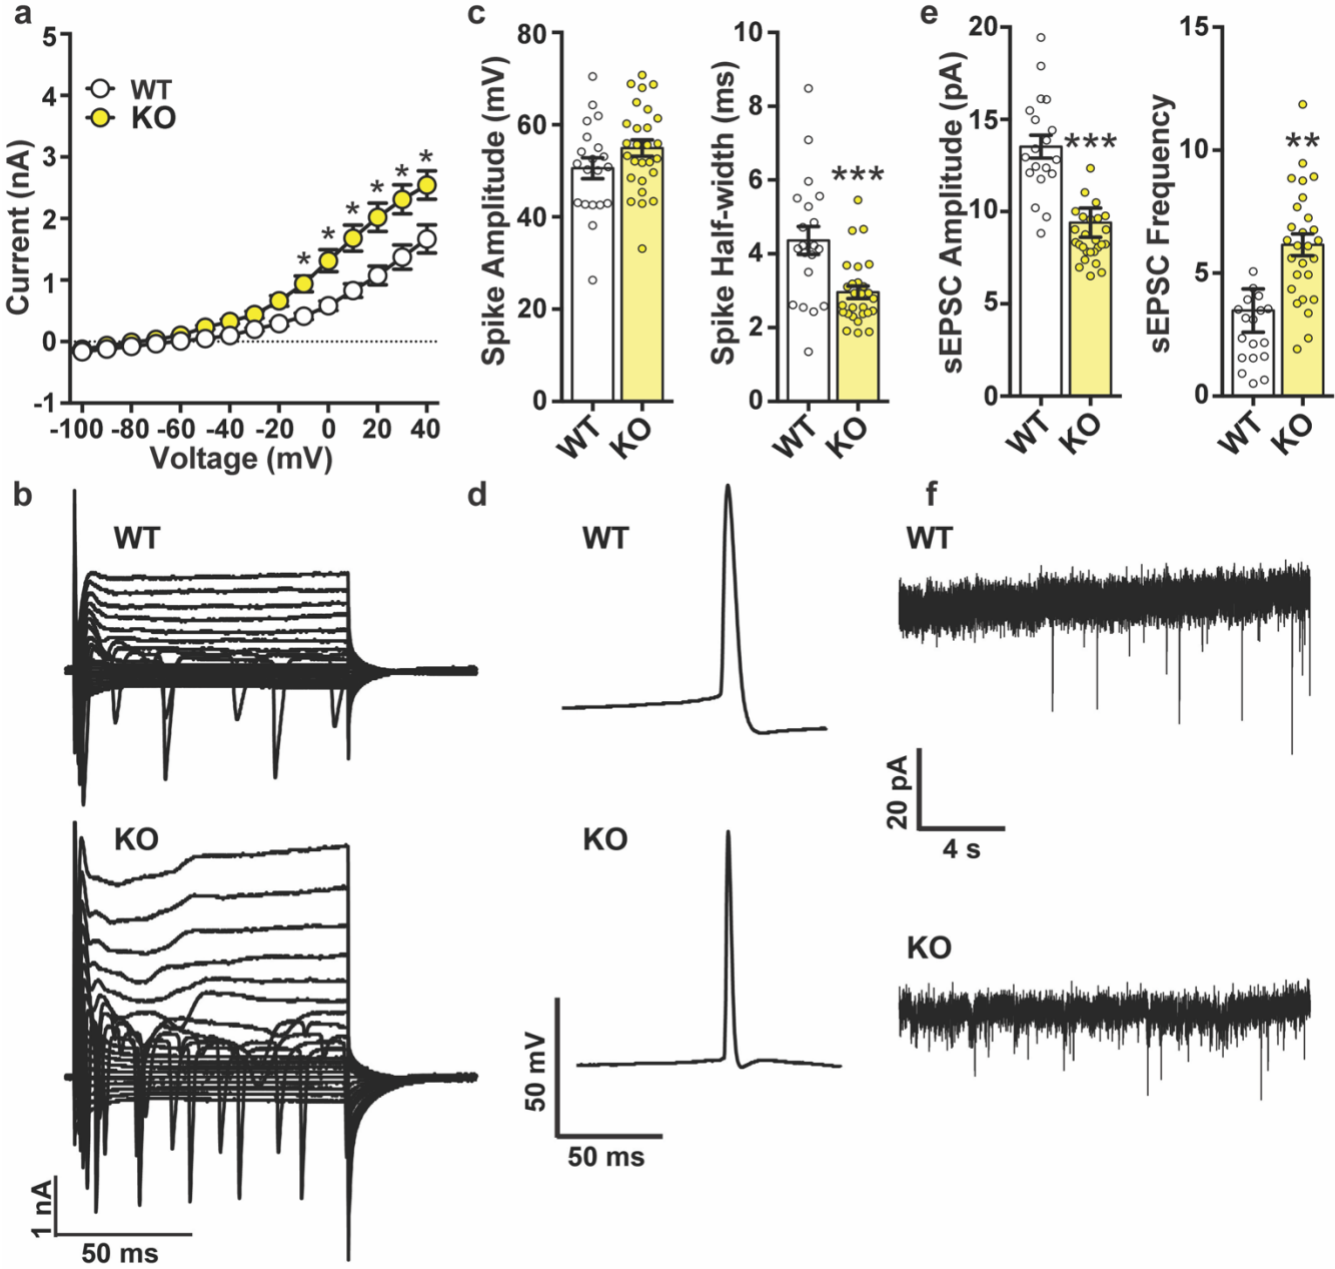

Fig. S13

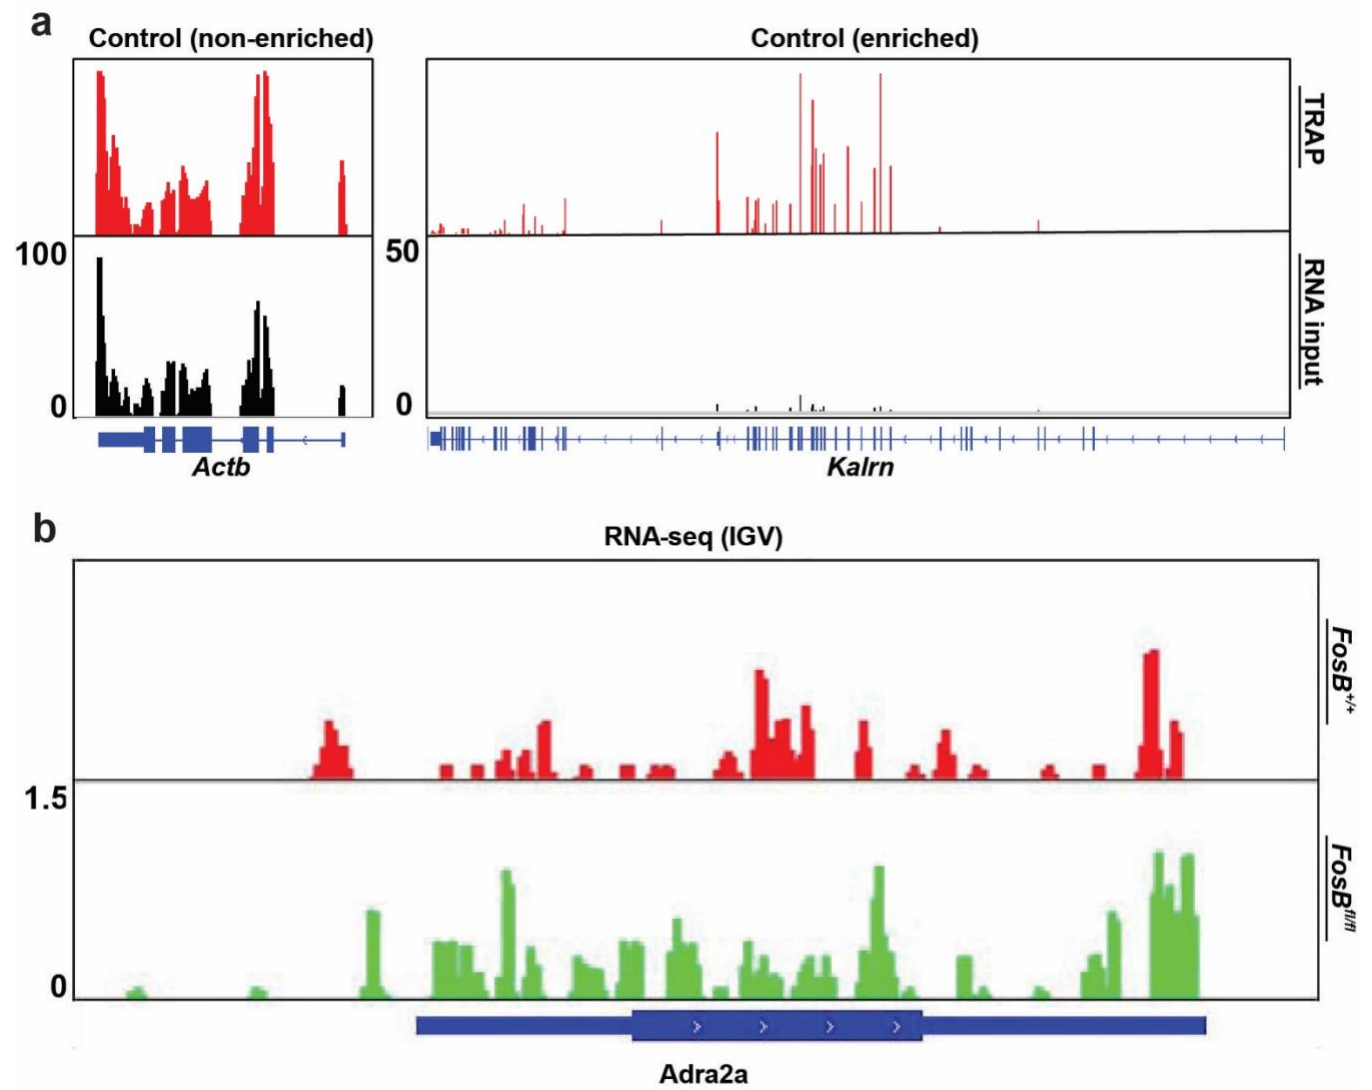

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Circuit-specific hippocampal ΔFosB underlies resilience to stress-induced social avoidance
**Source:** Nat Commun. 2020 Sep 8;11:4484. doi: 10.1038/s41467-020-17825-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

CleverSys TopScan Realtime 2.0 (Clever Sys Inc, Reston, VA, USA) for automated behavioral tracking  
Axon pClamp 10 (Molecular Devices, San Jose, CA, USA) for electrophysiological recordings and manipulation

Data analysis

How the deposited data were processed for this re-analysis (not part of the article)

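Circuit-specific TRAP-Seq was carried out on vHPC of WT and FosB KO mice that carried GFP-L10a, 3 weeks after retrograde HSV-Cre in NAc. The 12 libraries are 3 WT TRAP, 3 KO TRAP, 3 WT input and 3 KO input, each from a pool of mice, and each pool gave a TRAP and an input library. The sample labels give the genotype, the number of the pool and whether the library is input, and a label without that word was read as TRAP. The labels state 3 mice per pool, and the paper 3 to 4. The slice recordings, behavior, staining and Neuro2a experiments of the paper were not analysed here.

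The authors deposited raw counts, reads per gene, for each library separately. Before that they mapped the reads to mm9 with TopHat and counted them per gene with HTSeq-count against Gencode vM1, setting aside reads with more than 1 alignment. The deposited counts were not normalized or filtered. All gene identifiers of the counts are in Gencode vM1, from which symbols and positions on mm9 were taken. Of the uniquely aligned reads, 20.6% to 27.1% fell on no gene and 2.11% to 2.56% were ambiguous between genes. The paper names DESeq2 for differential expression.

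Counts on genes ran from 3416030 to 5614089 per library, with a median of 4296057. At these depths, 3 counts correspond to 0.534 to 0.878 CPM before TMM scaling, and a gene under that cannot be told from absent. Between 2 libraries of the same group, 0.853% to 2.07% of the genes compared had identical counts, so none is a copy of another in its group. The 4 Y-linked genes with counts summed to 72.5 to 114 CPM per library, and Xist had at most 1 count, so all pools were read as male.

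Counts were tested in R 4.3.3 with edgeR 4.0.16, with the default filter on expression by group, TMM normalization, robust dispersion, and the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. KO was compared with WT in TRAP and, separately, in input libraries. TRAP was compared with input in WT, in KO, and over both genotypes, and the difference of the enrichments between genotypes was tested as an interaction in a fit of all 12 libraries. CPM values are TMM-normalized over the 12 libraries.

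Single genes were also compared with exact permutation tests of log2(CPM + 0.5), or with sign flips over 6 pools for TRAP against input, all two-sided. Gene lists written before the data were examined were tested with the camera test of limma 3.58.1 (inter-gene correlation 0.01), with adjustment over the lists of a comparison, and their medians were set against 10000 random lists of the same size and similar mean expression. Lists with fewer than 3 genes tested were left out. Fisher's exact tests used scipy 1.17.1. Stretches of 75 bases from the exons of the named genes were aligned to mm9 with minimap2 2.31, and a stretch with another place at up to 2 mismatches was counted as shared.

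The genes named were fixed before the data were examined: those the paper names for the TRAP data, the genes of Table S2 as a set, the 5 with the smallest p in each direction between KO and WT in TRAP and in input where the adjusted p was under 0.05 and the groups did not overlap, the 3 most enriched and 3 most depleted in TRAP, and members of the lists discussed. Epas1 and Adcy3 were named after their values were seen.

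The same steps were tested on simulated data, with counts drawn for the real genes from the means and spread of each comparison and 200 genes changed by known fold changes. In the comparison of KO with WT TRAP, 62.4% of the changed genes were called and 7.63% of the calls were unchanged genes. With the pool number as a block, 49.0% were called and 25.2% of the calls were unchanged genes.

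The alternatives were RLE in place of TMM, total counts without a composition factor, no filter beyond 1 count in any library, a mean of at least 10 counts, leaving out mitochondrial genome genes, edgeR without robust dispersion, DESeq2 1.42.0 without and with a normal prior on fold changes, a fit of all 12 libraries with 4 groups, a block for the pool number, and leaving out each pool in turn. For TRAP against input, the block joins the TRAP and input library of the same pool, which the labels give the same number. For KO against WT, numbers 2 and 3 occur in both genotypes but stand for different mice. DESeq2 with a normal prior and no filter was added after the data were seen. Genes of Table S3 were matched by symbol.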

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

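The lists of marker genes, the comparisons and most tests were chosen before the data were examined. The tests of the difference between TRAP and input for Fosb, and of other splits for the enrichments, were chosen only after those results were seen.

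The paper does not report a comparison of the input libraries between genotypes. In input, 4 of 12816 genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 371 at an unadjusted p under 0.05 where 641 would be expected if no gene differed. Gm10036 was higher in KO by 3.30 and RNaseP_nuc, Efr3b and Dnajc27 changed by -4.18, -0.74 and -0.74 on the log2 scale, each with groups that do not overlap. Over the 12801 genes compared in this way, the groups did not overlap in 8.39%, where chance gives 10%. Of the 10 splits of the 6 input libraries, 2 gave as many genes at an adjusted p under 0.05, the real split included, and the other, which sets WT 1, WT 3 and KO 3 against the rest, gave 25. Of the 4 splits that part both same-numbered pairs, 1 did, the real one. At an unadjusted p under 0.05, 7 of the 10 splits gave as many genes. With 10 splits the share cannot fall under 0.1, so a grouping by chance cannot be excluded for the count. All exon stretches of Gm10036 have another place in the genome, so reads of other copies could be counted there. Its change in input stayed between 3.06 and 3.52 with each pool left out in turn. No biological explanation was tested for these genes.

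Fosb changed by -0.68 on the log2 scale in input (unadjusted p = 0.00557, and an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in each of the 3 KO libraries than in each WT library. Only neurons that project to NAc receive Cre, and they are part of the tissue in input. If most of the fall came from excision in those neurons, the fall in TRAP would be larger. The difference between the changes had an unadjusted p of 0.791, so a lower Fosb count on the floxed allele in cells without Cre may contribute, and cannot be told apart from a fall in the labeled neurons with 3 pools on each side. The counts per gene do not show which exons the reads come from, so excision itself was not tested.

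The list of medial amygdala and hypothalamus genes, without its genes in Table S3, was higher in KO input by a median of 0.12 on the log2 scale, with 13 of 16 genes higher, and by 0.21 in TRAP, with 13 of 16 higher. The adjusted p from limma's camera test was 2.79e-05 in input and 0.00390 in TRAP. This is consistent with a difference in dissection, with more tissue of that kind in the KO punches, since input RNA comes mostly from cells without Cre. The camera test assumes an inter-gene correlation of 0.01. With the correlation estimated from the data, the adjusted p was 0.422 in input and 0.389 in TRAP, so the shift depends on that setting. With each pool left out in turn, the median ran from 0.12 to 0.27 in input and from 0.09 to 0.28 in TRAP, where the adjusted p from the camera test rose to 0.0720 without KO replicate 2. A biological effect of the KO on these genes cannot be excluded, as genotype and pools go together.

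Epas1 was the single gene whose TRAP enrichment differed between genotypes by its own test (difference -1.38, standard error 0.23, adjusted p = 0.0233 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 358 genes at an unadjusted p under 0.05 where 661 would be expected. It stood at 23.3 ± 0.42 CPM (SD) in WT TRAP and 9.99 ± 2.78 CPM in KO TRAP, and at 124 ± 8.40 and 141 ± 9.08 CPM in WT and KO input, and it was far lower in TRAP than in input in 6 of 6 pools. Over its alternatives, the adjusted p from edgeR or DESeq2 ran from 8.89e-05 to 0.0510 in the fits that kept all pools, and from 0.0216 to 0.796 with a pool left out. Regrouping the pools, 2 of 10 splits gave as many genes with an adjusted p under 0.05, and 2 of the 4 splits that part both same-numbered pairs did, so a grouping by chance cannot be excluded. Because Epas1 is depleted in TRAP, its counts there could come from other cells carried over. No shift of the astrocyte and oligodendrocyte lists was found between KO and WT TRAP (smallest adjusted p = 0.169 from limma's camera test). This does not exclude a difference in glia carried over, since a test without a call cannot show that there is none. The microglia and endothelial lists had too few genes in TRAP to be tested.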

How the results depend on the processing

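All alternatives below were set before the data were examined, apart from DESeq2 with a normal prior and no filter, which was chosen only after the results were seen. Fosb, Adra2a, Kalrn and Actb kept their direction and their side of p 0.05 in the comparisons the paper makes (Fosb and Adra2a by unadjusted p, Kalrn and Actb by adjusted p over both genotypes) under every alternative run. Leaving out each pool in turn, the log2 fold change of KO against WT in TRAP ran from -0.96 to -0.62 for Fosb and from 0.55 to 0.83 for Adra2a, and the log2 ratio of TRAP to input ran from 2.34 to 2.69 for Kalrn and from 0.33 to 0.40 for Actb. The adjusted p of Fosb and Adra2a in TRAP stayed above 0.05 throughout, from 0.0806 for Fosb and from 0.206 for Adra2a.

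The count of genes at an adjusted p under 0.05 between KO and WT in TRAP was 8. It was 41 without the expression filter (15 higher in KO), 18 with DESeq2 without a prior (6 higher), 15 with DESeq2 with a normal prior (6 higher), and from 5 to 20 across the 6 fits that each left out one pool. Of the 8 genes, Peg10, Gm10036, Efr3b and Rps9 kept an adjusted p under 0.05 in all 17 other fits. Nefm and Id4 lost it in 8 of the 17 each, and Calm3 and Gm11223 in 2 each. The count at an unadjusted p under 0.05 was 709, against 1101 without the filter, 560 with DESeq2 without a prior, 551 with a normal prior, and from 431 to 995 with one pool left out. The lowest of these, 431 without KO replicate 4, was under the 602.5 expected. With a normal prior and no filter the count was 543, where 964 would be expected if no gene differed. With total counts only, 432 of 707 such genes were higher in KO, against 314 of 709, which moves the median of all genes by 0.03. The cause of these changes was not tested.

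In input, the count at an adjusted p under 0.05 was 4. It was 19 without the filter, 8 with DESeq2 without a prior, 8 with a normal prior, 8 with a normal prior and no filter (added after the data were seen), 7 in the fit of all 12 libraries, and from 1 to 5 with one pool left out. The count at an unadjusted p under 0.05 was 371, against 781 without the filter and from 306 to 665 with one pool left out. The cause was not tested.

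Pools 2 and 3 of WT and KO share their numbers but are different mice, and their libraries did not deviate together (mean correlation across genes -0.067 in TRAP and -0.018 in input). With the replicate block all the same, 6 genes in TRAP and 20 in input had an adjusted p under 0.05, with 480 and 618 at an unadjusted p under 0.05. Under the replicate block Fosb changed by -0.60 in TRAP and by -0.50 in input (unadjusted p = 0.0551), and Adra2a by 0.91 in TRAP and by 0.29 in input, where its direction reversed. Without WT replicate 1 the change of Adra2a in input also reversed, to 0.28, within a range of -0.42 to 0.28 with one pool left out. For Fosb in input that range was -0.77 to -0.54. In simulated data, the replicate block raised the share of unchanged genes among the calls from 7.63% to 25.2% in TRAP and from 7.83% to 16.2% in input.

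For TRAP against input, the count in WT was 3096 and ran from 1289 to 3243 with one pool left out, and that in KO was 3626 and ran from 1982 to 3181. Over both genotypes it was 5572 and ran from 4744 to 5634. With the replicate block by pool, the counts were 3303, 3977 and 5753. Without the filter, the median log2 ratio of all genes moved to -0.14 in WT, -0.14 in KO and -0.17 over both, so ratios under that setting are relative to a lower middle. With total counts only, 2081 of 3882 genes in KO were higher in TRAP, against 1648 of 3626. The difference of the enrichments gave 1 gene, 0 without robust dispersion (371 genes at an unadjusted p under 0.05), and from 0 to 1 with one pool left out, with 281 to 525 genes at an unadjusted p under 0.05. The cause was not tested.

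The odds ratio for genes near Fosb among the calls in TRAP was 10.1 within 10 Mb, 31.4 within 5 Mb (Fisher's exact test, two-sided, p = 0.0363), 13.2 within 20 Mb (p = 0.0155), and 2.84 at an unadjusted p under 0.05 within 10 Mb (p = 1.81e-05). In input it was 0 at an adjusted p and 7.07 at an unadjusted p under 0.05 (Fisher's exact test, p = 2.42e-14). Of the genes of Table S3, 97.7% had an unadjusted p under 0.05 and 1.37% an adjusted p under 0.05.

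Another 45 results, single genes and gene lists, were recomputed in 621 fits: 550 kept their direction and side of the threshold, 66 became weaker, 3 stronger, and the 2 that reversed are those of Adra2a in input. Depth, a median of 4296057 counts per library, and 3 pools limit what can be seen. In simulated TRAP data, 29.2% of the genes changed 1.5-fold were called, against 87.3% of those changed 3-fold.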

Differences from the paper's values

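For 7 of the 11 genes whose log2 fold change between KO and WT TRAP was read from the paper's Table S3, the value here differed from the paper's by more than its standard error. The values here and the paper's were -0.76 and the paper's -0.44 for Fosb, 0.70 and the paper's 0.40 for Adra2a, 1.40 and the paper's 0.49 for Arhgap36, and -0.93 and the paper's -0.26 for Kctd9. They were -0.87 and the paper's -0.54 for Igfbp6, 1.27 and the paper's 1.00 for Peg10, and -0.68 and the paper's -0.52 for Scg5.

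Among the alternatives set before the data were examined, DESeq2 with a normal prior on fold changes closed the gap for all 7, with -0.45 for Fosb, 0.41 for Adra2a, 0.51 for Arhgap36, -0.28 for Kctd9, -0.54 for Igfbp6, 1.01 for Peg10 and -0.52 for Scg5. So did DESeq2 with a normal prior and no filter, which was chosen after seeing the values, with -0.44 for Fosb and 0.40 for Adra2a. For Fosb, the replicate block and the fits without WT replicate 1 and without KO replicate 3 also came within the error. For Adra2a these were the fits without WT replicate 3 and without KO replicate 3, for Igfbp6 the fit without KO replicate 2, and for Kctd9 the replicate block and the fit without KO replicate 4. For Scg5 they were total counts only, DESeq2 without a prior, the replicate block, and the fits without WT replicate 1, WT replicate 3, KO replicate 2 and KO replicate 3. The remaining alternatives left the gap open for these genes, and for Arhgap36 and Peg10 all others did. For Elavl2, Nefm, Gaa and Prkcb, the values of the edgeR fit came within the standard error. The paper lists 537 genes, 242 higher and 295 lower, and the edgeR fit gave 709 at an unadjusted p under 0.05, 314 higher and 395 lower. These counts are not equal, but each stays within 1.5 times the paper's.

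Of the paper's 537 genes in Table S3, 25 did not pass the expression filter here and 12 of the 512 tested had an unadjusted p above 0.05. With DESeq2, with or without the normal prior, 488 of the 512 had an unadjusted p under 0.05. With the normal prior and no filter, chosen after seeing the values, all 537 were tested and 511 had one.

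The paper's text states that FosB expression was almost absent from the mRNA of floxed mice. In the counts over the whole gene, Fosb in KO TRAP was 59.0% of WT (95% confidence interval 44.5% to 78.3%), with 77 to 105 reads in each KO library. These measures are unlike, since the paper shows reads by exon (Fig. 5b) and its floxed allele loses only some exons. Reads of the exons it keeps would be counted even after full excision. The share of 59.0% therefore does not measure excision and does not contradict the paper's statement.

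The paper's text states that genes common to all cells, such as actin, did not change in enrichment. Actb was higher in TRAP than in input by 0.35 on the log2 scale (adjusted p = 2.63e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the median of 24 such genes was 0.36, against 0.45 for 25 neuron-specific genes. Under DESeq2, which the paper names, and every other alternative over both genotypes, the ratio of Actb stayed between 0.33 and 0.40.

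Table S2 presents 25 genes as the top targets, and the paper does not state an adjustment for the number of genes tested. Peg10 and Nefm are those of the 25 with an adjusted p under 0.05 here.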

Other observations

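The tests of other splits within WT and within KO, of RNA carried over into KO TRAP, of exon length for Kalrn, and of windows away from Fosb were chosen only after the results were seen.

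Of the 10 splits of the 6 TRAP libraries into 3 and 3, 3 gave at least 8 genes with an adjusted p under 0.05, the real one included. The others set WT 1, WT 3 and KO 2 against the rest, with 28 genes, and WT 1, KO 2 and KO 4 against the rest, with 16. Of the 4 splits that part both same-numbered pairs, 2 did. At an unadjusted p under 0.05, 3 of the 10 splits gave at least 709 genes, up to 1105. With 10 splits no share under 0.1 is possible, so a grouping by chance cannot be excluded for these counts.

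Swapping TRAP and input within pools, 1 of the 32 splits over both genotypes gave 5572 genes or more, the real one, and no other gave more than 1. In WT and in KO alone, 1 of 4 splits did in each, the real one, and the others gave 0 genes, with 67 to 289 at an unadjusted p under 0.05. A design of 4 splits cannot give a share under 0.05.

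Genes near Fosb on chromosome 7 were lower in KO more often than elsewhere. Within 10 Mb of Fosb, 25 of 165 genes tested in TRAP had an unadjusted p under 0.05, of which 24 were lower in KO (odds ratio 2.84, Fisher's exact test, two-sided, p = 1.81e-05), and in input 29 of 177 had one, of which 28 were lower (odds ratio 7.07, p = 2.42e-14). Among the genes at an adjusted p under 0.05, 1 of 8 in TRAP, Calm3, lies there (Fisher's exact test, p = 0.107). Of 11543 genes tested in both, 60 had an unadjusted p under 0.05 in the same direction in TRAP and input and 1 in opposite directions. Independent tests would give 9.78 in the same direction, but TRAP and input libraries come from the same pools and deviate together, so more are expected without any effect of genotype. Of these 60, 13 lie within 10 Mb of Fosb, all lower in KO (odds ratio 20.9, Fisher's exact test, p = 1.60e-12). This pattern, in tissue where most cells have no Cre, is consistent with DNA of another strain around the floxed Fosb allele, which the flanking genes would carry in every cell. The counts do not show variants, so the strain of the region was not tested, and an effect of lower Fosb on its neighbors is an alternative the design cannot separate. For the potential targets in this region, Calm3 and, from Table S2, Ap2s1 and Timm50 among them, a change in KO may therefore come from the allele's surroundings. On the log2 scale, Ap2s1 changed by -0.47 in TRAP and -0.31 in input, and Timm50 by -0.65 and -0.51.

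In windows of 10 Mb away from Fosb, shared changes were also more frequent on chromosome 4 from 140000001 to 150000000 (4 genes, all lower in KO, adjusted Fisher p = 0.0271 over 277 windows) and on chromosome 12 from 1 to 10000000 (Adcy3, Dnajc27 and Efr3b, all lower, adjusted Fisher p = 0.0276). The windows were picked out by the same data, so DNA of another strain there is a hypothesis that these values do not decide.

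For the genes that differ between KO and WT TRAP, other technical explanations were weighed. The list of immediate early genes, a measure of recent neuronal activity, was lower in KO with 14 of 25 genes lower (median -0.06, adjusted p = 0.0830 from limma's camera test). With one pool left out, the adjusted p ran under 0.05 in 3 of 6 fits, so a difference in recent activity is not excluded. A difference in glia carried over in the immunoprecipitation would shift the glial lists, and the smallest adjusted p of the astrocyte and oligodendrocyte lists was 0.169, while the microglia list had too few genes to be tested. Pools that differ in sex would differ in Y-linked genes, and the highest summed CPM of those was 1.24 times the lowest in the TRAP libraries. The list of medial amygdala and hypothalamus genes shifted in TRAP and in input (adjusted p = 0.00390 and adjusted p = 2.79e-05 from the camera test without the genes of Table S3). With the inter-gene correlation estimated from the data, both were above 0.05. A difference in dissection therefore remains open. That list holds 4 of the genes of Table S2, but the gene lists were written with the paper at hand, so this overlap is not evidence for it. With these values, a difference in dissection, in recent activity or in glia carried over cannot be excluded for the genes that differ. For glia, no shift of the lists tested was found, but many glial genes had too few counts in TRAP to be tested. RNA carried over from unlabeled neurons was not weighed here. Xist had 0 counts in each TRAP library, so the pools do not differ in sex.

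In input, the lists of dentate gyrus genes (median 0.37, 10 of 12 higher in KO, adjusted p = 6.53e-05), endothelial genes (median 0.67, 5 of 6 higher, adjusted p = 0.000414) and mitochondrial genome genes (median 0.29, 19 of 21 higher, adjusted p = 1.84e-07) were also higher in KO. With the inter-gene correlation estimated from the data, the adjusted p was 0.587, 0.422 and 0.636. In TRAP, the list of neuron-specific genes was lower in KO by a median of -0.07 (18 of 25 lower, adjusted p = 0.0232), and the adjusted p was 0.0858 with total counts only and 0.466 with the estimated correlation. Among the alternatives run for this list, the result became weaker in 5 and stayed the same in 4.

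Fosb reads remain in KO TRAP. If they were RNA of glia carried over in the immunoprecipitation, Fosb in KO TRAP would fall to the share of input that glial genes keep. For 45 glial genes the median ratio of KO TRAP to KO input was 9.74%, while for Fosb it was 143.8%, so RNA of glia carried over is unlikely to give most of these reads. Gad1, a gene of GABA neurons, kept more, at 90.6 ± 71.3 CPM (SD, n = 3) in KO TRAP and 267 ± 24.1 CPM (SD, n = 3) in KO input. Its KO TRAP mean was raised by KO TRAP 2, at 172.8 CPM, while KO TRAP 3 and 4 stood at 53.8 and 45.3 CPM. The glial genes therefore set no bound for unlabeled neurons, and RNA carried over from these was not tested. Incomplete excision in the labeled neurons, or exons that the floxed allele keeps, were not tested, as the counts cover the whole gene.

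Kalrn was far above the other neuron-specific genes in TRAP against input. Long transcripts carry more ribosomes, but Kalrn was above 99.8% of 500 genes of similar exon length, whose median log2 ratio was -0.36, and across the genes tested exon length and the ratio were negatively related (rho -0.24, across genes, which are not independent replicates). Exon length is therefore an unlikely explanation for its ratio. No biological explanation was tested.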
